# Differential susceptibility to prenatal stress exposure in serotonin transporter-deficient female mice—an epigenetic exploration

**DOI:** 10.3389/fnins.2025.1633386

**Published:** 2025-09-23

**Authors:** Magdalena T. Weidner, Johanna E. M. Zöller, Catharina S. Hamann, Karla G. Schraut, Muhammad Ali, Roy Lardenoije, Lars Eijssen, Konrad U. Foerstner, Nikita Gorbunov, Tatyana Strekalova, Katharina Domschke, Angelika G. Schmitt-Böhrer, Klaus-Peter Lesch, Nicole K. Leibold, Daniel L. A. van den Hove

**Keywords:** serotonin transporter (5-HTT), prenatal stress (PS), mRNA expression profiles, serotonin transporter deficiency, epigenetic effects of prenatal stress, mouse model

## Abstract

**Introduction:**

Early-life stress exposure has been linked to an increased risk for the onset of mental disorders. As another factor, an individual’s genetic make-up may also tip the scale towards health or disease, with certain genetic variants mediating differential susceptibility towards the effects of early-life stress or other experiences. The current study investigated the molecular foundation of individual variation in the response to prenatal stress (PS) exposure in wildtype mice as well as in mice deficient for the serotonin (5-hydroxytryptamine, 5-HT) transporter (5-HTT).

**Methods:**

To meet this end, wildtype C57BL6/J dams were mated with 5-Htt+/- C57BL6/J males, after which they were exposed to restraint stress during the last part of gestation. In adulthood, female 5-HTT-deficient PS offspring and their wildtype littermates as well as age-matched control groups completed a behavioural test-battery, after which gene expression and histone 3 lysine 4 tri-methylation (H3K4me3) enrichment, as a marker of epigenetic programming, were measured in hippocampal tissue.

**Results:**

Dependent on the 5-Htt genotype, PS offspring showed decreased social behaviour in the 3-chamber sociability test. Notably, we observed a considerable degree of behavioural variation in the observed effect of PS in this social test, which allowed segregation into socially affected (SA) and socially unaffected (SU) mice. Genome-wide mRNA expression profiling of hippocampal tissue revealed a core set of 23 genes to be associated with genotype-specific variation in social behaviour following PS exposure. Whereas H3K4me3 levels did not show profound global changes in relation to the variable effects of PS exposure on social behaviour, the kinesin family member 14 (Kif14) gene, which displayed increased expression in socially unaffected wildtype mice, did show lower levels of H3K4me3 in those same mice, but not in any of the other groups.

**Discussion:**

All in all, differential susceptibility linked to PS exposure displayed 5-Htt genotype-dependent behavioural and transcriptomic profiles, supporting the notion of 5-HT-dependent developmental programming.

## 1 Introduction

Harmful events during development are known to increase the susceptibility for mental illness. Along this line, maternal mental health problems including perceived levels of anxiety during pregnancy have been shown to increase the probability of offspring developing mental issues in later life (Glasheen et al., 2013; Betts et al., 2015). Acute stressful events (Li et al., 2010; Class et al., 2014) and increased maternal cortisol during pregnancy (Buss et al., 2012; Davis and Sandman, 2012) were shown to be associated with similar consequences.

Linking to findings like these, the match/mismatch hypothesis emerged, which proposes that adversity in early life prepares an individual for similar conditions later in life (Schmidt, 2011; Homberg, 2012). If a mismatch occurs between early and later-life contexts, vulnerability to psychiatric disorders is increased. This hypothesis has gained empirical support. Another hypothesis is the three-hit model that proposes that vulnerability arises from the interaction of key aspects, i.e., genetic predisposition, early-life environment, and later-life environment (Daskalakis et al., 2013) When an individual is genetically predisposed (hit 1), and experiences early- (hit 2) and later-life (hit 3) stressors, vulnerability to psychopathology is enhanced. In that case, the stressors accumulate over someone’s lifespan and eventually exceed a certain threshold, potentially triggering the development of psychopathology. The validity of this concept has been demonstrated in animal studies (Farkas et al., 2017; Gaszner et al., 2022a).

In line with these frameworks, next to external factors, genetic predisposition has been shown to be a relevant factor in modulating mental health and an individual’s response to disturbance throughout life. In particular, the serotonergic neurotransmitter system garnered much attention in this context (Booij et al., 2015). Serotonin (5-hydroxytryptamine, 5-HT)-related polymorphisms such as the serotonin transporter (5-HTT, Slc6a4) linked polymorphic region (5-HTTLPR; Caspi et al., 2003, Karg et al., 2011, Schiele et al., 2016) and a monoamine oxidase A (MAO-A) variable number of tandem repeat (VNTR; Caspi et al., 2002) have been suggested to modulate the effect of early adversity. The 5-HTTLPR and polymorphisms in the gene encoding tryptophan hydroxylase 2 (TPH2), which is crucial in 5-HT synthesis, have been associated with altered amygdala reactivity to negative stimuli (Canli et al., 2005; Hariri et al., 2002). Although such gene x environment interactions have been extensively studied, their validity has been disputed (Risch et al., 2009; Culverhouse et al., 2018), which may be due to technical discrepancies between studies and the context-specific nature of these interactions. More specifically, the involvement of additional external and internal factors can affect the experimental outcome, i.e., promote successful adaptation to stress, such as social coping as well as an altered perception and appraisal of situations (Feder et al., 2009).

One major factor regarding stress susceptibility is sex. Among others, van den Hove et al. (2011) showed an interaction of sex and 5-Htt genotype with male *5-Htt +/−* mice showing lower baseline stress hormones and female *5-Htt +/−* mice higher baseline activation of the stress axis, when compared to wildtype offspring. In accordance with this observation, they also found that in particular female *5-Htt +/−* mice displayed increased despair-like behaviour in the Porsolt’s swim test. Similar observations were also reported in humans (Wüst et al., 2009). In addition, the behavioural findings in *5-Htt+/−* females was associated with a distinct DNA methylation and gene expression profile in the hippocampus (Schraut et al., 2014; van den Hove et al., 2011). The hippocampus is one of the brain regions most prominently involved in regulating affective behaviours and anxiety modulation (Shi et al., 2023). For instance, chronic stress has been shown to decrease the expression of plasticity-related genes in the hippocampus (Lakshminarasimhan and Chattarji, 2012). Studies investigating the role of the hippocampus regarding innate anxiety revealed regulatory functions in this respect (Trent and Menard, 2010; McEown and Treit, 2013; Zhang et al., 2014; Bertagna et al., 2021). Evidence from studies with 5-HTT-deficient mice and rats suggests that 5-HT represents a modulatory interface with the capacity to alter the outcome of environmental variation by modulating the epigenetic landscape (Homberg and van den Hove, 2012). This has been investigated in particular in the hippocampus. For example, several studies investigating molecular effects of maternal licking and grooming were able to show that, via increased 5-HT turnover (Hellstrom et al., 2012), epigenetic markers of active gene expression like histone 3 lysine 4 tri-methylation (H3K4me3) were increased at stress-related genes such as the gene encoding the glucocorticoid receptor (GR) in the hippocampus (Zhang et al., 2013; Weaver et al., 2007). H3K4me3 peaks have mainly been reported at the transcription start site of active genes, and changes in H3K4me3 levels have been associated with profound changes in neuronal gene expression (Södersten et al., 2018; Shen et al., 2014). Beyond its modulatory role, the 5-HT system itself is susceptible to environmental stimuli and can display persistent alterations in response to experiences throughout early development (Gardner et al., 2009a; Gardner et al., 2009b). This suggests that, next to direct effects, genetic modification of the 5-HT system can potentiate or buffer individual experiences via epigenetic processes.

Despite a vast body of work regarding the interaction of genetic predisposition within the 5-HT system and early adversity, to the best of our knowledge, no study attempted to investigate the molecular status concomitant with variation in behavioural responses to PS exposure in the context of serotonergic dysregulation. As such, the current study aims to address this complex interaction by making use of an intricate study design. Accordingly, we employed a set of mood- and anxiety-related behavioural tasks to identify behavioural changes related to PS exposure in wildtype and 5-HTT-deficient mice. We deliberately opted for experimental groups with a relatively high number of animals to further explore the considerable degree of behavioural variation and the concomitant genomic profiles that we observed in a previous study with a similar experimental setup (Jakob et al., 2014) to allow for the segregation of PS offspring in affected and unaffected groups. Subsequently, hippocampal tissue of these mice was analysed using genome-wide mRNA sequencing in order to identify genes associated with the observed behavioural changes. Finally, we examined H3K4me3 enrichment by means of chromatin immunoprecipitation (ChIP) sequencing to determine the involvement of this epigenetic mark on the gene expression profile.

## 2 Materials and methods

### 2.1 Animals and procedures

The study was approved by the district government of Unterfranken (Würzburg, Germany; permit number: 55.2–2531.01-93/12), and all efforts were made to minimise animal numbers and suffering. All experiments were performed in accordance with the European Parliament and Council Directive (2010/63/EU). Mice of the parental generation were housed under 14 h/10 h light–dark cycle with lights on at 7 AM–9 PM, at 21 ± 1°C, with a humidity of 45–55%. Standard rodent chow and water were available ad libitum. For breeding, male 5-Htt+/− mice (B6.129(Cg)-Slc6a4tm1Kpl/J; ZEMM, breeding facility, Würzburg; Bengel et al., 1998) were put together with two C57BL6/J female mice (Charles River, Sulzfeld, Germany) each. From that moment onwards, females were tested for vaginal plugs daily. Following a positive plug control, referred to as embryonic day (E) 0 (0), females were housed individually and body weight of pregnant dams was assessed at E0, E13 and E17 to confirm the progressing pregnancy and potential effects of PS (Supplementary Table SI7). Behavioural profiling was done in PS offspring, i.e., in 20 control animals of each genotype and 36 *5-Htt+/+* and 42 5*-Htt+/−*. To prevent litter effects, no more than two female pups per genotype per litter were used (Chapman and Stern, 1979).

### 2.2 Prenatal stress exposure

From E13 to E17, a subset of the pregnant females was subjected to restraint stress for 45 min, three times per day, during the light phase, with an interval of 2–4 h in between sessions. The stress paradigm consisted of restriction in a 25 cm-high, 250 mL glass cylinder filled up to a height of 5 mm with water (hand-hot), whilst exposing them to bright light, as described by Behan et al. (2011). Control animals were left undisturbed in their home cages. Following the last stress session and concomitant weighing of the dams on E17, dams and their respective litters were left undisturbed. Pups were weaned at postnatal day (P) 26 and weighted on P35 and P60. Female offspring that were subsequently tested behaviourally were housed in groups of 3 ± 1 under an inverted 12 h/12 h light–dark cycle (lights on from 7 PM) from P28 ± 1 onwards at the behavioural test unit. Animals were allowed to grow up undisturbed except for weekly cage changes. At approximately 9 weeks of age, behavioural testing started.

### 2.3 Behavioural profiling

All behavioural tests were performed in the dark-phase between 9 AM and 7 PM. Behavioural tests were performed, starting with the Elevated Plus Maze (EPM), followed by the Porsolt Swim Test (PST), the Sucrose Preference Test (SPT) and 3-Chamber Sociability Test (3-CST), with several days in between the various tests in order to minimise carry-over effects. For the EPM, mice were tracked using infrared light from below the apparatus. For all tests, trials were recorded from above, using an infrared-sensitive camera. Behavioural analysis was performed using VideoMot2 tracking software (TSE Systems, Bad Homburg, Germany) and Ethovision Pro software (Noldus, Wageningen, The Netherlands). In-between trials, the respective apparatus was cleaned with Terralin liquid (Schülke, Norderstedt, Germany). Twenty control animals of each genotype and 36 5-Htt+/+ and 42 5-Htt+/− PS offspring were tested.

*Elevated plus maze*: The EPM apparatus consists of a plus-shaped acrylic glass construct (TSE Systems, Inc., Bad Homburg, Germany) made from black opaque PERSPEX XT, semi-permeable to infrared light, with two opposing closed arms (30 cm × 5 cm) surrounded by 15 cm high walls and two opposing open arms without walls (30 cm × 5 cm, with 0.5 cm wide boundaries elevated 0.2 cm). The four arms met in the centre to form a square of 5 cm × 5 cm. The maze was raised 62.5 cm above the ground. The test was undertaken under low light conditions. Each animal was placed in the centre facing an open arm and allowed to explore the maze for 5 min. Subsequently, time spent and distance moved in the open arms, the closed arms and the centre, as well as the number of entries into the different arms were analysed (Lister, 1987; Post et al., 2011).

*Porsolt swim test*: For the PST, mice were placed in a 40 cm tall acrylic glass cylinder with a diameter of 19 cm filled up to 15 cm with warm water (31 ± 1°C) for 10 min. Mice from one cage were tested in parallel, in visually separated cylinders. The setup was illuminated from below with a light box. Between trials, the water was renewed. Distance moved was analysed as an indicative parameter of mobility (Behan et al., 2011).

*Sucrose preference test*: The SPT was performed interchanging with the sociability test, in a way that animals had 1 day of rest between tests. Mice were single-housed for 12 h during the dark phase, from 8 AM to 8 PM, and presented with two similar bottles, one filled with regular tap water and the other with 1% sucrose solution. To exclude the influence of a side preference, the sucrose bottle was positioned on the right or left side in an alternating fashion. The bottles were prepared 1 day in advance to ensure that the solutions were at room temperature (RT) and to avoid the use of leaking bottles. All bottles were weighed both before and after the test. Sucrose preference was calculated as the percentage of consumed sucrose solution in view of the total volume consumed (Strekalova et al., 2004).

*3-chamber sociability test*: The 3-CST setup consisted of an acrylic glass structure comprising 3 separate chambers, i.e., a middle chamber with two adjacent chambers of equal size, to be reached through passages. Both side chambers contained a wired cage. Prior to testing, animals were allowed 5 min of habituation in the middle chamber of the apparatus. Following these 5 min, a female conspecific of the same age was placed into one of the small wired cages and the subject was allowed to explore the whole apparatus for 10 min (Kaidanovich-Beilin et al., 2011). Subsequently, the time spent in the respective chambers was assessed manually from video files.

### 2.4 Corticosterone response

To assess the acute corticosterone response, blood was collected from the saphenous vein (legs were shaved 1 day in advance) before (‘baseline’) and immediately after 20 min of restraint stress (‘stress’), 1 week after the last behavioural test. The stress procedure was performed as described for PS. Blood samples were subsequently centrifuged and the plasma stored at −80°C. Plasma corticosterone concentrations were determined using a radioactive immunoassay (RIA), based on previous work (Leibold et al., 2020).

### 2.5 Genome-wide profiling of mRNA expression and H3K4me3 enrichment

Following behavioural testing and assessment of the corticosterone response, animals were sacrificed using isoflurane followed by quick decapitation. Brains were harvested and immediately frozen in isopentane at −80°C. Frozen brains were semi-thawed on a − 6°C cooling plate and the entire hippocampus was rapidly dissected using a stereo microscope (Olympus Europa, Hamburg, Germany). Tissue of the left and right hippocampus was merged, powderised at 80°C and split into two homogenous portions to enable investigating RNA expression and epigenetic modifications on the DNA in the same animals.

### 2.6 mRNA sequencing

RNA extraction was performed using the commercial miRNeasy Mini kit (Qiagen, Hilden, Germany) for fatty tissue. RNA was eluted with RNase free H_2_O provided with the kit and stored at −80°C. Before RNA sequencing, RNA quality was assessed on a 1.5% agarose gel with ethidium bromide and verified using the Experion (Biorad, München, Germany) according to the manufacturer’s instructions. RNA concentrations were determined using a spectrophotometer (Nanodrop, Thermo Scientific, Wilmington, Delaware, United States). Only RNA samples with a RNA quality indicator (RQI) value of 8 or higher were used for mRNA sequencing. Eight animals from each group were chosen randomly for mRNA sequencing. Sequencing and all related processes as well as quality control were handled by IGA Technologies (Udine, Italy). For this purpose, single-end sequencing was performed on an Illumina HiSeq2000 sequencer (Illumina, San Diego, California, United States) at a depth of 30 million reads per sample with and a read-length of 50 bp. We then processed the raw fastq files using the bcbio-nextgen pipeline.^1^ In brief, we performed mapping with the STAR aligner and the mm10 genome build, mostly with default settings, using STAR quality metrics (Dobin et al., 2013), QualiMap (Okonechnikov et al., 2016) and FastQC (Andrews, 2010), combined with MultiQC (Ewels et al., 2016) for quality control. For quantitation of gene-level counts we used Salmon (Patro et al., 2017) and tximport (Soneson et al., 2015). Sequencing data have been deposited in the Gene Expression Omnibus database (GSE109929).

### 2.7 H3K4me3 chromatin-immunoprecipitation sequencing

Powderised hippocampal tissue was mildly fixed using 1% formaldehyde. The fixation was stopped after 10 min by incubating the samples with 0.125 M glycine for 10 min at RT. All following steps were performed in solutions containing protease inhibitors (Roche, Basel, Switzerland). Following quenching, the samples were washed, subsequently grinded in SDS-lysis buffer [1% SDS, 10 mM EDTA, 50 mM Tris–HCl (pH 8.1)] and incubated on ice for 10 min. Sonication was performed at 4°C in ice water using the Biorupter UCD-200 (Diagenode, Liège, Belgium), at the low intensity setting for 2 × 10 min with a pulse interval setting of 0.5. To test shearing success and to determine the DNA concentration, DNA was extracted from a portion of each sample as described below. Following DNA extraction, fragment size was determined using the Bioanalyzer 2,100 (Agilent, Santa Clara, California, United States) and the DNA concentration was measured using the Qubit dsDNA HS Assay kit. In case of successful shearing, 1,000 ng/antibody was transferred to a fresh 2 mL tube, filled with chromatin-immunoprecipitation (ChIP) dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl, pH 8.1, 167 mM NaCl, 1x protease inhibitor cocktail) up to the volume of 1 mL, per sample. Subsequently, samples were precleared using herring-sperm-DNA-blocked protein A agarose beads for 30 min at 4°C on a rotor. Next, the samples were incubated overnight at 4°C with the respective primary antibody (H3K4me3: 39159, Active motif, Carlsbad, CA, United States; rabbit IgG: X090302, Vector Laboratories, Burlingame, CA, United States) on a rotor. After incubation, antibodies were captured by using herring-sperm-DNA-blocked protein A agarose beads for 2 h at 4°C on a rotor. Following antibody capture, the beads were washed for several times, with the following buffers in the listed order: Low Salt Buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl, pH 8.1, 150 mM NaCl), High Salt Buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl, pH 8.1, 500 mM NaCl), LiCl Buffer [0.25 M LiCl, 1% IGEPAL-CA630, 1% deoxycholic acid (sodium salt), 1 mM EDTA, 10 mM Tris, pH 8.1] and two times with 1x TE buffer, after which the antibodies with the captured DNA were eluted from the beads, using elution buffer (0.1 M NaHCO3, 1% SDS). Subsequently, the samples were de-cross-linked, using 0.2 M NaCl at 65°C overnight. Genomic DNA was isolated using phenol/chloroform/isoamyl alcohol extraction. Additionally, one sample per group was used as an input control (IN) that was not subjected to immunoprecipitation as positive control. Another sample was immunoprecipitated with a mixture of random rabbit IgGs (RAB, Vector Laboratories, Burlingame, CA, United States), as negative control. For the IN fraction, 100 μL were taken from the RAB samples. Immunoprecipitated (IP) DNA was stored at −80°C for further use and a fraction was used for quantification using the Qubit fluorometer (Thermo Fisher Scientific, Waltham, MA, United States) with the Qubit high sensitivity kit for double-stranded DNA (Thermo Fisher Scientific, Waltham, MA, United States). Furthermore, specificity of the immunoprecipitation was investigated using qPCR, with Afamin (Afm) as negative control and glyceraldehyde-3-phosphate dehydrogenase (Gapdh) as positive control (Supplementary material SI1). Both primer pairs were located within the promoter region of the respective gene (Supplementary materials SI2, SI3).

Six samples per group were chosen based on concurrent mRNA expression profiling (Supplementary material SI4), if sample quality allowed, and sent to Nxt-Dx (Ghent, Belgium), who performed the sequencing. Library preparation was performed using the NEBNext Ultra II DNA Library prep kit for Illumina (NEB, Ipswich, Massachusetts, United States). Subsequently, the whole IP material was subjected to ends prep and ligation of Illumina adaptors. A clean-up of the adaptor-ligated DNA with AMPure XP beads (Beckman Coulter) was performed without size selection. The eluted material was subjected to enrichment PCR (14 cycles) with NEBNext Index primers, followed by clean up with AMPure XP beads. The quality of the final libraries was checked on a Bioanalyzer 2,100 DNA 1000 chip (Agilent, Santa Clara, CA, United States). The concentration was determined by performing quantitative polymerase chain reaction (qPCR) on the samples using a dilution of PhiX index3 as standard. The concentration of all indexed samples was adjusted to 10 nM and samples were pooled for sequencing. Sequencing was performed on an Illumina HiSeq4000. All samples were processed at a read-length of 50 bp with 25–30 million reads/sample, paired-end sequencing. Follow-up data demultiplexing, clean up and quality control were performed by Nxt-dx. Subsequently, paired end 50 bp sequence reads were mapped to the *mus musculus* GRCm38.p5 genome using Bowtie2 (v2.3.2.). Coverage peaks were generated using the MACS 2 (v2.1.1) peak caller. Following peak calling, peaks were annotated using the Homer software (v4.9). Quality control results are summarised in Supplementary material SI5. It should be mentioned that mapping efficiency was lower than expected for some of the samples and, while no technical issues or group bias could be detected, results should be interpreted with caution in this respect (Supplementary material SI6). Sequencing data have been deposited in the Gene Expression Omnibus database (GSE109928).

### 2.8 Statistical analysis

*Behaviour:* For statistical analysis of behavioural and physiological measures, SPSS Statistics 26 (IBM Deutschland GmbH, Ehningen, Germany) was used. Due to leaking water bottles, the amount of sucrose consumed could not be determined in three animals, which were excluded from analyses. In the EPM, two mice were excluded due to recording failure. To test for main effects or interactions of 5-Htt genotype and PS, we performed a two-way ANOVA and repeated measures ANOVA, where applicable. Data were examined for normal distribution, outliers, variance distribution and sphericity, using the Shapiro–Wilk test, boxplots, the Leven’s Test and Mauchly’s test, respectively. If assumptions for parametrical testing were not met, additional non-parametric analysis, i.e., Mann–Whitney-U and Kruskal-Wallis tests, were performed. If the results of the ANOVA analysis were confirmed, ANOVA results are reported in the main text. Results of non-parametric tests can be found in Supplementary material SI13. *p*-values < 0.05 were considered significant.

*Segregation of PS offspring in groups affected and unaffected regarding social behaviour:* Following this first analysis, behavioural measures that displayed a significant PS effect were investigated with a focus on interindividual variability. Of all behavioural tests, in particular the EPM and the 3-CST showed effects of PS (see Supplementary Table 2 in results section). While in the EPM animals that were exposed to PS showed decreased anxiety-related behaviour when compared to controls, animals exposed to PS showed overall decreased social behaviour in the 3-CST. When further exploring these data, we observed a considerable degree of variation in the effect of PS on the performance in the 3-CST. As such, the performance in this test was used to segregate PS offspring into affected and unaffected animals, as previously described (Berton et al., 2006). In detail, the majority (67%) of PS offspring showed a preference for the social target chamber similar to offspring of the control group (Figure 1). Based on the observation that a great majority of control offspring spent more time than chance level (>200 s) in the social target chamber, a cut-off at 200 s was determined to indicate intact social behaviour. Thus, PS offspring that spent less than 200 s in the social target chamber were termed socially affected (SA) and PS offspring that spent more than 200 s in the social target chamber were termed socially unaffected (SU).

**Figure 1:**
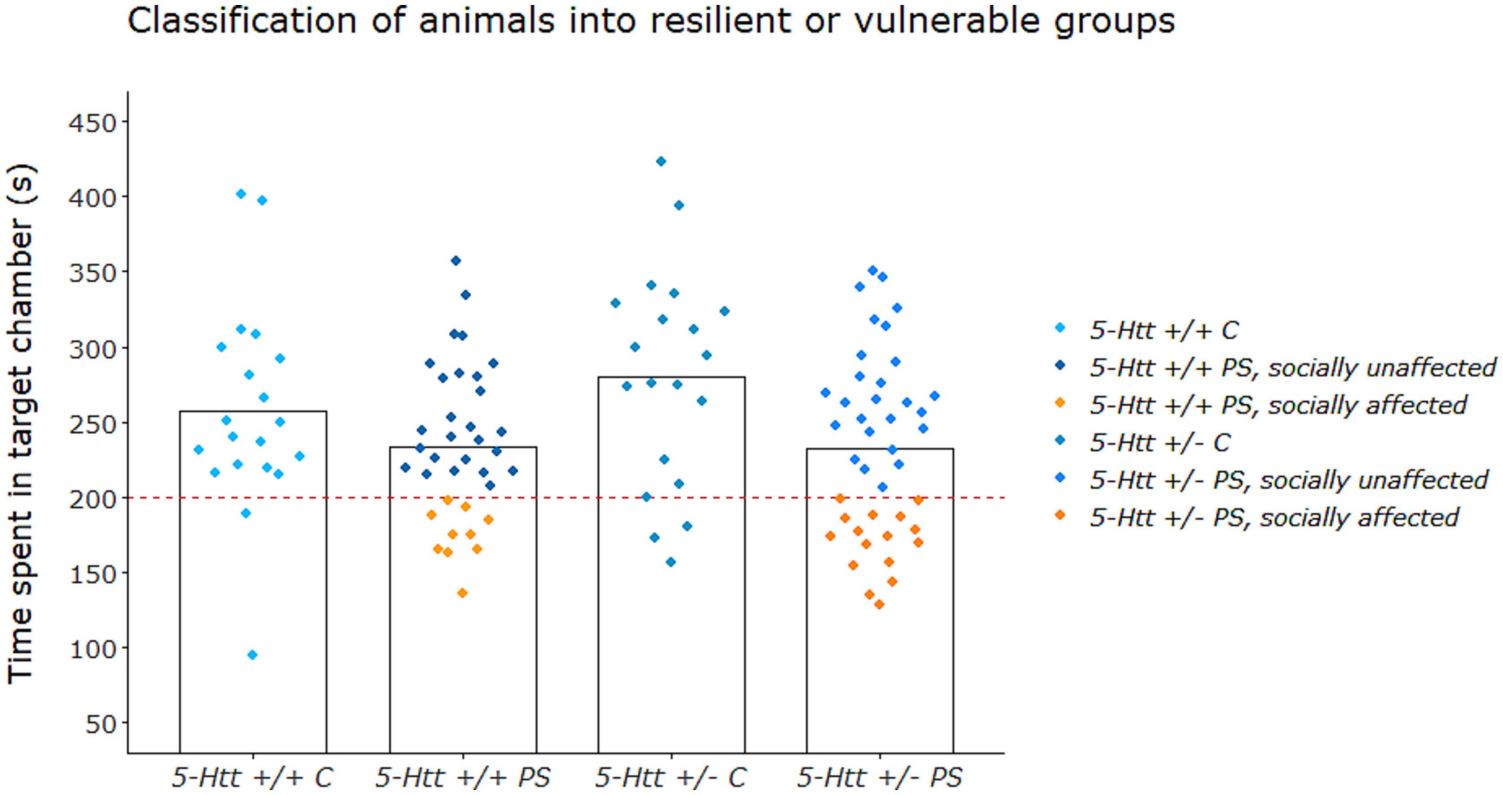
Segregation into socially affected (SA) and unaffected (SU) groups based on performance in the 3-chamber sociability test (3-CST). The performance in this test was used to segregate PS offspring into affected and unaffected animals, as previously described (Berton et al., 2006). Based on the observation that a great majority of control offspring spent more time than chance level (>200 s) in the social target chamber, a cut-off at 200 s (dashed line) was determined to indicate intact social behaviour. Thus, PS offspring that spent less than 200 s in the social target chamber were termed socially affected (SA, orange) and PS offspring that spent more than 200 s in the social target chamber were termed socially unaffected (SU, blue). Figure adapted from Schraut, 2015.

To zoom in on the potential implications of the observed interindividual variability in social behaviour, the initial analyses on the effects of PS exposure on behaviour were complemented by analyses that integrated this segregation based on performance in the 3-CST. Group comparisons were performed as described above with 3-CST performance instead of PS exposure as fixed factor. *Post hoc* analyses for interaction effects were Bonferroni-corrected for four group comparisons, i.e., 5-Htt+/+SA vs. 5-Htt+/+C; 5-Htt+/+SU vs. 5-Htt+/+C and 5-Htt+/-SA vs. 5-Htt+/-C, 5-Htt+/-SU vs. 5-Htt+/-C. In addition, the association between behaviours was investigated using Pearson’s correlation coefficient (r).

*Differentially expressed genes (DEGs)*: Statistical analyses of RNA expression and H3K4me3 enrichment data were all performed in R (version 3.6.1). The analysis for the identification of DEGs was carried out using the edgeR package (version 3.26.8). Briefly, gene expression data were normalised using default parameters where genes having less than five reads in a minimum of three samples were filtered out. Furthermore, the “upper quartile” normalisation method was used to normalise raw expression values and the empirical Bayes method was used to shrink gene-wise dispersion estimates towards a common dispersion. For statistical analysis, we fitted a negative binomial generalised log-linear model (GLM) to the processed read counts for each gene and conducted the gene-wise statistical tests for a coefficient contrast to identify DEGs. We calculated the contrast which describes a three-way interaction of 5-HTT deficiency, PS exposure and socially affected/unaffected behaviour (5-HTT*PS*socially affected/unaffected behaviour) [(5-Htt+/+SA vs. 5-Htt+/+C) vs. (5-Htt+/+SU vs. 5-Htt+/+C)] vs. [(5-Htt+/-SA vs. 5-Htt+/-C) vs. (5-Htt+/-SU vs. 5-Htt+/-C)]. Based on the identified nominally significant DEGs, we performed the following *post hoc* analyses: [(5-Htt+/+SA vs. 5-Htt+/+C) vs. (5-Htt+/+SU vs. 5-Htt+/+C)] and [(5-Htt+/-SA vs. 5-Htt+/-C) vs. (5-Htt+/-SU vs. 5-Htt+/-C)], which describes a two-way interaction of PS exposure and socially affected/unaffected behaviour, stratified per 5-Htt genotype, and [5-Htt+/+SA vs. 5-Htt+/+C], [5-Htt+/+SU vs. 5-Htt+/+C], [5-Htt+/-SA vs. 5-Htt+/-C] and [5-Htt+/-SU vs. 5-Htt+/-C], which describe the effects of PS exposure on gene expression in SA and SU offspring each, stratified per 5-Htt genotype. We used the Benjamini-Hochberg (False Discovery Rate, FDR) method to adjust *p*-values for multiple testing. In the three-way interaction we identified 1,484 nominally significantly differentially expressed genes. As subsequent analyses were restricted to these comparisons, multiple testing correction was restricted to this set of genes. The genomic inflation factor lambda was 0.999, indicating no inflation of the test statistics.

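Hippocampal genes differed nominally from controls more often in the libraries labelled 5-Htt+/- than in those labelled 5-Htt+/+. In SA and SU 5-Htt+/- libraries, 3786 (12.1%) and 4821 (15.4%) of 31208 genes had an unadjusted p under 0.05 against 5-Htt+/- controls, whereas 959 and 1051 genes had one in SA and SU 5-Htt+/+ libraries against 5-Htt+/+ controls. The count in SA 5-Htt+/- libraries was reached by 4 of 100 splits of the libraries (highest other 4205) and that in SU 5-Htt+/- by 7 (highest other 7208). Few splits thus reached the count in SA, but chance is not excluded for either count. Of the 6 libraries of lowest first principal component 3 are 5-Htt+/- controls, and the difference between the genotypes was not tested. The inflation factor of these comparisons was 1.94 for SA 5-Htt+/-, 2.19 for SU 5-Htt+/-, 0.649 for SA 5-Htt+/+ and 0.925 for SU 5-Htt+/+. For the three-way interaction the genomic inflation factor lambda over the same genes was 0.909. It was computed from the p-values of edgeR's quasi-likelihood test on the deposited counts of 48 libraries.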

*Gene ontologies (GO)*: a gene set-based enrichment analysis of biological processes (BP), and molecular functions (MF) was carried out for all the nominal DEGs (*p* < 0.05) using the clusterProfiler package (version 4.12.0).

*Differentially enriched fragments* (*DEFs,* i.e.*, gene fragments enriched for H3K4me3*): in order to identify regions enriched for H3K4me3 histone marks associated to nominal DEGs (*p* < 0.05), we used the DiffBind package (version 2.12.0). Briefly, the peak data and the sequencing alignment files related to the 1,484 nominal DEGs were used to calculate a binding matrix with scores based on read counts for every sample. Subsequently, a DESeq2-based (version 1.36.0) approach was used on the default binding matrix to identify regions enriched for H3K4me3, i.e., DEFs. The model used for identifying DEFs was similar to the one used for the differential gene expression analysis and the Benjamini-Hochberg method was used to correct p-values for multiple testing.

## 3 Results

### 3.1 *5-Htt*-dependent behavioural performance following PS exposure

An overview of all effects of PS, 5-Htt genotype and their interaction on behaviour, can be found in Supplementary Table 2. As described above, animals exposed to PS did not just show reduced sociability overall, but also displayed a considerable degree of interindividual variability in social behaviour covering a range from ‘normal, socially unaffected’ (SU) to ‘decreased, socially affected’ (SA) behaviour (see Figure 1; Supplementary Table 2).

More specifically, in terms of genetic variation, overall, we did not detect any significant differences between *5-Htt*+/+ and *5-Htt+/−* mice with regard to any of the behavioural parameters assessed. Regarding PS exposure, we observed a significant effect on behaviour in the 3-CST, with PS offspring spending less time in the chamber with the social target (*F*(1.114) = 8.81, *p* = 0.004). In the EPM, PS exposure was associated with an increased time spent (*F*(1.112) = 6.6, *p* = 0.012) and distance moved (F(1.112) = 7.0, *p* = 0.009) in the open arms. We did not observe any effects of an interaction between 5-Htt genotype and PS. Interestingly, when dividing offspring into SU and SA animals, based on their social behaviour, we found that differential social behaviour following PS exposure was associated with altered time spent (*F*_(2,110)_ = 5.68, *p* = 0.004) and distance covered (F_(2,110)_ = 4.29, *p* = 0.016) on the open arms as well as time spent in the centre (*F*_(2.110)_ = 3.52; *p* = 0.033) of the EPM. This was dependent on the *5-Htt* genotype. More specifically, *5-Htt*+/+ SA offspring spent more time and covered a greater distance on the open arms, when compared to *5-Htt*+/+ control offspring (C) (p = 0.009 and *p* = 0.006) and *5-Htt*+/+ SU offspring (*p* = 0.044 and *p* = 0.026). Additionally, *5-Htt*+/+ SA offspring spent less time in the centre when compared to *5-Htt*+/+ C offspring (*p* = 0.048). In *5-Htt*+/− animals, in contrast, SU offspring spent more time on the open arm (*p* = 0.026) and covered a greater distance (*p* = 0.012) on the open arms when compared to undisturbed control offspring. Furthermore, correlation analysis revealed a negative correlation between the time spent in the chamber with the social target and time spent (*r* = −0.477, *p* < 0.001) and distance covered (*r* = −0.405, *p* = 0.002) on the open arm of the EPM in *5-Htt+/+* offspring. No correlation was found for *5-Htt*+/− offspring. We did not observe any association of the interindividual variability in 3-CST performance with the distance covered in the PST or sucrose preference. A graphical representation of the results of the behavioural tests can be found in Figure 2.

**Figure 2:**
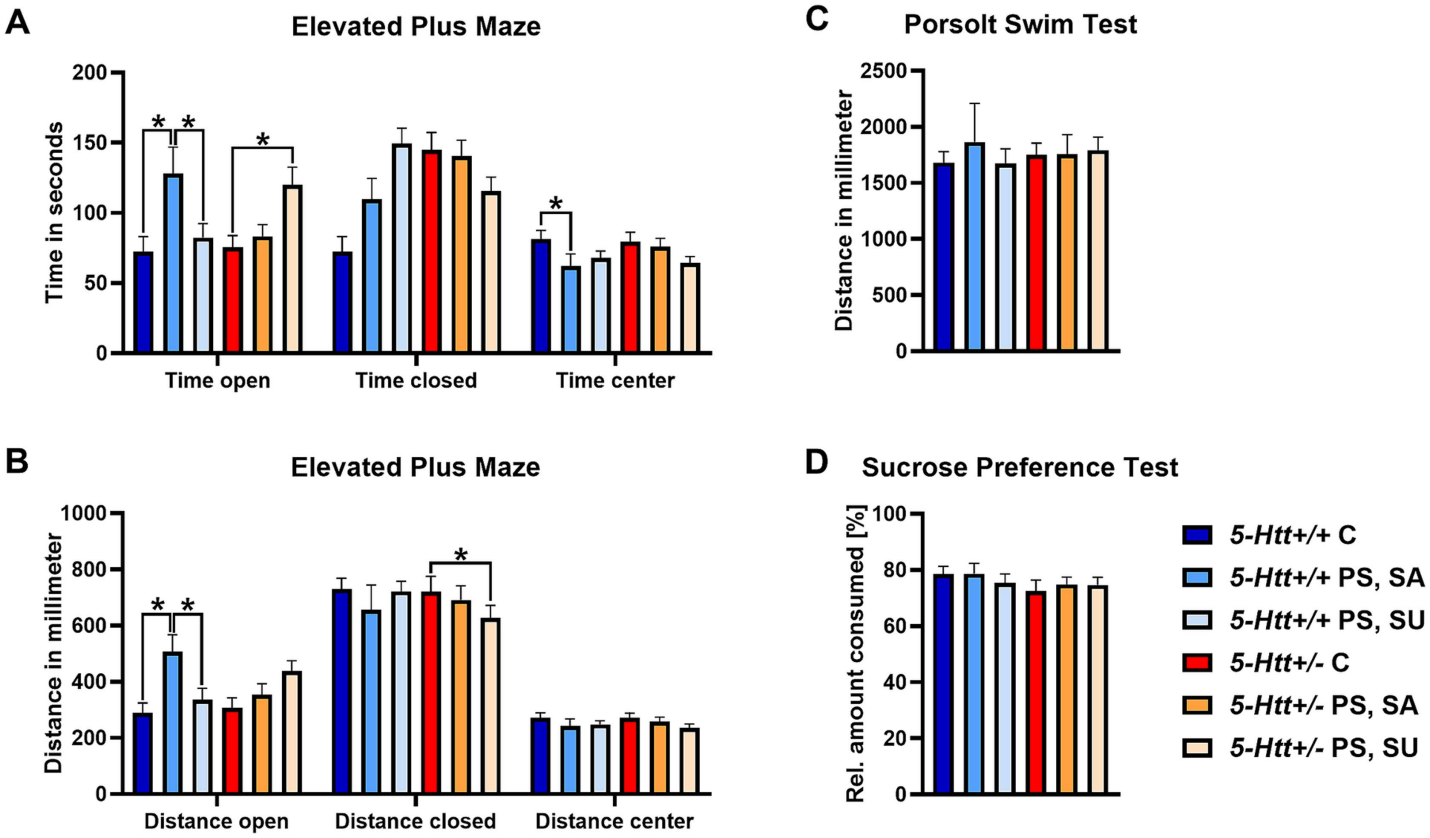
Results of the behavioural analysis based on performance in the 3-chamber sociability test. Time spent in the open and closed arms, as well as the centre of the Elevated Plus Maze **(A)**. Distance covered in the open and closed arms, as well as the centre of the Elevated Plus Maze **(B)**. Distance covered in the Porsolt Swim Test **(C)**. Relative sucrose amount consumed in the Sucrose Preference Test **(D)**. Data represent mean ± SEM. p* < 0.05. C, control; SA, socially affected; SU, socially unaffected. Figure adapted from Schraut, 2015.

Although we did assess effects of either PS exposure, *5-Htt* genotype and their interaction as well as differential social behaviour following PS exposure *in utero* and its interaction with *5-Htt* genotype on physiological parameters like corticosterone concentration, none of the results were significant (Supplementary material SI12).

### 3.2 Differential gene expression dependent on 5-HTT deficiency and interindividual variability in social behaviour following prenatal stress exposure

Given the distinct behavioural profile of SA and SU offspring and the role of 5-HTT deficiency in this context, we next determined expression profiles of each of the groups compared to control (C) offspring. 

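Hippocampal RNA of 48 female offspring aged 3 months was sequenced, and both hippocampi of an animal were merged into 1 library. The dams of PS offspring had been restrained for 45 min in 3 sessions a day from embryonic day 13 to 17. The labels give 8 control, 8 SA and 8 SU libraries as 5-Htt+/+ and 7 control, 8 SA and 9 SU libraries as 5-Htt+/-, whereas the paper gives 8 animals per group. They name SA offspring susceptible and SU offspring resilient.
The authors deposited whole-number read counts per gene without normalisation. The paper describes single-end reads of 50 bp aligned with STAR and quantified with Salmon, while the submitters' processing notes name STAR, HTSeq and the build GRCm38.p5. Whether the counting used strand is not given in the sources used here, so that reads of a gene and of an antisense partner are not told apart. The median total count per library was 25788048 (19252730 to 37465332) in 5-Htt+/+ controls, 23282961 (16547182 to 26171624) in SA and 22480621.5 (16594116 to 34810835) in SU 5-Htt+/+ offspring. It was 24133643 (18193105 to 33813066) in 5-Htt+/- controls, 28212716.5 (16488405 to 30101091) in SA and 24116774 (19196053 to 38213754) in SU 5-Htt+/- offspring. All values given here rest on the counts, whose group medians all lie below the depth of sequencing that the paper states. That depth is in reads sequenced and the totals are in reads counted at genes, so that they are not the same measure.
Genes with at least 5 reads in at least 3 libraries were kept, as in the paper, which left 31208 of 48440 genes. The counts were scaled by their upper quartile and fitted with edgeR's quasi-likelihood model with a mean for each of the 6 groups, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. In the three-way contrast the control groups cancel, so that it compares the difference between SA and SU in 5-Htt+/+ with that in 5-Htt+/- offspring. In counts simulated from these libraries, this contrast recovered 76% of 50 genes changed 1.5-fold and 96% of 50 genes changed 2-fold. The recovery was not given by level of the gene, so that it need not hold for genes with few reads. A set of 27 gene lists on pathways and cell types was fixed before the data were examined, and the 25 lists with at least 5 measured members were tested with camera at a preset correlation between genes of 0.01 and again with an estimated correlation.
Slc6a4, the gene of the serotonin transporter, lies on chromosome 11 of GRCm38 from 76998603 to 77032340 and separated the libraries by the genotype of their labels. Its level was 15.0 ± 1.01 CPM (SD, n = 7) in 5-Htt+/- controls, 14.8 ± 1.23 (n = 8) in SA and 14.9 ± 1.11 (n = 9) in SU 5-Htt+/- libraries. In libraries labelled 5-Htt+/+ it was 0.119 ± 0.0763 in controls, 0.187 ± 0.0659 in SA and 0.109 ± 0.0604 in SU (SD, n = 8 each). The log2 fold change between the genotypes was 6.72 (standard error 0.08, adjusted p = 1.79e-52 from edgeR's quasi-likelihood test). The level was therefore higher in the libraries whose label names the deficient allele, and counts summed over the whole gene do not show which part of it they come from. All genotypes given here are those of the labels.

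**Figure D1:**
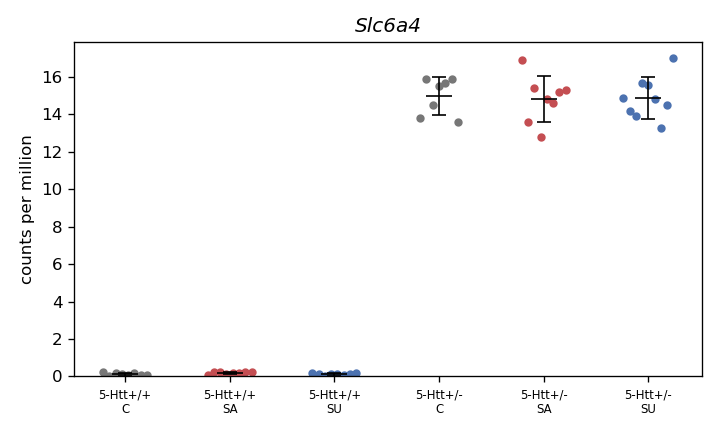
Level of Slc6a4 (y axis, CPM) in each of the 48 libraries, by group (x axis), with mean and SD. The libraries labelled 5-Htt+/- lie between 12.8 and 17.0 CPM and those labelled 5-Htt+/+ between 0 and 0.261 CPM.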

For this purpose, we calculated the contrast (for details see material & methods section).

Our analysis identified 1,484 nominally significant differentially expressed genes (DEGs), 23 of which remained significant after correcting for multiple testing (see Supplementary material SI8; Table 1, respectively).

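Among the 10 genes with the smallest p-values of the three-way interaction were Cfap45, which encodes a protein inside the microtubules of motile cilia, and Syt9, which encodes a synaptotagmin. Cfap45 lies on chromosome 1 of GRCm38 from 172520801 to 172545870. Its level was 4.14 ± 0.647 CPM in SA and 3.05 ± 0.346 CPM in SU 5-Htt+/+ libraries (SD, n = 8 each), against 3.33 ± 0.665 (n = 8) in SA and 3.50 ± 0.395 (n = 9) in SU 5-Htt+/- libraries. This is a three-way log2 fold change of 0.51 (standard error 0.14, unadjusted p = 0.000597, adjusted p = 1 from edgeR's quasi-likelihood test). Syt9 had a log2 fold change of 0.51 (standard error 0.14), with 5.97 ± 0.675 CPM in SA and 5.21 ± 0.808 CPM in SU 5-Htt+/+ libraries (n = 8 each), against 4.81 ± 0.835 CPM (n = 8) in SA and 5.93 ± 0.579 CPM (n = 9) in SU 5-Htt+/- libraries. The other 8 genes, among them Cfd, which encodes complement factor D (log2 fold change 3.19, standard error 0.82), had mean levels of 0 to 0.365 CPM over the groups.
In all, 1156 genes had an unadjusted p under 0.05, of which 690 had a positive and 466 a negative log2 fold change, where 1560 are expected by chance among the genes tested. At an adjusted p under 0.05, 0 genes were called by edgeR's quasi-likelihood test, 0 by the likelihood ratio test of edgeR, to which the LR column of the paper's Table 1 points, and 0 by DESeq2. The paper proposes the protein-coding genes among its significant DEGs as candidates for serotonin-dependent regulation of stress.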

**Table 1:** Statistical analysis of differentially expressed genes (DEGs) in the context of a three-way interaction of serotonin transporter (5-HTT) deficiency, PS and differential sociability (5-HTT*PS*socially affected/unaffected behaviour) by means of the calculated contrast: [(5-*Htt+/+*SA vs. *5-Htt+/+*C) vs. (*5-Htt+/+*SU vs. *5-Htt+/+*C)] vs. [(*5-Htt+/-*SA vs. *5-Htt+/-*C) vs. (*5-Htt+/-*SU vs. *5-Htt+/-*C)].

Gene_symbol	Ensembl_ID	logFC	logCPM	LR	*p* value	FDR
Ccl21c	ENSMUSG00000096271	−12.65	−2.14	32.94	9.49E+05	0.0003
Gm22623 retired under this ID	ENSMUSG00000094452	−11.26	−0.67	29.98	4.37E+06	0.001
Gm6685	ENSMUSG00000032889	−7.42	−0.22	28.69	8.50E+06	0.001
Gm9847	ENSMUSG00000050974	9.04	−3.52	28.21	1.09E+07	0.001
Eef1ece2	ENSMUSG00000115293	−10.56	−1.92	28.16	1.12E+07	0.001
Gm47184	ENSMUSG00000113664	−10.44	−2.79	26.57	2.54E+07	0.001
Rpl3-ps1	ENSMUSG00000084349	10.91	−1.41	26.29	2.94E+06	0.001
Gm7935	ENSMUSG00000075609	−9.72	−0.43	23.26	1.42E+08	0.004
Fam177a2	ENSMUSG00000094103	9.66	−3.33	23.22	1.45E+08	0.004
Kif14	ENSMUSG00000041498	−5.68	1.27	22.86	1.74E+08	0.005
Gm3020	ENSMUSG00000079402	8.83	−3.59	21.96	2.78E+08	0.007
Gm22969 retired under this ID	ENSMUSG00000094229	−8.66	−0.88	19.99	7.77E+08	0.017
Gm21974	ENSMUSG00000030804	8.76	−2.76	19.77	8.75E+08	0.017
Lgals1-ps2	ENSMUSG00000091135	6.06	−2.88	19.75	8.81E+08	0.017
Otop2	ENSMUSG00000050201	−4.13	−0.86	18.20	1.99E+09	0.033
Gm6916	ENSMUSG00000108608	8.36	−1.70	18.17	2.03E+09	0.033
Gm28017 retired under this ID	ENSMUSG00000099322	−8.14	−1.63	18.11	2.09E+09	0.033
Gm4294	ENSMUSG00000078377	7.70	−0.86	17.75	2.52E+09	0.037
Saxo1	ENSMUSG00000028492	−6.53	−3.89	17.18	3.40E+08	0.045
Gm8203	ENSMUSG00000101878	7.67	−0.54	17.15	3.45E+08	0.045
Mapk15	ENSMUSG00000063704	1.97	−0.28	17.07	3.60E+09	0.045
Gm43335	ENSMUSG00000106623	−2.38	−2.67	17.01	3.73E+09	0.045
Gm16033	ENSMUSG00000086998	7.69	−2.51	16.77	4.23E+09	0.049

An UpSet plot describing the overlap of significant DEGs of all investigated contrasts is displayed in Figure 3 (see Supplementary material SI9 for significant DEGs). 

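Sgk1, Nfkbia and Pim3 were lower in SA and SU 5-Htt+/- libraries than in 5-Htt+/- controls. Sgk1, which encodes a kinase induced by glucocorticoids and lies on chromosome 10 of GRCm38 from 21882184 to 21999903, had 75.0 ± 10.8 CPM (SD, n = 7) in 5-Htt+/- controls, 48.7 ± 4.48 CPM (n = 8) in SA and 51.7 ± 5.49 CPM (n = 9) in SU 5-Htt+/- libraries. Its log2 fold change was -0.62 in SA (standard error 0.09, adjusted p = 0.000347) and -0.54 in SU (standard error 0.09, adjusted p = 0.00463 from edgeR's quasi-likelihood test). In 5-Htt+/+ libraries the same gene had 58.6 ± 8.17 CPM in controls, 53.0 ± 6.73 CPM in SA and 51.9 ± 7.74 CPM in SU (SD, n = 8 each). Nfkbia, which encodes an inhibitor of NF-kappaB, was lower in SA (log2 fold change -0.48, adjusted p = 0.0378) and SU (-0.53, adjusted p = 0.0153), and so was Pim3, a kinase gene (-0.41, adjusted p = 0.0378, and -0.40, adjusted p = 0.0364). Without the 6 libraries of lowest first principal component, 3 of them 5-Htt+/- controls, and also in fits of only the 2 groups compared, Sgk1 kept its call in SA alone, and the calls of Nfkbia, Pim3 and Mt1 were lost. The calls of Nfkbia and Pim3 were also lost in SA with relative log expression scaling or the first component as a term. They were lost in both groups with the replicate block or without control replicate 1 or 3, and in SA without further single libraries. The SA call of Nfkbia was lost under TMM scaling as well. The SU call of Pim3 was lost with the choroid plexus score, the first component or the split by Snord116 reads as a term. It was also lost without SU replicate 1, 6, 7 or 9. The share of mitochondrial counts was 4.60 ± 0.679% in 5-Htt+/- controls, 5.04 ± 0.469% in SA and 5.32 ± 0.312% in SU 5-Htt+/- libraries (SD), and its bearing on these genes was not tested.
Over all genes, edgeR called 9 genes in SA 5-Htt+/- libraries, 1 higher and 8 lower than in controls. The metallothionein gene Mt1 (log2 fold change -0.57, adjusted p = 0.00403), Ppp1r3g, Lfng, Sdc4 and Mfsd2a were also lower, and the long non-coding RNA RP23-185B22.1 was higher (1.33, adjusted p = 0.0223). Apart from Mt1, these calls were lost with the first component as a term and without the 6 libraries of lowest first component. They were also lost in a fit of only the 2 groups compared and without some single libraries. Relative log expression scaling or the replicate block ended those of Ppp1r3g, Lfng, Sdc4 and Mfsd2a. TMM scaling, no filter or the choroid plexus score ended those of Sdc4 and Mfsd2a, and the stricter filter those of Mfsd2a and RP23-185B22.1. In SU 5-Htt+/- libraries 5 genes were called, 1 higher and 4 lower, with RP23-185B22.1 at 1.23 (adjusted p = 0.0487), a call lost under DESeq2, without a filter, with the stricter filter, the replicate block or the choroid plexus score and without any of many single libraries. Of these, 3 genes were lower and 1 was higher in both comparisons, which share their controls. Leaving out 1 library at a time gave 2 to 16 calls in SA and 2 to 432 calls in SU, the last without control replicate 4. In 5-Htt+/+ offspring 4 genes were called in SA, all lower, and 6 in SU, 1 higher and 5 lower. The uncharacterised transcript 4930435N07Rik (chromosome 8, 9459092 to 9461218) was the leading one, with 0.505 ± 0.519 CPM in controls, 0.0496 ± 0.0416 CPM in SA and 0.0273 ± 0.0324 CPM in SU (SD, n = 8 each). Gm44797, Gm44800 and Gm44801 lost their call in SA without control 5-Htt+/+ replicate 4 or 6. Each had a highest level of 2.12 CPM (52 reads) in 5-Htt+/+ controls, and whether they are separate signals was not tested. The 4 calls in SA were lost under edgeR's likelihood ratio test and DESeq2, which called 0 genes there. Of the 6 calls in SU 1, 4930435N07Rik, was kept under either of these tests and without control 5-Htt+/+ replicate 4 or 6, and none under the stricter filter or in a fit of only the 2 groups compared. Whether the effects in 5-Htt+/- differ from those in 5-Htt+/+ offspring was not tested for single genes of these comparisons.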

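Of 21 tested genes of glucocorticoid and stress hormone signalling, 15 were lower and 6 higher in SA 5-Htt+/- libraries than in controls, with a median log2 fold change of -0.13. Sgk1 and Mt1 passed the test over all genes, and 9 lower and 1 higher gene passed when adjusted over the list alone. Tsc22d3, a glucocorticoid-induced leucine zipper gene, had a log2 fold change of -0.42 and Mt2 of -0.49 (adjusted p = 0.0949 for both over all genes). The list was lower with camera (adjusted p = 3.43e-06, and adjusted p = 0.00867 with an estimated correlation). In SU 5-Htt+/- libraries 14 members were lower and 7 higher, 1 of them called over all genes and 8 lower when adjusted over the list alone, and the circadian gene Per1 was at -0.32 (adjusted p = 0.000156 for the list, and adjusted p = 0.0581 with an estimated correlation).
Genes of oligodendrocytes and myelin were lower in the same groups. The mean log2 CPM of the list was 5.92 ± 0.206 (SD) in 5-Htt+/- controls, 5.75 ± 0.169 in SA and 5.69 ± 0.107 in SU 5-Htt+/- libraries. In 5-Htt+/+ libraries it was 5.75 ± 0.143 in controls, 5.77 ± 0.0757 in SA and 5.74 ± 0.110 in SU. The 5-Htt+/- controls were thus the highest of the 6 groups. A high level in these controls was not told apart from a lower level in PS offspring. Chance could not be excluded in SA, where 7 of 100 splits of the libraries gave a list as far from 0, against 2 of 100 in SU. In SA 5-Htt+/- libraries 16 of 19 members were lower, with a median of -0.22, and 11 passed when adjusted over the list alone, among them Cspg4 at -0.35, Cldn11 at -0.40 and Pdgfra at -0.20 (adjusted p = 6.23e-07 for the list, and adjusted p = 0.219 with an estimated correlation). In SU 5-Htt+/- libraries 18 of 19 members were lower, with a median of -0.27, and 11 passed when adjusted over the list alone, led by Mag at -0.53, Cldn11 at -0.47 and Mbp at -0.37 (adjusted p = 2.12e-10, and adjusted p = 0.173 with an estimated correlation); the median was -0.31 to -0.16 with 1 library left out. No single oligodendrocyte gene passed edgeR's test over all genes. Of 15 astrocyte genes 13 were lower in SA 5-Htt+/- libraries, 6 of them when adjusted over the list alone, with Aldh1l1 at -0.24 and Fgfr3 at -0.23 (adjusted p = 4.84e-05, and adjusted p = 0.219 with an estimated correlation). The mean log2 CPM of this list was also highest in 5-Htt+/- controls, at 7.00 ± 0.0752 (SD), against 6.94 ± 0.112 in 5-Htt+/+ controls and 6.88 ± 0.0595 in SA 5-Htt+/- libraries. Of 6 libraries with the lowest first principal component of expression, 3 were 5-Htt+/- controls, and without these 6 libraries the glucocorticoid list had a median of -0.11 in SA and -0.08 in SU.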

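The genes of Table 1 had small three-way log2 fold changes in the deposited counts, and most had many reads. Of the 23 genes, 20 were found in the count table and 19 had enough reads to be tested, and 17 of these had reads in every library. Rpl3-ps1, a pseudogene of a ribosomal protein gene on chromosome X of GRCm38 from 13202571 to 13203780, had a median count of 6330.5 (3702 to 10457) and a three-way log2 fold change of 0.09 (standard error 0.08, 95% interval -0.07 to 0.25). Gm6685 (chromosome 11, 28339104 to 28339867) was at -0.16 (standard error 0.10, 95% interval -0.35 to 0.04), and Gm28017, with a median count of 1 (0 to 10), at -0.94 (standard error 1.17, 95% interval -3.30 to 1.42). The median size of the log2 fold change over the 19 genes was 0.123. Mapk15, which encodes a mitogen-activated protein kinase, was the largest at 1.24 (standard error 0.37, 95% interval 0.49 to 1.99, unadjusted p = 0.00165, adjusted p = 1 from edgeR's quasi-likelihood test).
Of the 19 genes, 0 passed edgeR's test over all genes, 1 had an unadjusted p under 0.05 and 1, Mapk15, passed when adjusted over the list alone, which is not independent evidence since the study chose the genes on these samples. The 95% interval excluded the paper's log2 fold change for 18 of them.

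**Figure D2:**
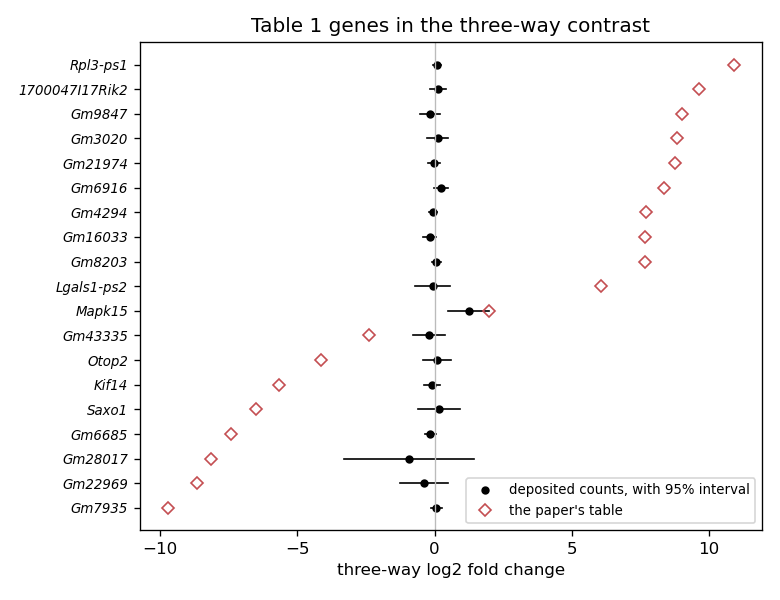
Three-way log2 fold change (x axis) of 19 genes of Table 1 (y axis) in the deposited counts, as points with their 95% interval, and the value of the paper's table as diamonds. The points lie between -0.94 and 1.24; the gene that the text names Fam177a2 appears under its earlier symbol 1700047I17Rik2.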

A heatmap presenting the log fold change (logFC) values of differentially expressed genes (DEGs) identified through a three-way interaction is displayed in Figure 4. For the heatmap showing the expression levels (logCPM) of differentially expressed genes (DEGs) identified through a three-way interaction, see Supplementary material SI10.

**Figure 3:**
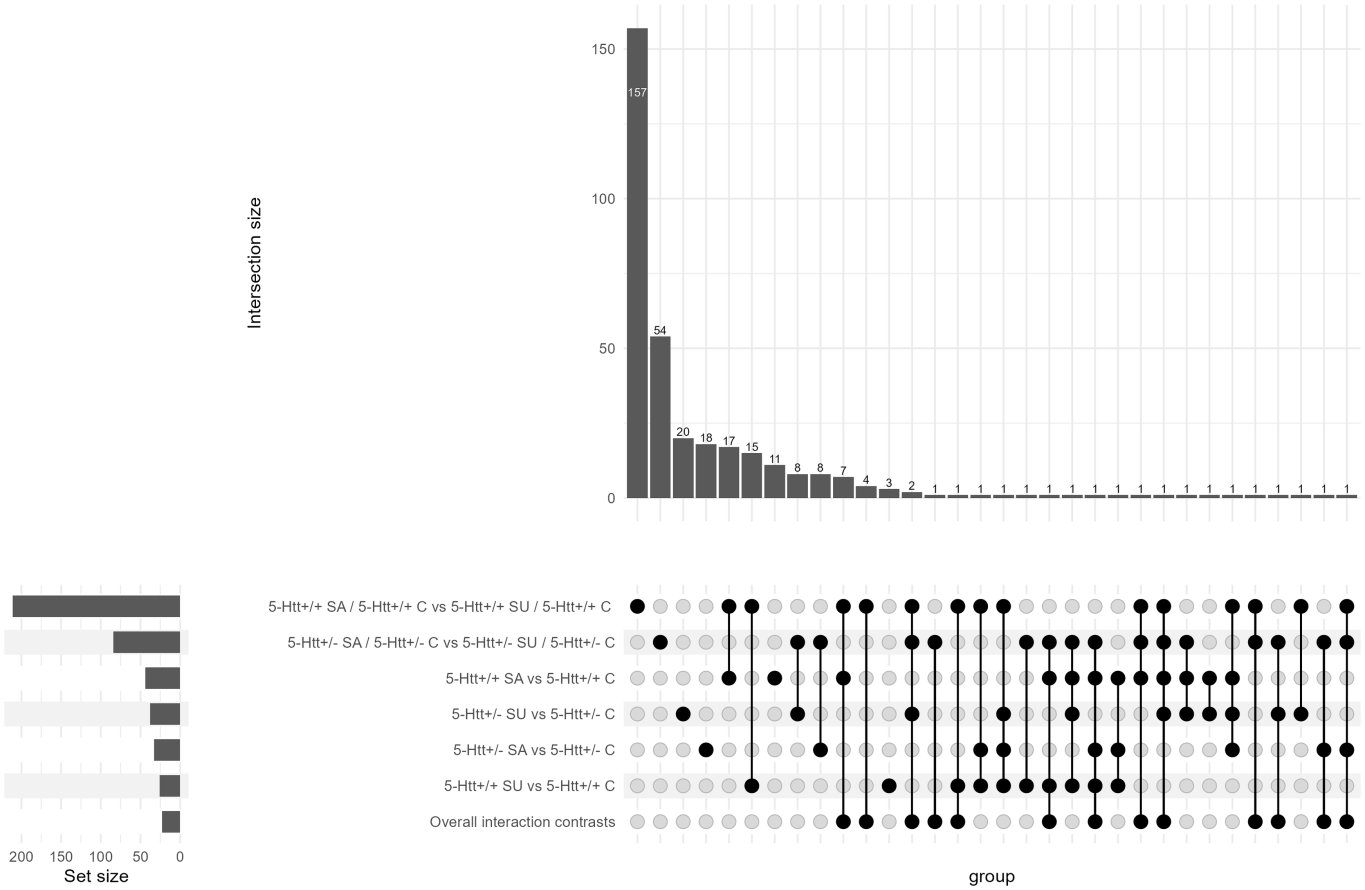
UpSet plot visualising the overlap of differentially expressed genes (DEGs) identified across multiple contrasts. The contrasts include: (1) the three-way interaction between 5-Htt deficiency, PS exposure and socially affected/unaffected behaviour (5-Htt × PS × SA/SU); (2) the two-way interaction of PS exposure and socially affected/unaffected behaviour, stratified by 5-Htt genotype; (3) the main effect of PS exposure on gene expression in SA and SU offspring, each stratified by 5-Htt genotype. The number of significant DEGs identified in each contrast is: 23, 211, 84, 44, 26, 33, and 38, respectively. Each bar in the plot represents the number of DEGs uniquely or jointly identified in the contrasts indicated by the connected dots below. SU, socially unaffected; SA, socially affected; C, control; 5-Htt, serotonin transporter; DEG, differentially expressed gene (Supplementary material SI9 significant DEGs).

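Within the 1156 genes nominally significant for the three-way interaction, as in the paper's procedure, most of the genes that passed the adjusted test lay in the comparison of SA with SU 5-Htt+/+ libraries. There 63 genes passed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 41 higher in SA and 22 lower, and Cfap45 was at 0.44 (standard error 0.10). The 1156 genes were chosen by a contrast that contains this difference as 1 of its terms, so that the adjusted p within them does not hold its stated error rate, and under the earlier and robust quasi-likelihood forms, DESeq2, the stricter filter, the replicate block and the choroid plexus score the count was 0 to 3. Of these 63 genes 3, Gfer, Muc6 and Snora64, are among the 211 that Supplementary material SI9 lists for this comparison. In the comparison of SA with SU 5-Htt+/- libraries 15 genes passed, 8 higher in SA and 7 lower. The three-way contrast contains this difference as well, so that the same limit holds for its adjusted p. Under the same alternatives the count was 0 to 3. It was 19 to 23 under the likelihood ratio test, TMM, relative log expression scaling and no filter, and 0 to 27 with 1 library left out. The comparisons with controls share the SA or SU means with the three-way contrast, so that the limit holds for their adjusted p as well. Against controls, SU 5-Htt+/- libraries gave 19 genes, 15 higher and 4 lower. SA 5-Htt+/- libraries gave 4 genes, of which Gm44679 was higher and Zfp36, Gm28038 and 2200002J24Rik were lower. In SU 5-Htt+/+ libraries 2 genes passed, both higher: Bsx at 2.29 and Mir150 at 2.38. In SA 5-Htt+/+ libraries 0 genes passed, by edgeR's likelihood ratio test or DESeq2 either. The genes outside the rule for named genes, Gm44679, Zfp36, Gm28038, Bsx and Mir150, and Gfer, Muc6 and Snora64, were chosen after their values were seen. Leaving out 1 library at a time moved these counts widely, from 0 to 99 for SA against SU 5-Htt+/+ and from 0 to 47 for SU 5-Htt+/- against controls, and over all genes tested 0 genes passed in either comparison of SA with SU, with 1218 and 1183 genes at an unadjusted p under 0.05.
Of the genes that Supplementary material SI9 lists and that were tested here, 174 of 211 in SA against SU 5-Htt+/+ libraries had the sign of the paper in 74.1% and 67 of 84 in SA against SU 5-Htt+/- in 71.6%. Against controls the share was 61.3% of 31 genes in SA and 50% of 20 genes in SU 5-Htt+/+ libraries, 73.1% of 26 genes in SA and 78.8% of 33 genes in SU 5-Htt+/- libraries, and it was 57.9% of 19 genes in the three-way contrast. Of the 1484 genes of Supplementary material SI8, 1271 were tested, 80.3% had the paper's sign and 172 had an unadjusted p under 0.05 here. The study chose the genes of SI8 and SI9 on these samples, so that a shared sign is not independent evidence.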

**Figure 4:**
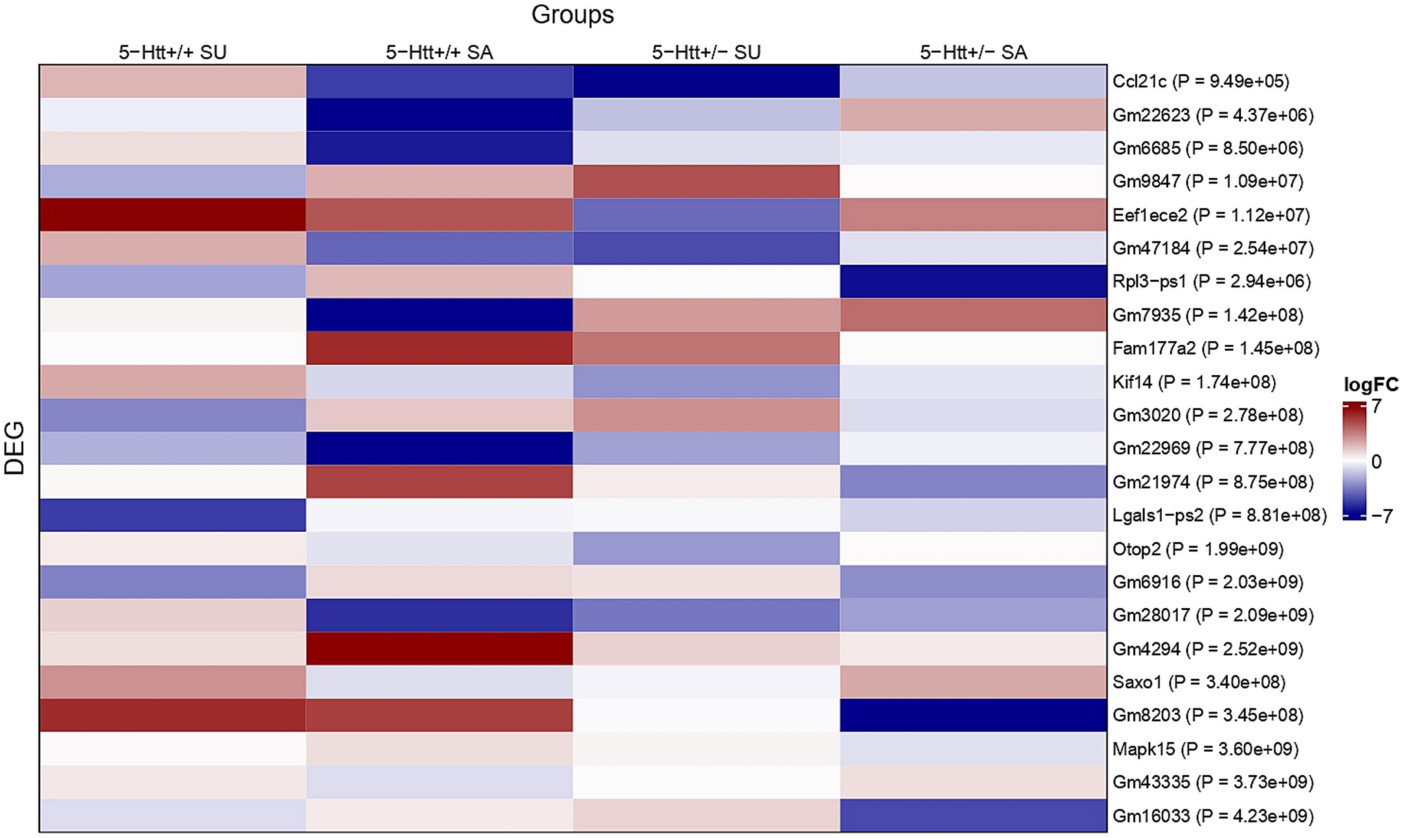
Heatmap presenting the log fold change (logFC) values of differentially expressed genes (DEGs) identified through a three-way interaction. The three-way interaction was calculated between serotonin transporter (5-HTT) deficiency, prenatal stress (PS), and sociability phenotype [socially affected (SA) vs. unaffected (SU)]. The interaction contrast used for DEG identification was: [(5-Htt+/+ SA vs. 5-Htt+/+ C) vs. (5-Htt+/+ SU vs. 5-Htt+/+ C)] vs. [(5-Htt+/− SA vs. 5-Htt+/− C) vs. (5-Htt+/− SU vs. 5-Htt+/− C)]. Displayed logFC values reflect comparisons between the SA and SU groups and their respective genotype-matched control groups (5-Htt+/+ or 5-Htt+/−). Columns represent the SA and SU subgroups per genotype; rows show the DEGs identified by the interaction, with *p*-values shown next to each gene name.

All of the 23 significant DEGs of the three-way interaction overlapped with DEGs of other contrasts. 

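No gene of Table 1 passed the test over all genes in any of the other contrasts, which the paper adjusted within its nominal three-way genes. The smallest adjusted p was that of Gm6916, a transcribed pseudogene on chromosome 7 of GRCm38 from 128314784 to 128340805, in SU 5-Htt+/- libraries against controls. Its level was 5.59 ± 0.368 CPM (SD, n = 9) in SU and 4.52 ± 0.463 CPM (SD, n = 7) in control 5-Htt+/- libraries, a log2 fold change of 0.31 (standard error 0.09, unadjusted p = 0.00165, adjusted p = 0.134 from edgeR's quasi-likelihood test). In 5-Htt+/+ libraries its mean was 4.94 ± 0.774 CPM in controls and 5.07 ± 0.651 CPM in SU (SD, n = 8 each).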

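Of the predicted genes of Table 1, 5 with many reads had log2 fold changes between -0.07 and 0.06 in SA 5-Htt+/+ libraries against controls. The gene listed as 1700047I17Rik2 (Fam177a2), on chromosome 12 of GRCm38 from 55199533 to 55214076, had a median count of 579.5 and a log2 fold change of 0.02 (standard error 0.10). The pseudogenes Gm7935 (chromosome 15, 74080234 to 74081511) and Gm4294 (chromosome 12, 12023043 to 12023657) were at -0.01 (standard error 0.07) and -0.07 (standard error 0.05). Gm21974 was at 0.06 (standard error 0.08) and Gm6685 at 0.05 (standard error 0.07). The small RNA genes had few reads: Gm22969, with a median count of 7 (0 to 20), was at -0.47 (standard error 0.31), and Gm28017 was at -1.30 (standard error 0.90). Gm22623 had counts of 0 to 3 and was at 0 in 24 libraries, so that it was not tested. For the 7 genes tested the adjusted p was 1 in edgeR's quasi-likelihood test.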

The expression of the predicted genes *Fam177a2, Gm22969*, *Gm28017*, *Gm7935*, *Gm4294*, *Gm21974*, *Gm22623* and *Gm6685* was only altered in SA *5-Htt+/+* offspring when compared to corresponding control offspring. 

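Lgals1-ps2, a pseudogene of the galectin 1 gene on chromosome 15 of GRCm38 from 79255574 to 79256092, was measured at a low level in 5-Htt+/+ libraries. It had 0.541 ± 0.0733 CPM in SU, 0.513 ± 0.139 CPM in SA and 0.503 ± 0.100 CPM in control 5-Htt+/+ libraries (SD, n = 8 each). The log2 fold change of SU against controls was 0.06 (standard error 0.21, unadjusted p = 0.795 from edgeR's quasi-likelihood test). Every 50 bp word of its sequence also occurs in another gene, so that its reads are not told apart from those of copies. Eef1ece2 was not analysed here.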

*Lgals1-ps2* was only altered in SU *5-Htt+/+* offspring and the expression of *Eef1ece2* was altered in both SA and SU when compared to control offspring. 

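In 5-Htt+/- offspring the pseudogene Rpl3-ps1 had 250 ± 13.9 CPM (SD, n = 8) in SA and 273 ± 32.5 CPM (SD, n = 7) in control libraries. Its log2 fold change was -0.12 (standard error 0.06, unadjusted p = 0.0375, adjusted p = 0.398 from edgeR's quasi-likelihood test). Gm16033 was at 0.01 (standard error 0.09, unadjusted p = 0.907) in the same comparison. In SU 5-Htt+/- libraries Otop2, which encodes a proton channel, was at 0.02 (standard error 0.19, unadjusted p = 0.917) and Gm9847 (chromosome 12 of GRCm38, 14494561 to 14495157) at 0.04 (standard error 0.13, unadjusted p = 0.762) against controls. Gm47184 was not analysed here.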

The expression of *Rpl3-ps1* and the predicted gene *Gm16033* were changed in SA 5-Htt+/− offspring, while expression of Otop2 and the predicted genes *Gm47184* and *Gm9847* was altered in SU 5-Htt+/− offspring, when compared to the controls. The expression of *Ccl21b* was changed in SA *5-Htt+/+* and SU *5-Htt*+/− offspring, whereas the expression of the predicted gene *Gm8203* was altered in all but SU 5-Htt+/− when compared to corresponding control offspring. 

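Gm8203, a pseudogene on chromosome 6 of GRCm38 from 116173737 to 116174123, had a median count of 961.5 (591 to 1647) per library. Its log2 fold change against controls was -0.05 (standard error 0.06) in SA and -0.01 (standard error 0.06) in SU 5-Htt+/+ libraries. In 5-Htt+/- libraries it was -0.02 (standard error 0.06) in SA and 0.08 (standard error 0.06, unadjusted p = 0.168 from edgeR's quasi-likelihood test) in SU. All 50 bp words of its sequence occur in other genes as well. The chemokine gene, which Table 1 lists as Ccl21c and the text as Ccl21b, was not analysed here.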

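Between SA and SU 5-Htt+/+ libraries, Kif14, which encodes a kinesin of cytokinesis, differed by a log2 fold change of 0.01 (standard error 0.10, unadjusted p = 0.893 from edgeR's quasi-likelihood test). Saxo1, the gene of a stabiliser of ciliary microtubules on chromosome 4 of GRCm38 from 86444641 to 86558328, had 0.373 ± 0.223 CPM in SA and 0.376 ± 0.124 CPM in SU (SD, n = 8 each), with an unadjusted p of 0.986 from edgeR. Gm43335 (chromosome 5, 113860161 to 113863436) was at 0.07 (standard error 0.20, unadjusted p = 0.733) and Gm6916 at 0.05 (standard error 0.09, unadjusted p = 0.598).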

Finally, *Kif14* and the predicted genes *Saxo1*, *Gm43335* and *Gm6916* were altered in expression in *5-Htt+/+* offspring by an interaction of PS exposure and differential sociability. 

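Between SA and SU 5-Htt+/- libraries, Mapk15 had a log2 fold change of -0.55 (standard error 0.25, unadjusted p = 0.031 from edgeR's quasi-likelihood test). The gene lies on chromosome 15 of GRCm38 from 75993769 to 75999152, and its median count over all libraries was 14 (3 to 35). In 5-Htt+/+ libraries the difference between SA and SU was 0.69 (standard error 0.28, unadjusted p = 0.0164), and neither passed adjustment over all genes. Gm3020 (chromosome 14, 3652030 to 3673215) had 2.15 ± 0.116 CPM (SD, n = 8) in SA and 2.10 ± 0.415 CPM (SD, n = 9) in SU 5-Htt+/- libraries, a log2 fold change of 0.02 (standard error 0.13, unadjusted p = 0.903 from edgeR).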

*Mapk15* and the predicted gene *Gm3020* were altered in expression in *5-Htt*+/− offspring by an interaction of PS exposure and differential sociability. For detailed graphs of normalised read counts, see Supplementary material SI11.

Of the 23 DEGs, five were protein-coding genes (*Ccl21b*, *Eef1ece2, Kif14*, *Mapk15* and *Otop2*), three DEGs were pseudogenes (*Fam177a1p1*, *Lgals1-ps2*, *Rpl3-ps1*) and 15 DEGs were corresponding to predicted genes such as ncRNAs, potential protein-coding genes and pseudogenes. 

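Of the non-coding genes of Table 1, Gm16033 is annotated on chromosome 11 of GRCm38 from 46143783 to 46147116, antisense to Adam19, which runs from 46055992 to 46147343, so that without strand its reads cannot be told apart from those of Adam19. Of the 50 bp words of its sequence, 90.1% also occur in another gene. Its three-way log2 fold change was -0.18 (standard error 0.12). Gm28017 is annotated as a microRNA on chromosome 4 from 129762311 to 129762436 and Gm22969 as a small nuclear RNA on chromosome 7 from 46450413 to 46450519, and 97.4% and 93.1% of their words are shared with other genes. The words of Gm22623 are all shared.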

Among the DEGs listed as predicted ncRNAs, *Gm16033* is identified as a long ncRNA overlapping with the 3′ end of *A disintegrin and metallopeptidase domain 19* (*Adam19*), *Gm28017* as micro-RNA, and *Gm22623* and *Gm22969* as small nuclear RNAs. Gm22623, Gm22969 and Gm28017 are retired under their respective IDs in the Ensembl database version 112. There were three predicted protein-coding genes: *Stabiliser of axonemal microtubules 1* (*Saxo1*), which is inferred from homology, Gm21974, a transcript with premature stop codon, and *Gm43335*, a region with EST clusters that have polyA features that could indicate the presence of protein coding genes. Furthermore, there were 8 predicted pseudogenes, the processed pseudogenes *Gm4294*, *Gm47184*, *Gm6685*, *Gm7935*, *Gm8203, Gm9847* and *Gm6916*, a transcribed pseudogene with processed transcript and transcribed processed pseudogene. 

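Of the pseudogenes all but Gm6916 share most of their sequence with other genes, and none differed in the three-way contrast at an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Of the 50 bp words of each, 98.9% were shared for Gm4294, 74.8% for Gm6685, 74.9% for Gm7935, 76.0% for Gm9847 and 10.5% for Gm6916. The three-way log2 fold change was -0.07 (standard error 0.08) for Gm4294, 0.06 (standard error 0.10) for Gm7935, 0.06 (standard error 0.08) for Gm8203, -0.17 (standard error 0.17) for Gm9847 and 0.25 (standard error 0.13) for Gm6916. Reads of a shared word can be counted at another copy, so that these values are uncertain for the single gene. In the annotation used here Gm6685 and Gm9847 are listed as protein-coding.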

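Genes of motile cilia had, as a group, a higher difference between SA and SU in 5-Htt+/+ than in 5-Htt+/- libraries. Of 61 tested genes of the motile cilium and axoneme, 47 had a positive and 14 a negative three-way log2 fold change, with a median of 0.13. Ccdc114, which encodes a dynein docking protein, was at 0.37 (standard error 0.12), Cfap161 at 0.98 (standard error 0.37) and Rsph4a, a radial spoke gene, at 0.47 (standard error 0.22). No member passed over all genes or when adjusted over the list alone, and 8 had an unadjusted p under 0.05. The list was higher with camera (adjusted p = 7.77e-05), and not with an estimated correlation (adjusted p = 0.521 with an estimated correlation). Chance could not be excluded for it, since 10 of 100 splits of the libraries gave a list as far from 0.
Of the 17 tested genes of cilium movement in Table 2, 14 were positive, and Cfap45, Drc1 at 0.38 (standard error 0.11) and Gas2l2 at 0.72 (standard error 0.23) passed when adjusted over the list alone, while 0 passed over all genes in edgeR, where 5 had an unadjusted p under 0.05 (adjusted p = 9.37e-07 for the list, and adjusted p = 0.00616 with an estimated correlation). Of the 27 tested genes of cilium assembly in Table 2, 18 were positive and 9 negative (adjusted p = 0.00657, and adjusted p = 0.0846 with an estimated correlation). For both terms Table 2 lists more genes than were tested here. The study chose the lists of Table 2 on these samples, so that they are not independent evidence of their direction.
Marker genes of the choroid plexus, an epithelium with motile cilia that lies next to the hippocampus, moved with the cilium genes. All 25 tested markers had a positive three-way log2 fold change, with a median of 1.15 (adjusted p = 2.88e-13, and adjusted p = 0.442 with an estimated correlation). The transcription factor gene Otx2 was at 1.82 (standard error 0.85) and the potassium channel gene Kcnj13 at 1.34 (standard error 0.76). Ttr, the most abundant choroid plexus transcript, ranged from 4.93 to 788 CPM over the libraries. The mean log2 CPM of the markers was 2.12 to 3.66 in 20 libraries and 0.261 to 1.16 in the other 28. Of 5-Htt+/+ libraries, 5 of 8 SA, 2 of 8 SU and 3 of 8 controls were among the 20. Of 5-Htt+/- libraries, 3 of 8 SA, 6 of 9 SU and 1 of 7 controls were. With the mean of the markers, the choroid plexus score, as a term in the fit, the median of the cilium list was 0.01.

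**Figure D3:**
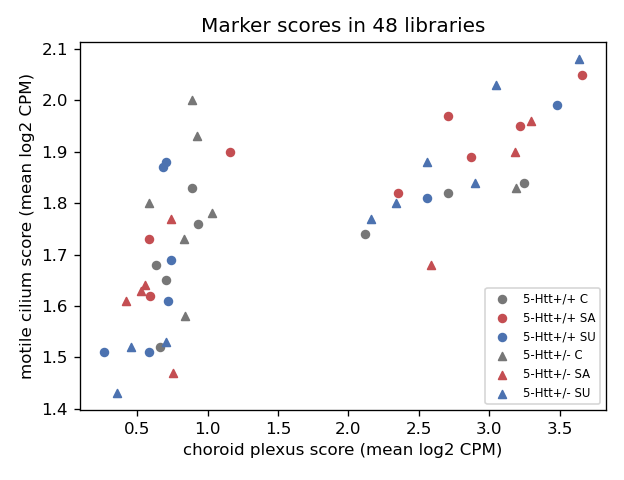
Mean log2 CPM of the motile cilium genes (y axis) against that of the choroid plexus markers (x axis) in each of the 48 libraries, by group. The libraries fall on both sides of a gap in the choroid plexus score, 28 below 1.16 and 20 above 2.12, and the mean cilium score is 1.68 below and 1.88 above the gap.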

Interestingly, gene ontology (GO enrichment) analysis of the 1,484 nominally significant DEGs found mostly terms with regard to cilia for the top biological processes. A list of the top hits can be found in Table 2.

**Table 2:** Gene ontologies: top 10 hits of gene set-based enrichment analysis for the 1,484 nominally DEGs associated with biological processes and molecular functions.

ID	Description	Gene ratio	Bg ratio	*p* value	p. adjust	*q* value	gene ID	Count
Top 10 hits associated with biological processes								
GO:0003341	cilium movement	21/867	194/17385	0.0007	0.968	0.968	Gas2l2/Mkks/Odad4/Dnai3/Stard7/Mns1/Dnai2/Klc3/Vdac3/Tekt1/Drc1/Iqcg/Ttll1/Cep131/Dnali1/Cfap45/Dnah6/Cfap65/Drc7/Cacna1e/Ropn1l	21
GO:0045722	positive regulation of gluconeogenesis	6/867	24/17385	0.0009	0.968	0.968	Ppara/Nnmt/Ppp4r3a/Hif1a/Ptpn2/Sirt1	6
GO:0120316	sperm flagellum assembly	8/867	43/17385	0.001	0.968	0.968	Mns1/Klc3/Vdac3/Iqcg/Ttll1/Cep131/Cfap65/Drc7	8
GO:1901018	positive regulation of potassium ion transmembrane transporter activity	6/867	26/17385	0.001	0.968	0.968	Kcnk3/Atp1b3/Kcnc1/Abcc8/Amigo1/Atp1b1	6
GO:0001539	cilium or flagellum-dependent cell motility	17/867	155/17385	0.002	0.968	0.968	Gas2l2/Mkks/Dnai3/Mns1/Klc3/Vdac3/Tekt1/Drc1/Iqcg/Ttll1/Cep131/Cfap45/Dnah6/Cfap65/Drc7/Cacna1e/Ropn1l	17
GO:0060285	cilium-dependent cell motility	17/867	155/17385	0.002	0.968	0.968	Gas2l2/Mkks/Dnai3/Mns1/Klc3/Vdac3/Tekt1/Drc1/Iqcg/Ttll1/Cep131/Cfap45/Dnah6/Cfap65/Drc7/Cacna1e/Ropn1l	17
GO:0060271	cilium assembly	31/867	367/17385	0.003	0.968	0.968	Saxo1/Mapk15/Cep41/Mkks/Arf4/Tbc1d30/Odad4/Dnai3/Mns1/Cep162/Dnai2/Rsph1/Klc3/Clcn4/Vdac3/Tekt1/Ccdc57/Drc1/Iqcg/Ttll1/Tmem231/2700049A03Rik/Cep131/Cenpj/Pcdh15/Cfap65/Atxn10/Atg5/Drc7/Tbc1d31/Ccdc42	31
GO:0010907	positive regulation of glucose metabolic process	8/867	50/17385	0.003	0.968	0.968	Gck/Ppara/Nnmt/Ppp4r3a/Hif1a/Ptpn2/Hmgb1/Sirt1	8
GO:0060294	cilium movement involved in cell motility	16/867	149/17385	0.0031	0.968	0.968	Gas2l2/Mkks/Dnai3/Mns1/Klc3/Vdac3/Tekt1/Iqcg/Ttll1/Cep131/Cfap45/Dnah6/Cfap65/Drc7/Cacna1e/Ropn1l	16
GO:0007288	sperm axoneme assembly	6/867	30/17385	0.003	0.968	0.968	Mns1/Iqcg/Ttll1/Cep131/Cfap65/Drc7	6
Top 10 hits associated with molecular functions								
GO:0004812	aminoacyl-tRNA ligase activity	7/872	41/17304	0.004	0.944	0.944	Iars1/Fars2/Gars/Rars2/Rars1/Tars2/Cars1	7
GO:0016875	ligase activity, forming carbon–oxygen bonds	7/872	41/17304	0.004	0.944	0.944	Iars1/Fars2/Gars/Rars2/Rars1/Tars2/Cars1	7
GO:0004175	endopeptidase activity	25/872	296/17304	0.008	0.944	0.944	Eef1ece2/Tmprss7/Ecel1/Bace2/Ndel1/Mst1/Prss30/Mcpt4/Adam12/Mmp12/Pappa2/Casp2/Senp1/F3/C1s1/Prss57/Adam11/Fap/Adam1b/Capn2/Prss52/Casp9/Sec11a/Cflar/Tmprss11a	25
GO:0070034	telomerase RNA binding	4/872	17/17304	0.009	0.944	0.944	Snrpd3/Hnrnpc/Smg5/Dhx36	4
GO:0016504	peptidase activator activity	7/872	51/17304	0.013	0.944	0.944	Nkx3-1/Psme2/Pcolce/Aph1a/Fbln1/Cflar/Pcolce2	7
GO:0031418	L-ascorbic acid binding	4/872	19/17304	0.014	0.944	0.944	Ogfod2/Dbh/Ogfod3/Egln2	4
GO:0051539	4 iron, 4 sulfur cluster binding	6/872	40/17304	0.014	0.944	0.944	Mutyh/Cdk5rap1/Isca2/Nubpl/Exo5/Tyw1	6
GO:0004252	serine-type endopeptidase activity	11/872	103/17304	0.015	0.944	0.944	Tmprss7/Mst1/Prss30/Mcpt4/F3/C1s1/Prss57/Fap/Prss52/Sec11a/Tmprss11a	11
GO:0019842	vitamin binding	13/872	131/17304	0.015	0.944	0.944	Rbp2/Ogfod2/Aadat/Rbp3/Kyat3/Dbh/Ogfod3/Abca4/Folr2/Uros/Got1/Tcn2/Egln2	13
GO:0008331	high voltage-gated calcium channel activity	3/872	11/17304	0.016	0.944	0.944	Cacnb3/Cacna1s/Cacna1e	3

### 3.3 Differential gene accessibility mediated by H3K4me3 enrichment dependent on 5-HTT deficiency- and interindividual variability in social behaviour following prenatal stress

To investigate a possible involvement of H3K4me3 levels in explaining the distinct gene expression profiles, an H3K4me3 enrichment-based gene accessibility analysis was performed for the 1,484 nominal DEGs. With this analysis, we identified 19 nominally significantly enriched fragments (Table 3), of which none survived correction for multiple testing. Notably, Kif14, one of the 23 significant DEGs, displayed lower levels of H3K4me3 in socially unaffected PS *5-Htt+/+* mice.

**Table 3:** Differentially enriched fragments for H3K4me3.

Genes	logFC	logCPM	LR	PValue	FDR	Group	geneName	geneSymbol
15,107	0.51	9.78	10.16	0.001	0.8466	*5-Htt+/+* SA / *5-Htt+/+* C vs. *5-Htt+/+* SU / *5-Htt+/+* C	ENSMUSG00000020156	Pwwp3a
15,107	−0.46	9.78	8.22	0.004	0.9999	*5-Htt+/+* SU vs. *5-Htt*+/+ C	ENSMUSG00000020156	Pwwp3a
3,681	0.60	9.14	6.92	0.009	0.9999	*5-Htt+/−* SA vs. *5-Htt+/−* C	ENSMUSG00000027376	Prom2
11,399	−0.83	8.64	6.11	0.013	0.9999	*5-Htt+/+* SU vs. *5-Htt+/+* C	ENSMUSG00000035354	Uvrag
15,107	0.53	9.78	5.37	0.02	1.0000	*5-Htt+/+* SA / *5-Htt+/+* C vs. *5-Htt+/+* SU / *5-Htt+/+* C vs. *5-Htt+/−* SA / *5-Htt+/−* C vs. *5-Htt+/−* SU / *5-Htt+/−* C	ENSMUSG00000020156	Pwwp3a
15,034	0.36	9.99	5.37	0.021	0.9997	*5-Htt+/+* SA / *5-Htt+/+* C vs. *5-Htt+/+* SU / *5-Htt+/+* C	ENSMUSG00000009070	Rsph14
11,399	0.77	8.64	5.32	0.021	0.9997	*5-Htt+/+* SA / *5-Htt+/+* C vs. *5-Htt+/+* SU / *5-Htt+/+* C	ENSMUSG00000035354	Uvrag
1,330	−0.35	9.90	5.16	0.023	0.9999	*5-Htt+/+* SU vs. *5-Htt+/+* C	ENSMUSG00000041498	Kif14
20,504	0.34	10.00	5.02	0.025	0.9997	*5-Htt+/+* SA / *5-Htt+/+* C vs. *5-Htt+/+* SU / *5-Htt+/+* C	ENSMUSG00000096629	Gm3383
23,262	0.42	9.37	4.69	0.03	0.9997	*5-Htt+/+* SA / *5-Htt+/+* C vs. *5-Htt+/+* SU / *5-Htt+/+* C	ENSMUSG00000099958	1700010B13Rik
30,698	−0.51	9.14	4.46	0.035	0.9999	*5-Htt+/−* SU vs. *5-Htt+/−* C	ENSMUSG00000048120	Entpd1
15,034	−0.32	9.99	4.34	0.037	0.9999	*5-Htt+/+* SU vs. *5-Htt+/+* C	ENSMUSG00000009070	Rsph14
11,383	−0.33	10.26	4.32	0.038	0.9999	*5-Htt+/+* SU vs. *5-Htt+/+* C	ENSMUSG00000035354	Uvrag
5,503	−0.60	8.81	4.30	0.038	0.9999	*5-Htt+/+* SU vs. *5-Htt+/+* C	ENSMUSG00000105891	A230001M10Rik
30,698	0.49	9.14	4.25	0.039	0.9999	*5-Htt+/−* SA / *5-Htt+/−* C vs. *5-Htt+/−* SU / *5-Htt+/−* C	ENSMUSG00000048120	Entpd1
15,034	0.32	9.99	4.09	0.043	0.9999	*5-Htt+/−* SA / *5-Htt+/−* C vs. *5-Htt+/−* SU / *5-Htt+/−* C	ENSMUSG00000009070	Rsph14
19,251	−0.33	10.38	3.94	0.047	0.9999	*5-Htt+/+* SU vs. *5-Htt+/+* C	ENSMUSG00000097565	Gm26965

## 4 Discussion

The aim of the current study was to investigate the interaction between genetic variation in *5-Htt* expression and prenatal maternal stress in the context of interindividual behavioural variability. Behavioural screening of several behavioural parameters indicative of affective behaviour and genome-wide profiling of mRNA expression and H3K4me3 enrichment revealed, as expected, variations in adult affective behaviour of mice exposed to PS associated with a distinct, partly 5-HTT-dependent, behavioural and transcriptional profile.

Generally, PS in rodents has been associated with a multitude of behavioural changes, such as increased anxiety (Schulz et al., 2011; Zohar and Weinstock, 2011; Hiroi et al., 2016), altered social behaviour (Schulz et al., 2011; Miyagawa et al., 2011) and increased passive coping during acute swim stress exposure as in the PST (Alonso et al., 1991; Hiroi et al., 2016). In previous work within our own group, the same PS paradigm as used in the current study, was associated with increased passive coping in the PST, particularly pronounced in *5-Htt*+/− female offspring and, overall, with decreased distance covered in the elevated zero maze (van den Hove et al., 2011). A closer look at those behavioural effects of PS showed that not all offspring responded to PS exposure to the same degree, with, e.g., a subset of PS offspring showing behavioural performance comparable to control offspring, suggesting interindividual variability among PS offspring (Jakob et al., 2014).

In the present study, we aimed to investigate this interindividual variability more extensively, making use of a larger group of PS offspring. As expected, we observed interindividual variability in response to PS in some of the behavioural tasks. More specifically, while a substantial proportion of PS offspring showed decreased sociability, an almost equal amount of animals showed levels of sociability indistinguishable from control offspring. Interestingly, in the EPM, 5-Htt+/+ offspring that were affected with regard to social behaviour (i.e., the SA group) at the same time showed signs of reduced anxiety when compared to control offspring, whereas 5-Htt+/+ offspring unaffected with regard to social behaviour (i.e., the SU group) displayed levels of anxiety comparable to control offspring. In 5-Htt+/− offspring, however, this relation was inverted, with PS offspring affected with regard to social behaviour showing no change in anxiety when compared to control mice, and PS offspring with intact social behaviour displaying reduced anxiety. These remarkable results suggest behavioural adaptation and coping styles in response to PS to be both context- (i.e., test-) and genotype-dependent.

The observed differential test-specific and 5-HTT-dependent PS effects suggest that 5-HT-mediated developmental programming is highly specific and context-dependent. As such, 5-HTT deficiency seems to affect how the brain translates signals associated with environmental variation, in this case prenatal maternal stress exposure, into molecular changes within specific brain regions (Homberg and van den Hove, 2012). In support of this notion, following low maternal care, levels of brain-derived neurotrophic factor (BDNF) mRNA were exclusively increased in the hippocampus of 5-HTT-deficient offspring, but not in wildtype offspring, and correlated with the time spent in the centre of the open field, while, of note, *Bdnf* expression in the amygdala was not affected by either variations in levels of maternal care or *5-Htt* genotype (Carola et al., 2008). A key player that may explain this region- and context-specific, 5-HT-dependent developmental programming of plasticity-related gene expression is epigenetic regulation (Homberg and van den Hove, 2012). For example, the expression of the glucocorticoid receptor, which is known to play a key role in regulating stress-sensitivity, has been shown to be increased by maternal licking and grooming through 5-HT-mediated epigenetic changes (Weaver et al., 2007; Hellstrom et al., 2012). This suggests that, next to direct effects, genetic variation linked to the 5-HT system may be able to potentiate or buffer individual experiences via epigenetic processes (Homberg and van den Hove, 2012; Clayton et al., 2020).

However, it has to be mentioned that, although we expected to observe interindividual variability in response to PS in particular with regard to passive coping as observed in the PST based on our previous work (Jakob et al., 2014), we did not observe we did not observe any statistically significant variability in passive coping. This apparent discrepancy may be explained by a different experimental design. First, in the previous study, *5-Htt+/−* dams (next to 5-Htt+/− males) were being used for breeding, while in the present study all pregnant dams were wildtype (C57BL6/J) mice (mated with *5-Htt+/−* males). Maternal genotype, and associated maternal 5-HT availability, can provide a different prenatal environment but also affect maternal behaviour after birth and thus provide a different postnatal (maternal) environment. *5-Htt+/−* animals are known for displaying an altered stress response (Murphy and Lesch, 2008) and therefore likely respond differently to stress during pregnancy (Meaney, 2001), concomitant with different programming effects in utero. In line with this, work by Jones et al. (2010) showed that offspring of both *5-Htt+/−* and *5-Htt+/+* dams that were stressed during pregnancy showed signs of general increased active coping in the EPM, while decreased social preference was dependent on the maternal genotype, independent from offspring genotypic differences, with the most pronounced effects of PS being observed in offspring of PS *5-Htt+/−* dams, an effect that has been postulated to be linked to differences in maternal care. This indicates the importance of maternal behaviour, a parameter that should be screened for in further early life stress studies. Second, the behavioural test battery we employed in the current study was also quite different from the experimental setup in the previous study, setting a different context for animals of the two different study cohorts. Due to parental genotype and associated 5-HT availability, behavioural differences may arise in mice prenatally stressed and with the same genotype.

Of note, the behavioural tests employed in the current study cover a range of behaviours relevant to the spectrum of affective disorders. Using the EPM and PST, behavioural coping in adverse environments was investigated. While in the EPM animals are exposed to a choice between exploring elevated open arms that expose them to potential danger and closed arms that reflect (relative) safety (Harro, 2018), the PST does not leave the animals with a choice to avoid aversion (Commons et al., 2017). As stress coping strategies represent an indicator of an individual animal’s capacity to buffer adverse experiences, they are a likely reporter of human psychopathology and resilience (Zimmer-Gembeck and Skinner, 2016). The 3-CST on the other hand is used to examine the preference of social stimuli such as odour and visual and auditory contact with a conspecific, by giving the choice to enter a room containing or devoid of a social target (Moy et al., 2004; Nadler et al., 2004). As such, performance in the 3-CST is likely to reflect the innate drive of animals to interact socially. In humans, increased social drive is often associated with an increased coping capacity (Zimmer-Gembeck and Skinner, 2016). Taken together, although speculative, the present results suggest that altered sociability, which is potentially indicative of variations in coping (styles), is independent of coping strategies in response to acute external stressors and that the coping strategy to acute external stressors is affected by the *5-Htt* genotype as seen in the EPM.

Altogether, the current behavioural data show only minor effects of PS and 5-Htt genotype, which is not unexpected, as PS in rodents has been associated with a multitude of behavioural changes ranging from increased anxiety (Schulz et al., 2011; Zohar and Weinstock, 2011; Hiroi et al., 2016) to increased passive coping during acute swim stress exposure (Alonso et al., 1991; Hiroi et al., 2016). While all these studies were showing one or two behavioural profiles to be affected by PS, it is rarely seen that PS affects a full spectrum of behavioural traits. The exact nature and degree of these changes depends on, e.g., the species, strain and sex of rodents used, the behavioural screening conditions and the nature of the PS paradigm (Weinstock, 2008) thus the observed subtle effects of PS might be attributed to an otherwise stress-free environment. With regard to the 5-Htt genotype, *5-Htt +/−* mice have been reported to manifest no behavioural differences when compared to wildtype animals in a variety of tests ranging from EPM to PST, even when exposed to early life stress (Carroll et al., 2007). It is thus possible that the PS paradigm used in this setup together with the maternal genotype and the resulting postnatal environment was not sufficient to evoke strong effects. These observations further support the notion of variable effects of PS being dependent not only on one or two distinct factors like duration or nature of the stressor, but suggests that a complex network of (interdependent) effectors regulate early developmental programming of brain functions with consequences for later responsivity to (e.g., social and/or stressful) stimuli and associated behaviours.

Given the distinct behavioural profile of SA and SU offspring, we were interested in determining the distinct gene expression profiles in the hippocampus of each of these groups compared to the control offspring, as well as in examining the effects of 5-HTT deficiency on each of these profiles. While in the H3K4me3 enrichment-based gene accessibility analysis none of the identified nominally significantly enriched fragments survived correction for multiple testing, 23 significant DEGs were found. Interestingly, only five of the 23 identified DEGs constitute protein-coding genes, all of which represent, to the best of our knowledge, novel candidates for serotonin-dependent stress regulation and differential susceptibility. Kinesin family member 14 (KIF14) is a N-kinesin with the motor domain at the N-terminus (Miki et al., 2001) that has been linked to cytokinesis (Carleton et al., 2006). Interference with KIF14 function results in multinucleated cells or acute apoptosis. A mouse mutant with a spontaneous *Kif14* mutation showed disorganised cytoarchitecture within the hippocampus, cerebral and cerebellar cortices as well as in the olfactory bulb (Fujikura et al., 2013; Yunus et al., 2014). Further phenotypic features of the so-called laggered mutant mouse is hypomyelination and reduced brain volume. In humans, *KIF14* variants have been associated with microcephaly (Makrythanasis et al., 2018; Moawia et al., 2017). Both human and mouse observations support the suggested role in completion of cytokinesis (Moawia et al., 2017; Fujikura et al., 2013; Gruneberg et al., 2006). Altered KIF14 function might thus affect hippocampal cytoarchitecture and, as a consequence, information processing in hippocampus-related tasks and associated behaviours. 

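Kif14 (chromosome 1 of GRCm38, 136466343 to 136531511) was measured with a median count of 128 (64 to 206) per library, and its mean differed from that of controls of the same genotype by less than the SD of either group. In 5-Htt+/+ offspring it was 4.98 ± 0.785 CPM in controls, 4.80 ± 0.766 CPM in SU and 4.89 ± 0.666 CPM in SA (SD, n = 8 each). In 5-Htt+/- offspring it was 5.44 ± 0.757 CPM (n = 7) in controls, 5.18 ± 0.853 CPM (n = 9) in SU and 5.57 ± 0.559 CPM (n = 8) in SA. The differences from controls had p = 0.658 for SU and p = 0.816 for SA in 5-Htt+/+, and p = 0.540 for SU and p = 0.700 for SA in 5-Htt+/- offspring (exact permutation test, two-sided, before adjustment over the 12 comparisons made for Kif14, Mapk15 and Otop2).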

Notably, *Kif14* expression was increased both in *5-Htt+/+* and *5-Htt+/−* offspring displaying intact social behaviour, but not in offspring socially affected by PS (i.e., the SA group), when compared to their respective control groups. Although purely speculative, this may indicate that KIF14 activity contributes to an altered behavioural response to PS exposure. Interestingly, in addition to an increase in mRNA expression, we observed a decrease in *Kif14* H3K4me3 in *5-Htt+/+,* but not *5-Htt+/−* SU offspring. The negative correlation between *Kif14* H3K4me3 enrichment and mRNA expression suggests a multi-levelled regulation, where, for example, H3K9me2 and H3K9ac together with H3K4me3 can act as a switch between gene activation and repression (Sharma, 2012; Gates et al., 2017). Hypothetical, histone serotonylation, which has been shown to enhance H3K4me3 binding to transcription factor II D (TFIID) (Farrelly et al., 2019), might be the cause of altered *Kif14* enrichment in *5-Htt+/+* but not in *5-Htt+/−* SU offspring owing to the changes in serotonin homeostasis in *5-Htt+/−* animals.

Mitogen-activated protein kinase 15 (MAPK15), also referred to as extracellular signal-regulated kinase 7/8 (ERK7/8), is an atypical MAPK (Abe et al., 1999). *In vitro*, MAPK15 has been shown to phosphorylate myelin basic protein (Abe et al., 2002). More recently, in *C. elegans*, it was reported to regulate the dopamine transporter (Bermingham et al., 2017). Moreover, it seems to regulate oestrogen receptor alpha availability and to inhibit its transcription factor activity *in vitro* (Henrich et al., 2003; Rossi et al., 2011). The oestrogen receptor alpha is involved in sex-specific modulation of interneurons in the hippocampus (Tabatadze et al., 2015) and has been shown to mediate stress-related regulation of gamma-aminobutyric acid (GABA) release from endocannabinoid receptor 1 containing interneurons in a sex-specific manner (Ferraro et al., 2020). 

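In 5-Htt+/+ offspring the level of Mapk15, a kinase gene that acts in ciliogenesis, was 0.531 ± 0.241 CPM in controls, 0.688 ± 0.210 CPM in SA and 0.406 ± 0.149 CPM in SU (SD, n = 8 each). The difference from controls was 0.156 CPM in SA and -0.125 CPM in SU, both less than the SD of the control libraries. The p-values were 0.189 for SA and 0.230 for SU (exact permutation test, two-sided).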

In our study, we found *Mapk15* to display increased expression in PS *5-Htt*+/+ offspring compared to control *5-Htt*+/+ offspring, independent of variations in social behaviour. Notably, in *5-Htt*+/− PS offspring, *Mapk15* expression was decreased in SA offspring, while being increased in SU offspring, when compared to control offspring. 

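In 5-Htt+/- libraries Mapk15 had 0.673 ± 0.136 CPM (SD, n = 7) in controls, 0.490 ± 0.135 CPM (n = 8) in SA and 0.753 ± 0.324 CPM (n = 9) in SU. The difference of -0.183 CPM between SA and controls had p = 0.0256, and adjusted p = 0.308 over the 12 comparisons of this family (exact permutation test, two-sided). The difference of 0.0798 CPM between SU and controls had p = 0.556 in the same exact test, and was smaller than the SD of either group.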

With its potential effect on GABA signalling, this complex expression profile of *Mapk15* hints towards a GABA-mediated difference in hippocampal homeostasis between *5-Htt*+/+ and *5-Htt*+/− female offspring. Clearly, this notion warrants further research.

Otopetrin 2 (Otop2) is a paralogue of Otop1 and shows 34% amino acid identity with Otop1 (Hurle et al., 2003). Together with Otop3, Otop2 and 1 comprise the otopetrin gene family, which shows homology to the *C. elegans* and D. melanoganster DUF270 genes (Hurle et al., 2003). Otop1 was discovered in 2003 in the context of the classical mouse mutant tilted, which is associated with impaired balance (Hurle et al., 2003). Secondary structure analysis suggested a function as ion channel or transporter for Otop1 (Hurle et al., 2003). Diverse physiological studies across various taxa suggest an involvement of Otop1 in calcium (Ca2+) secretion (Hughes et al., 2008). Recent work by Tu et al. (2018) showed that otopetrin genes encode highly selective ion channels that are specific for proton transport. It was furthermore reported that channel activity is pH-dependent with opposing reactions to extracellular and intracellular low pH (Chen et al., 2019). Channels sensitive to changes in pH have been associated with various functions in the brain (Askwith et al., 2004; Sherwood et al., 2011; Uchitel et al., 2019), among which the regulation of fear- and anxiety-related behaviours. In both *5-Htt+/+* SA and SU a slightly increased Otop2 expression was found compared to the control group. 

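Otop2, the gene of a proton channel of the otopetrin family on chromosome 11 of GRCm38 from 115307163 to 115332303, had a median count of 18 (4 to 28) per library. In 5-Htt+/+ libraries its level was 0.649 ± 0.167 CPM in controls, 0.814 ± 0.172 CPM in SA and 0.705 ± 0.241 CPM in SU (SD, n = 8 each). The mean was 0.165 CPM higher in SA than in controls (exact permutation test, two-sided, p = 0.072, adjusted p = 0.432 over 12 comparisons) and 0.0561 CPM higher in SU (p = 0.597 in the same exact test).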

In *5-Htt*+/− mice, Otop2 expression was increased in SA and decreased in SU compared to the control group. 

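In 5-Htt+/- libraries the level of Otop2 was 0.676 ± 0.138 CPM (SD, n = 7) in controls, 0.737 ± 0.202 CPM (n = 8) in SA and 0.697 ± 0.180 CPM (n = 9) in SU. Its mean was 0.0612 CPM above controls in SA and 0.0216 CPM above controls in SU, with p = 0.508 and p = 0.795 (exact permutation test, two-sided). Both differences were smaller than the SD of the controls.

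**Figure D4:**
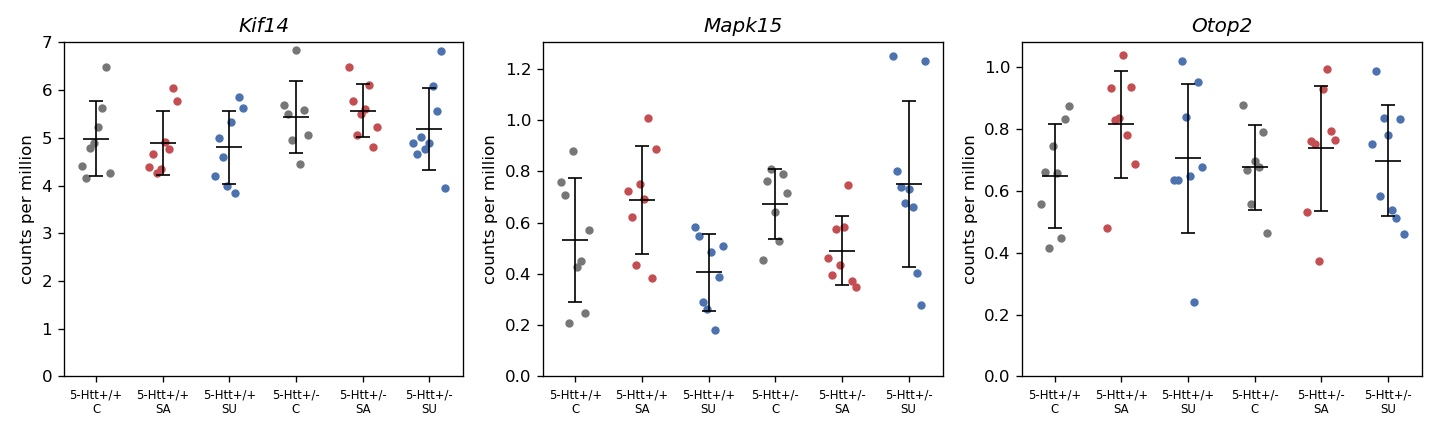
Level (y axis, CPM) of Kif14, Mapk15 and Otop2 in each library, by group (x axis), with mean and SD. For each gene the libraries of the PS groups overlap those of the controls of the same genotype.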

Like with *Mapk15*, this profile of an ion channel supports 5-HT-dependent differences in hippocampal homeostasis and reactivity.

Chemokine (C-C motif) ligand 21 (Ccl21) is a cytokine in the family of the cc chemokines. Instead of the common four cysteine residues of chemokines, CCL21 has six cysteine residues that is why it is also called 6CKINE (Hedrick and Zlotnik, 1997). The murine CCL21 is subdivided in three different groups, i.e., CCL21A, CCL21B and CCL21C. Whereas CCL21A consists of six cysteines and a serine residue and CCL21B and CCL21C have a leucine residue, CCL21A might be expressed in secondary lymphoid organs and CCL21B might be more expressed in non-lymphoid tissue (Chen et al., 2002). CCL21 is known to bind to CCR7 (Yoshida et al., 1998), and has been found to play a role in the immunoreaction activating the CXCR3 in the brain, where damaged neurons express CCL21, activating the CXCR3, which in turn triggers chemotaxis in murine microglia (Biber et al., 2001; Rappert et al., 2002). Van Weering et al. (2010) found CCL21 to be associated with induced responses of primary mouse astrocytes in an *in vitro* model and suggested that CCL21 plays a role in communication between neurons and surrounding glia cells under pathological conditions as both microglia and astrocytes have the capacity to respond to CCL21.

Eef1akmt4-endothelin converting enzyme 2 readthrough (Eef1ece2) has been found to encode a readthrough transcription between the two genes endothelin converting enzyme 2 (Ece2) and elongation factor alpha lysine specific methyltransferase 4 (Eef1akmt4). Ece2 is believed to play a role in neurodevelopment, where it is believed to promote neuronal differentiation (Buchsbaum et al., 2020). Eef1akmt4 is responsible for the methylation of lysine residue K36 in the eukaryotic translation elongation factor 1 alpha (eEF1A) (Jakobsson et al., 2017). The Eef1ece2 gene has not been associated with any function, process or component yet. However, the fusion protein produced by the transcript shares sequence identity with both individual gene products (RefSeq July 2017).

Next, to the five protein coding genes, we found 18 DEGs, categorised as ‘pseudogenes’, ‘processed pseudogenes’ and ‘predicted genes’. Pseudogenes have gained more and more recognition throughout recent years, in particular with the progression of whole-genome analyses. First understood as a “relic of evolution,” a pseudogene is nowadays virtually any sequence with high resemblance to protein-coding genes (Cheetham et al., 2020). As we can see in our results, over 80% of our DEGs reflect unknown or not yet verified genes. While the specific functions of each identified pseudogene are unknown, pseudogenes in general exert a wide variety of functions. For example, with regard to their evolutionary origin and structure, pseudogenes are suggested to take on regulatory roles (Singh et al., 2020; Kovalenko and Patrushev, 2018). Roberts and Morris postulated a potential epigenetic regulatory role for pseudogenes (Roberts and Morris, 2013). The potential impact of pseudogenes is tremendous, as they could even be targeted in the development of novel therapeutic strategies (Costa et al., 2010; Roberts and Morris, 2013) and for diagnosis (Chen et al., 2020). It is certainly imperative to focus future research on unravelling the interplay of classic genes and pseudogenes in more detail. To this end, it is of interest to make use of the vast body of data created by whole-genome hypothesis-free approaches, while targeted approaches using, e.g., CRISPR/Cas might provide more insight in the role of individual pseudogenes.

Investigating the interindividual variability on a behavioural and molecular level has proven to be more challenging than anticipated, as the observed behavioural effects were less pronounced than expected and in accordance the gene expression and epigenetic changes were small. Further limitations that need to be considered when interpreting the present findings are as follows: as the current behavioural and molecular analyses were conducted in a large sample of female mice to further investigate the behavioural variation we previously observed, the use of a single sex-design limits the generalisation of results to males. Additionally, as the estrous cycle was not monitored in this study, it cannot be excluded that hormonal alterations may have affected behaviour and molecular outcomes. Moreover, in accordance with our previous work, brain regions were dissected without taking into account existing subregions. In the hippocampus functional subdivisions are the ventral and dorsal part (Fanselow and Dong, 2010), with the ventral part being involved in emotions, stress, and affective processes (Felix-Ortiz and Tye, 2014; Trent and Menard, 2010; McEown and Treit, 2013), and the dorsal part in cognition and memory (Moser et al., 1995; Pothuizen et al., 2004). By pooling these subregions as well as the left and right hemisphere noise might have been introduced. The results thus have to be interpreted in this light. The focus on only the hippocampus is an additional limitation as brain structures such as prefrontal cortex and amydala are also involved in emotions and affect. Lastly, due to the exploratory nature of our genome-wide mRNA sequencing and H3K4me3 enrichment analysis, the identified DEGs and the nominally involved differentially enriched H3K4me3 immunoreactive fragments need to be validated by alternative methods. In addition, the analysis should be extended to other epigenetic modifications that might be related such as DNA methylation, such as acetyl-lysine 9 H3 histone (H3K9ac), given the potential of epigenetic research to extend our current understanding of the pathophysiology of mental disorders (Gaszner et al., 2022b; Mill and Petronis, 2007).

In conclusion, overall, the current study shows that exposure to PS resulted in a notable decrease in social behaviour. This decrease in social behaviour among PS offspring was more pronounced in *5-Htt*+/− mice and showed a substantial degree of interindividual variability, suggesting that part of the offspring coped differently with PS. Moreover, this differential response was distinguished by specific, *5-Htt* genotype-dependent transcriptomic and epigenetic signatures, supporting the concept of 5-HT-dependent, developmental programming. Further exploring these molecular signatures both in animal models and in humans (Ell et al., 2024), as well as potential sex differences, might shed more light on the processes mediating differential vulnerability to psychopathology and, as such, may open avenues for the development of novel treatments for stress-related disorders.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE109929.

# Supplementary material for: Differential susceptibility to prenatal stress exposure in serotonin transporter-deficient female mice—an epigenetic exploration
**Source:** Front Neurosci. 2025 Sep 23;19:1633386. doi: 10.3389/fnins.2025.1633386
**Supplement:** Supplementary file 1

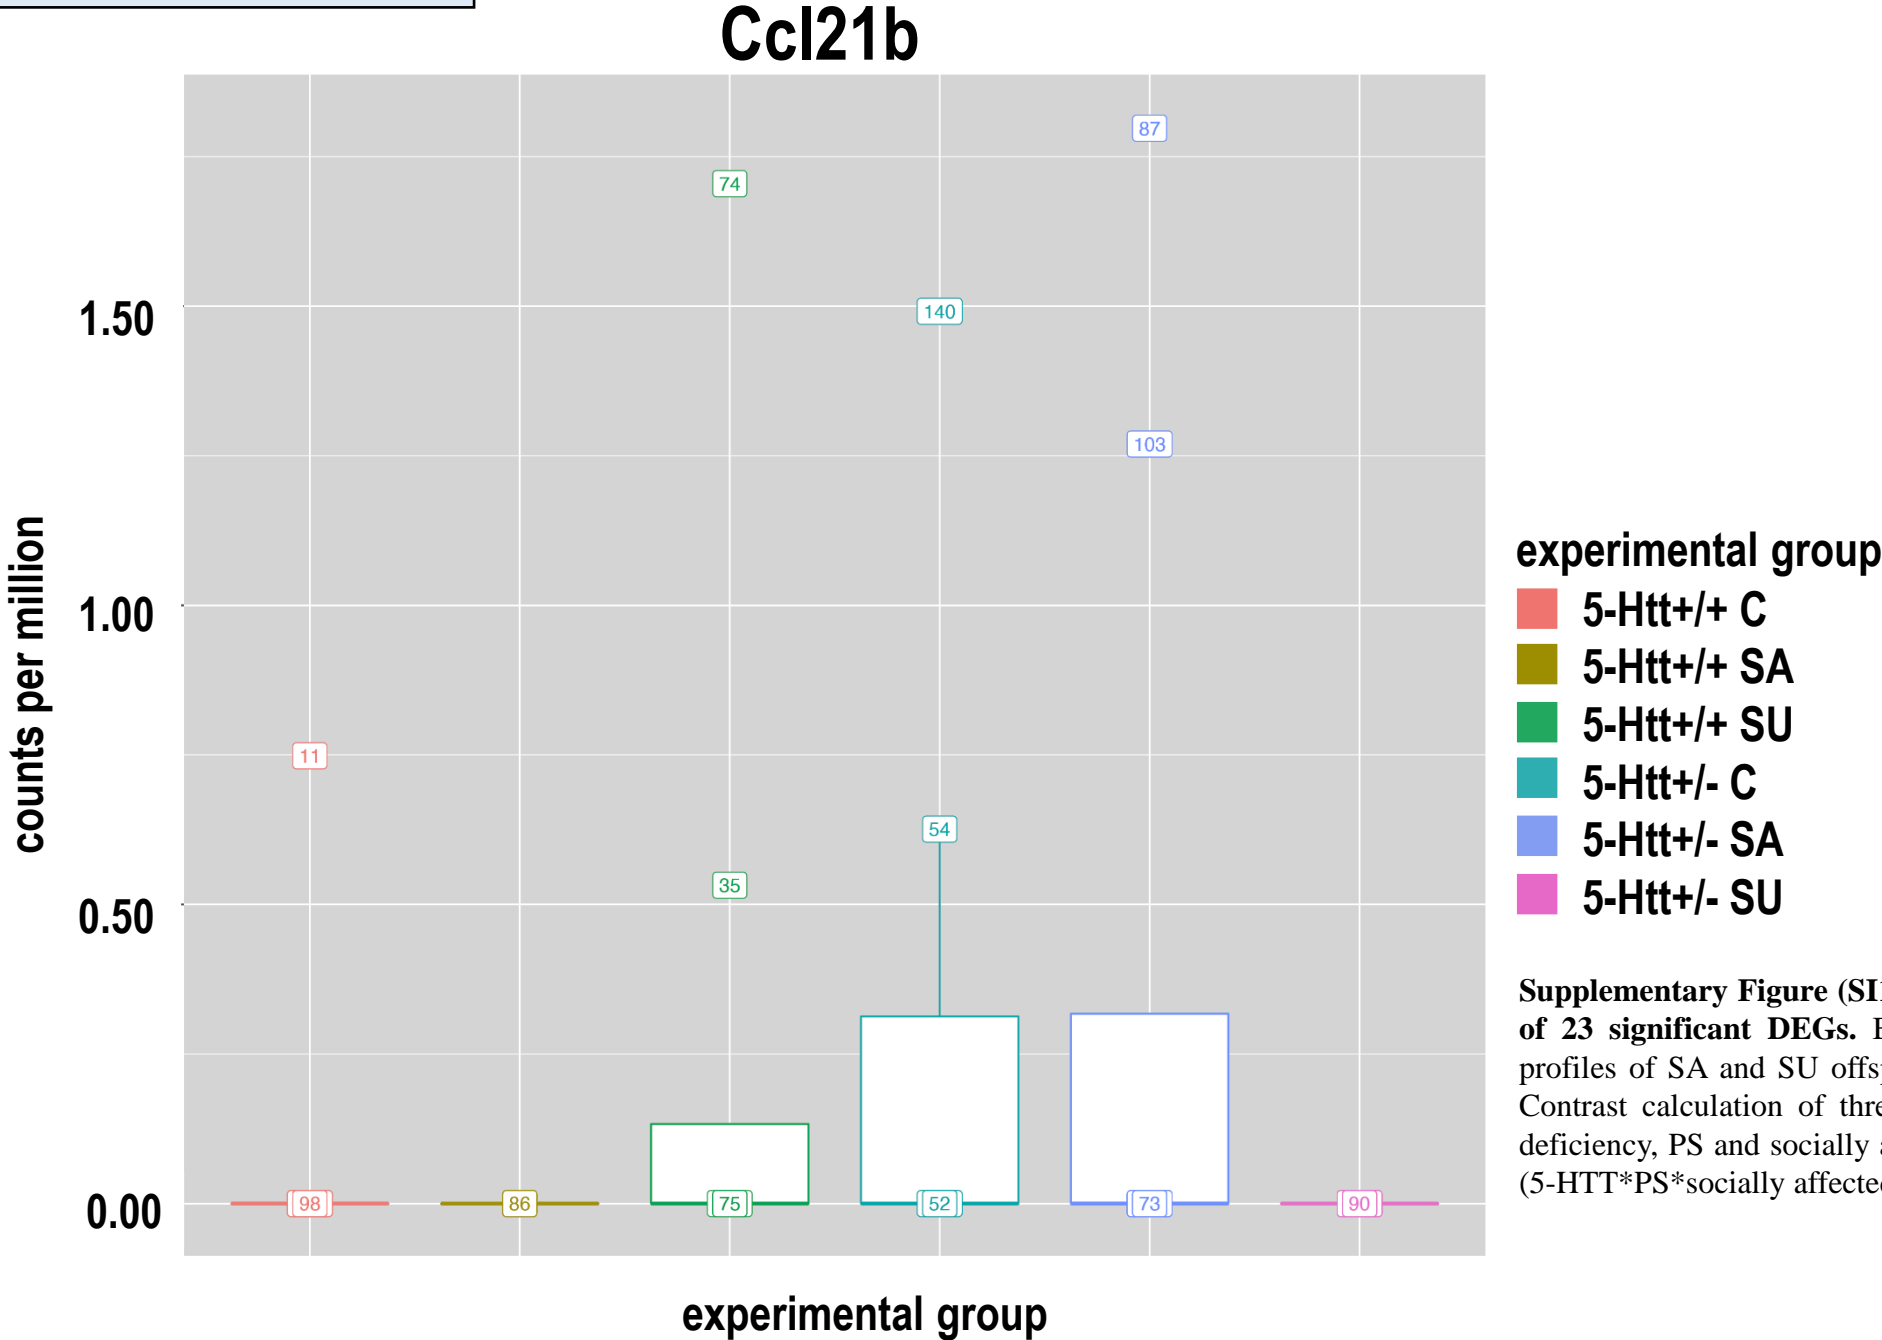

Gm22623

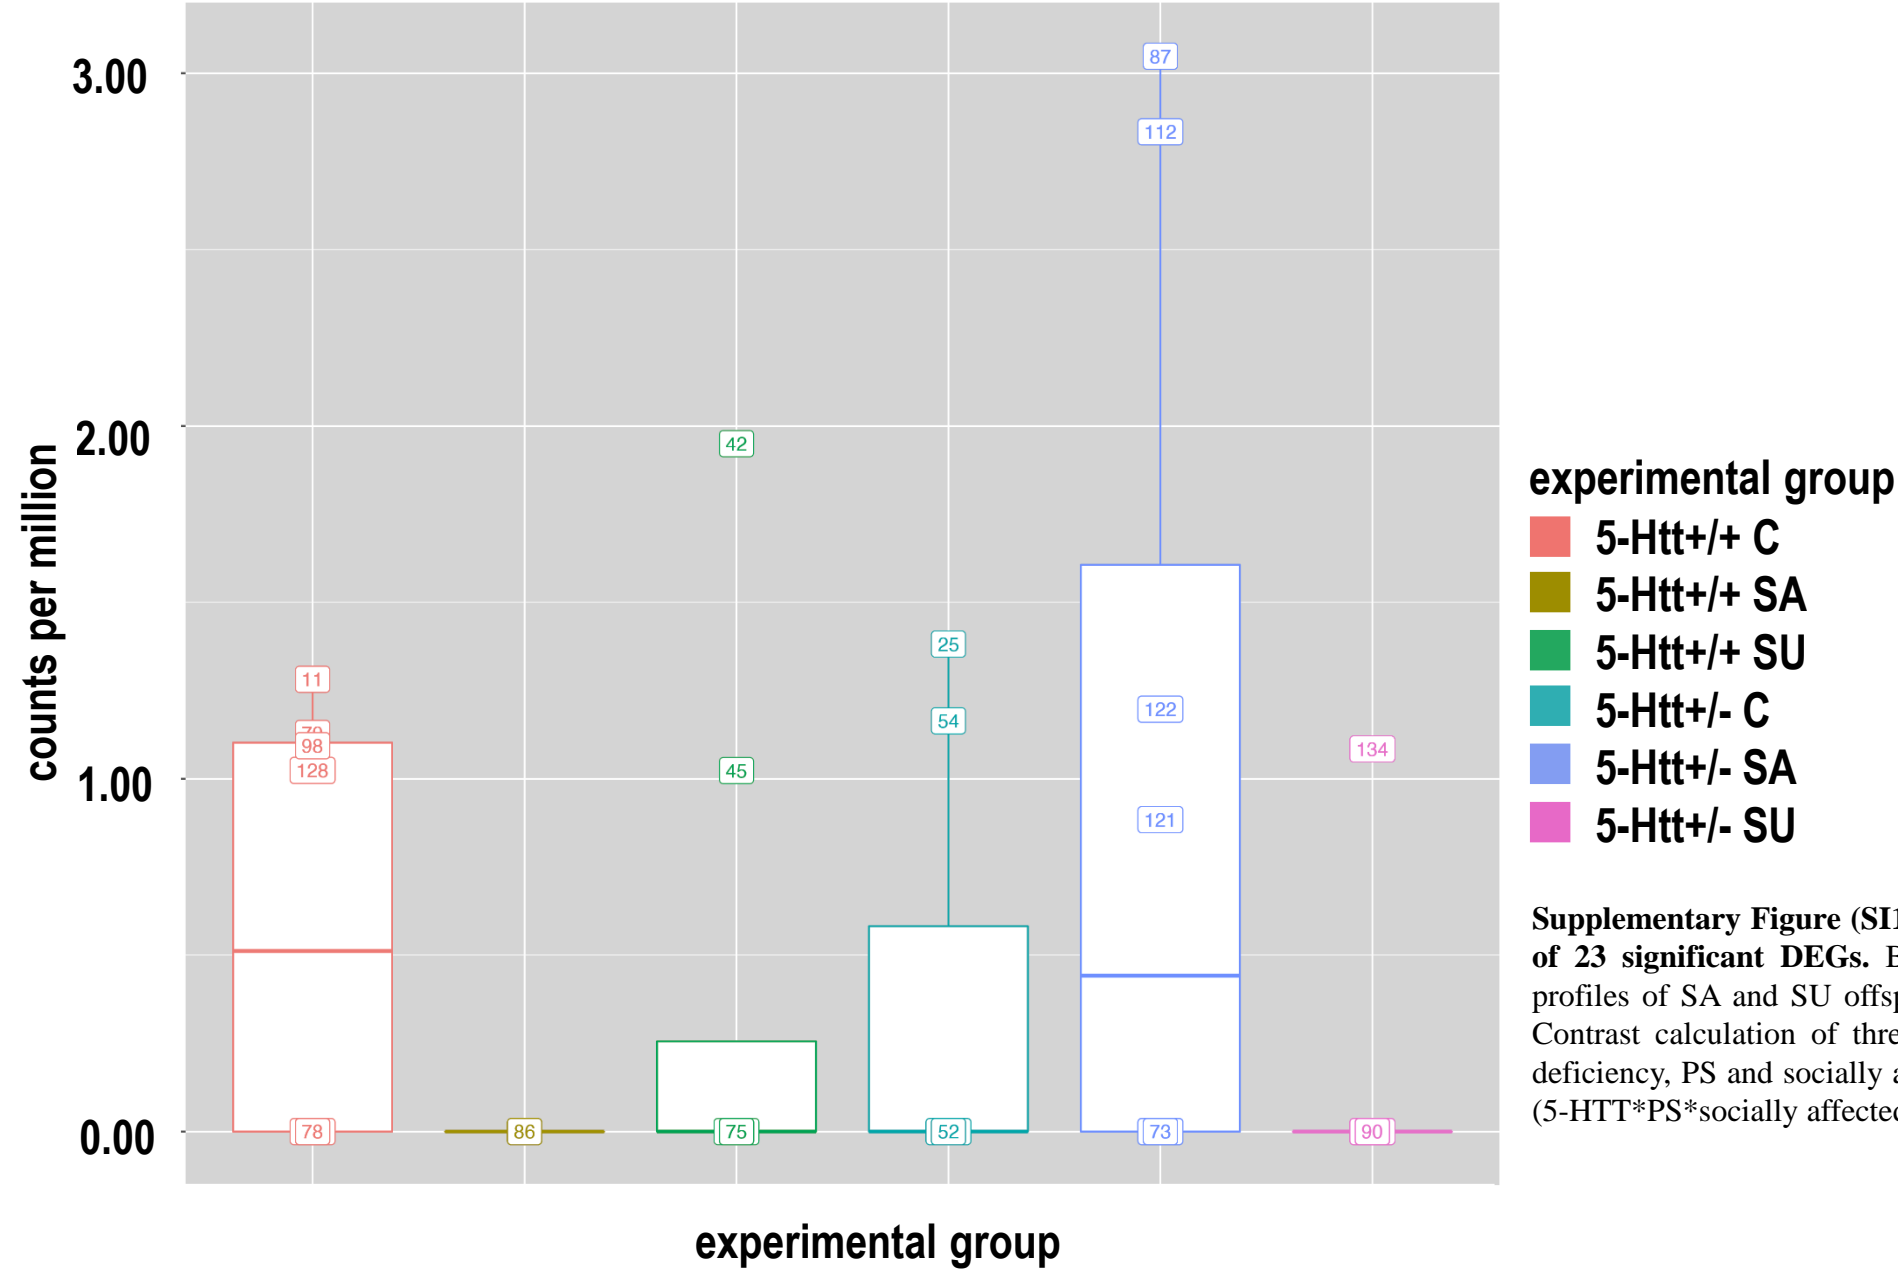

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

Gm6685

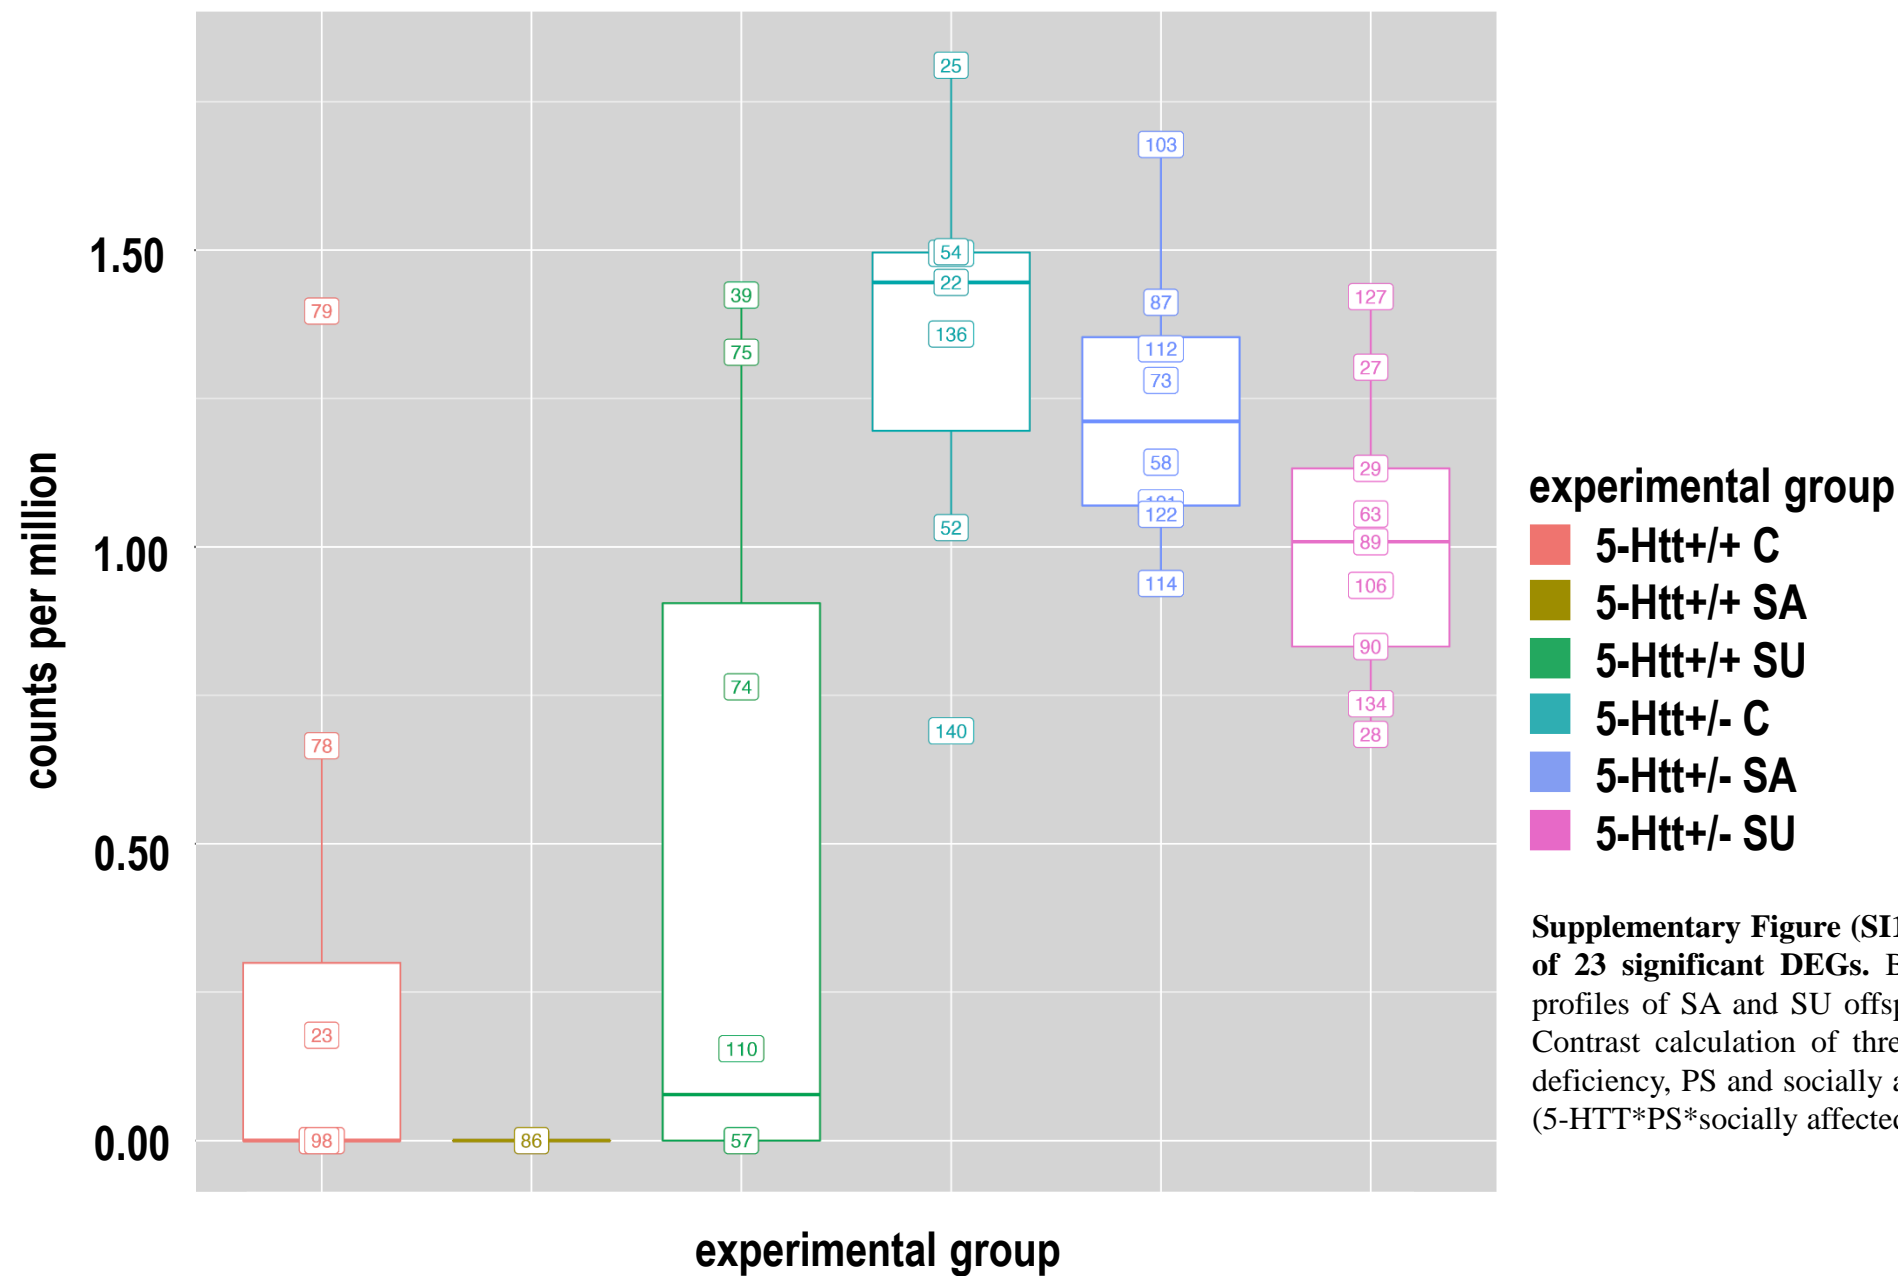

Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs. Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

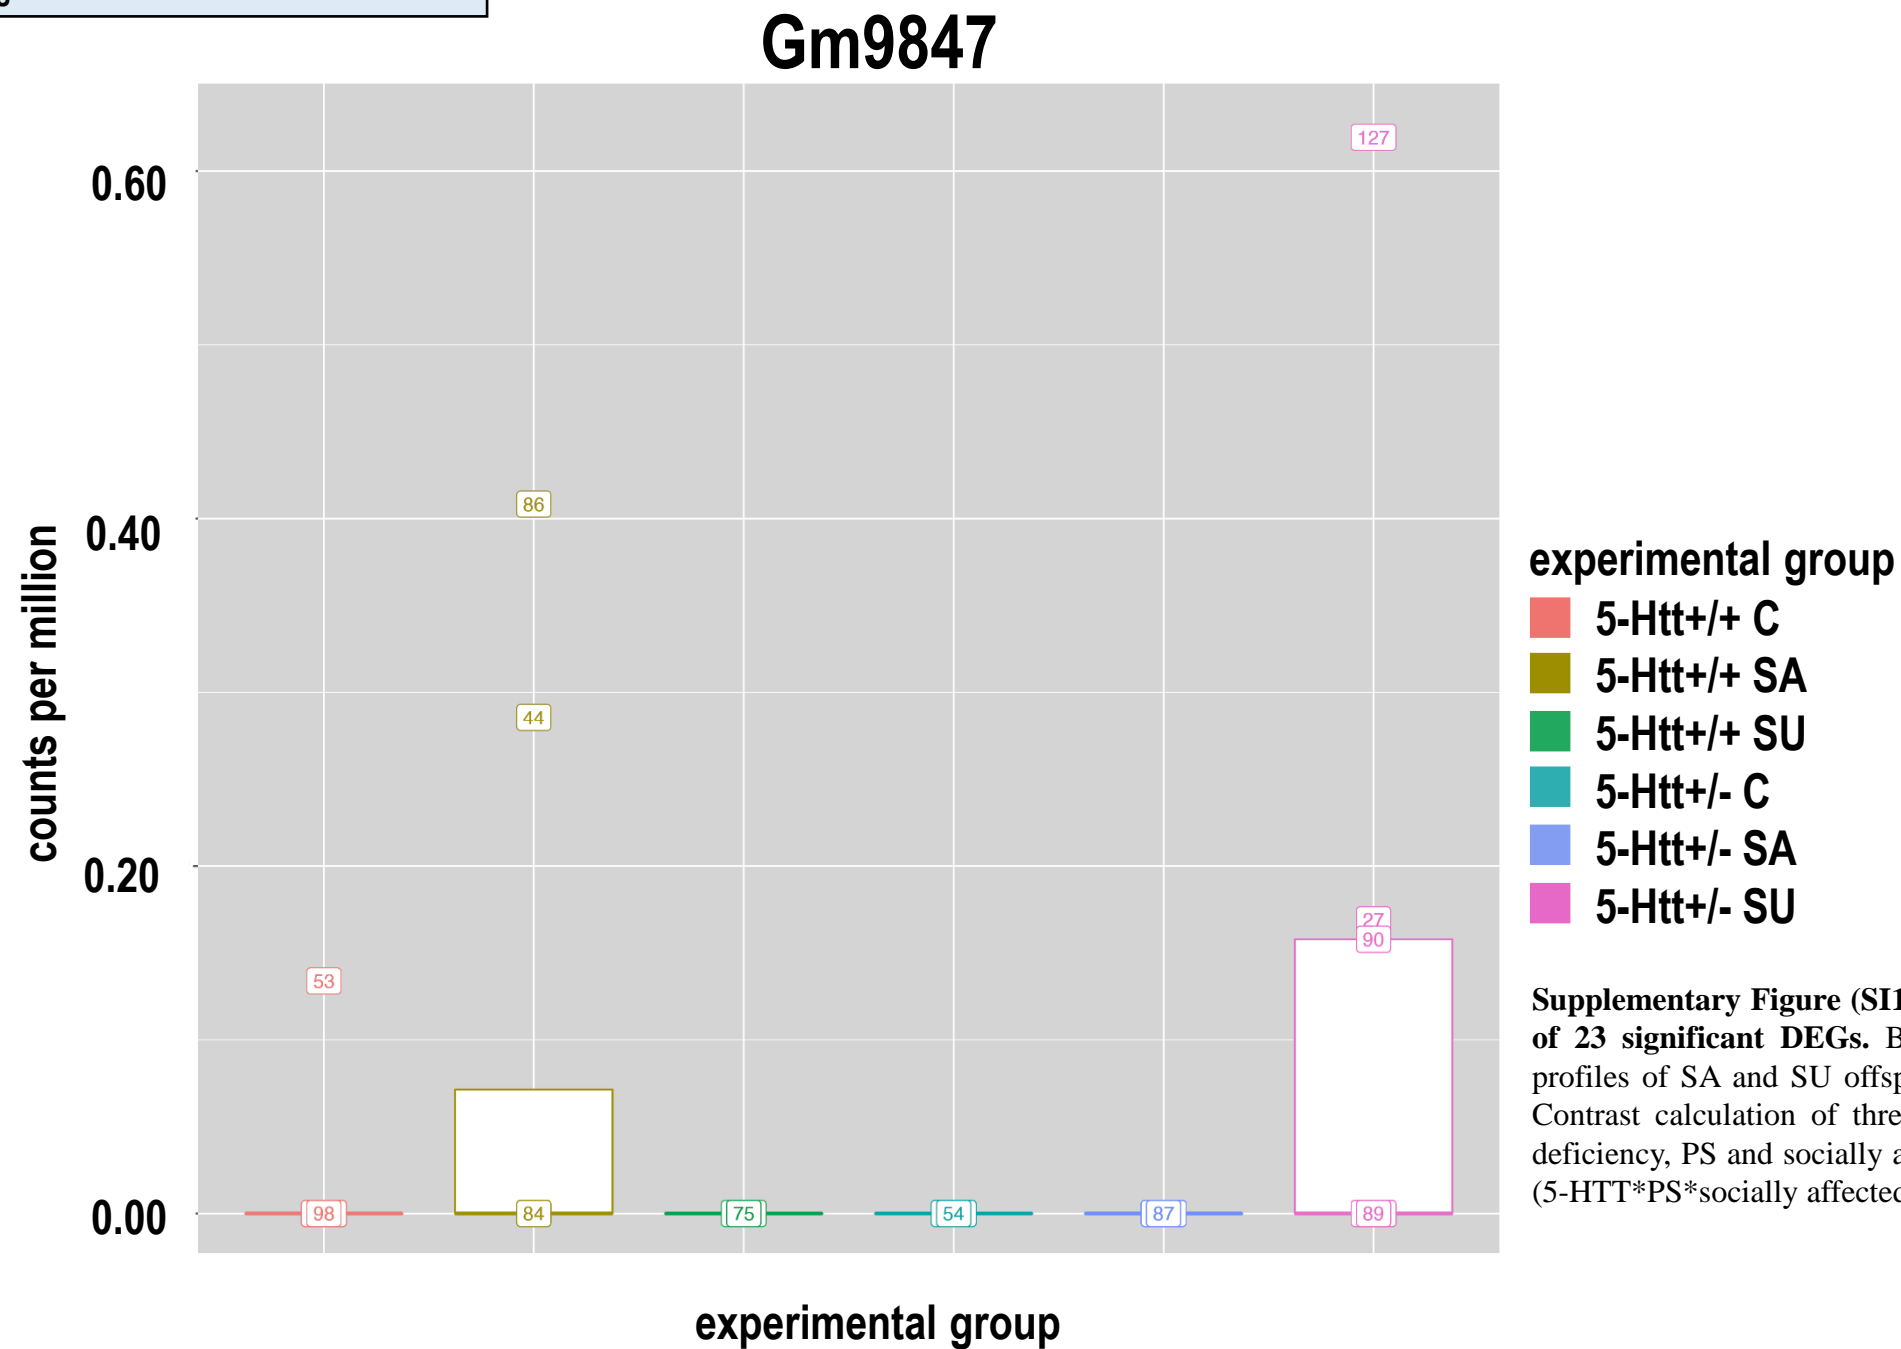

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

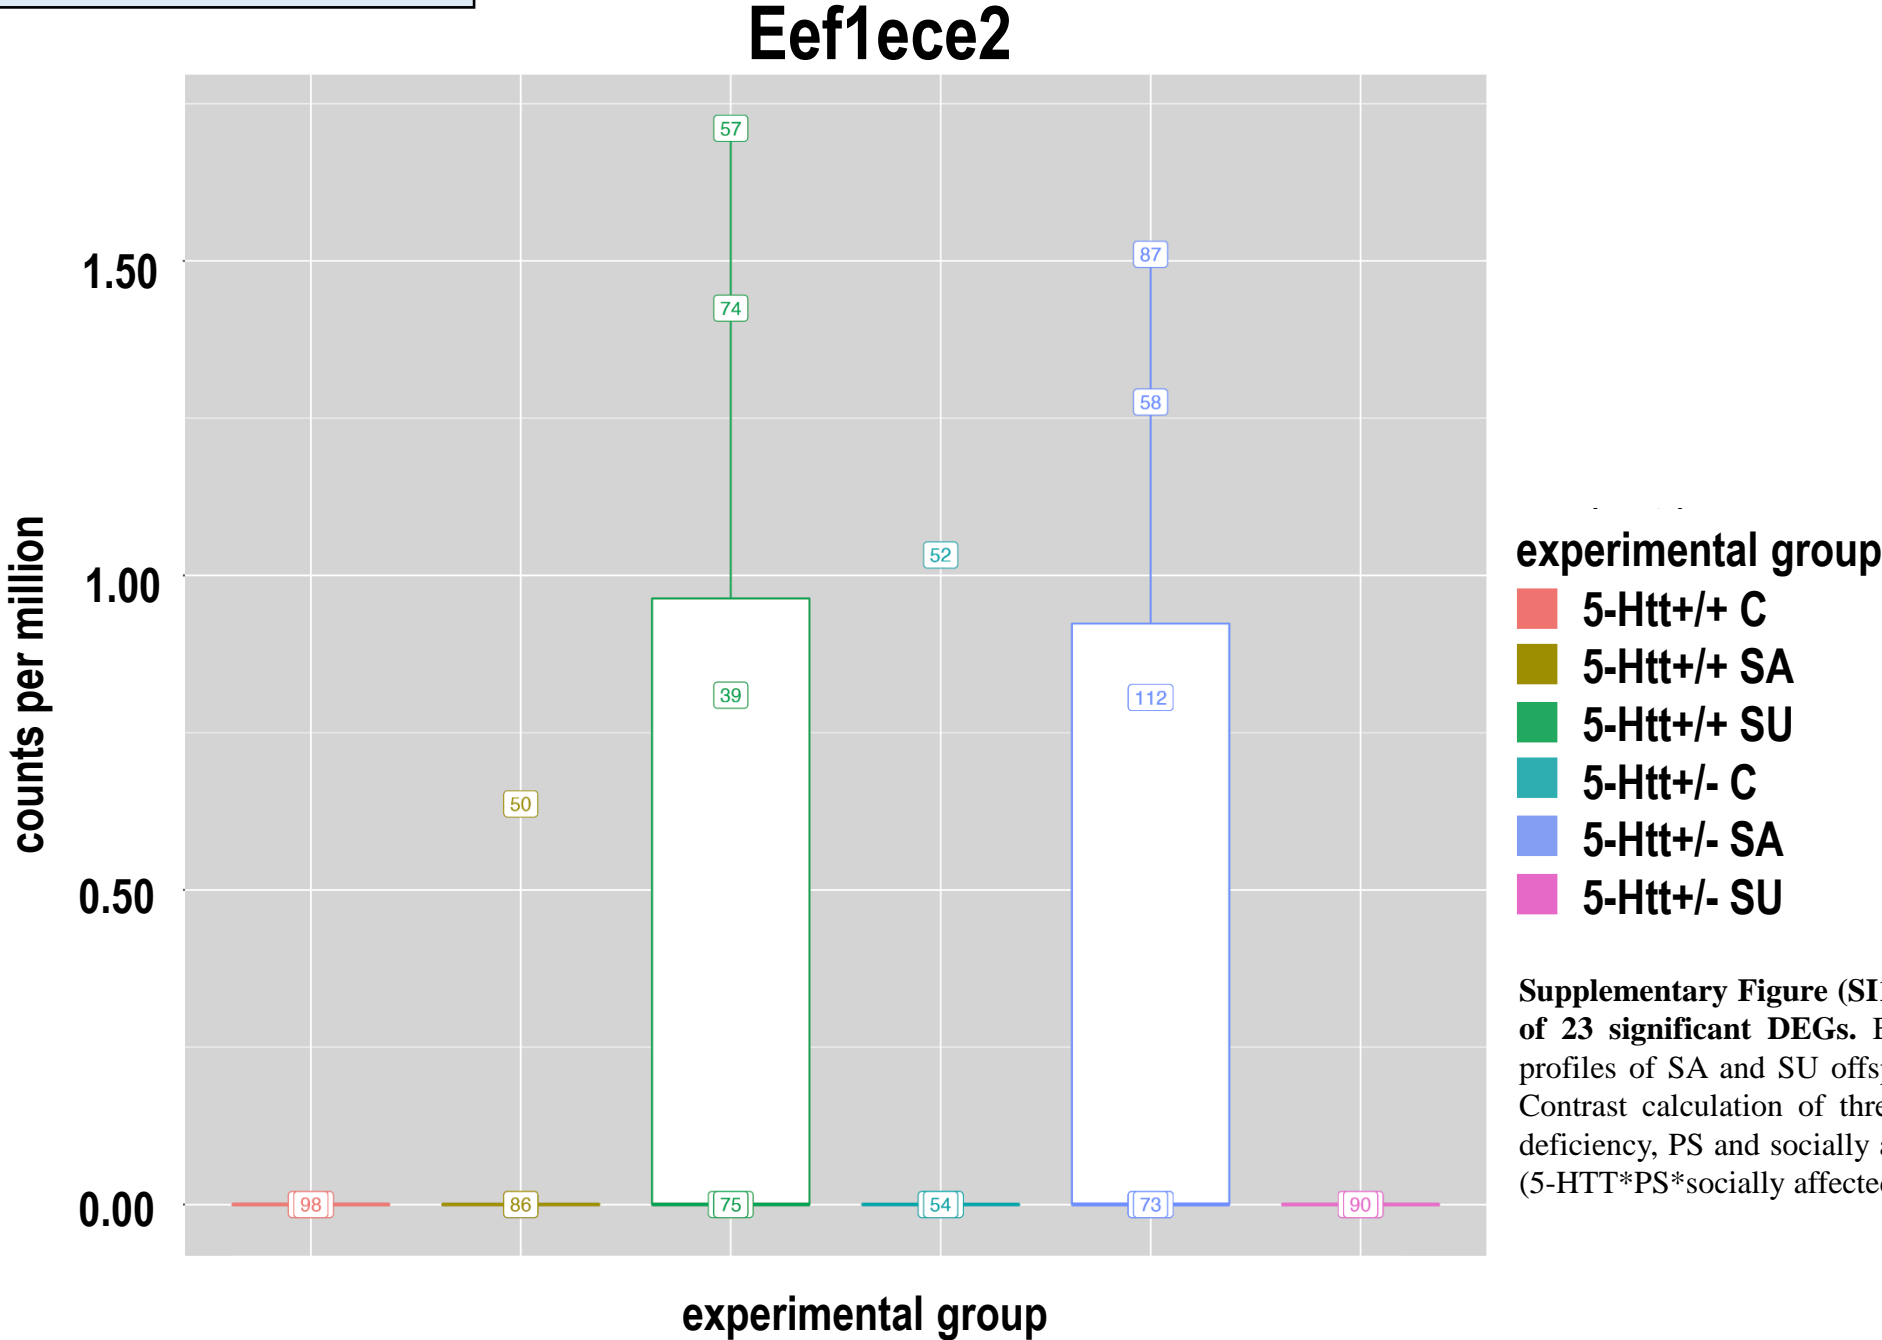

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

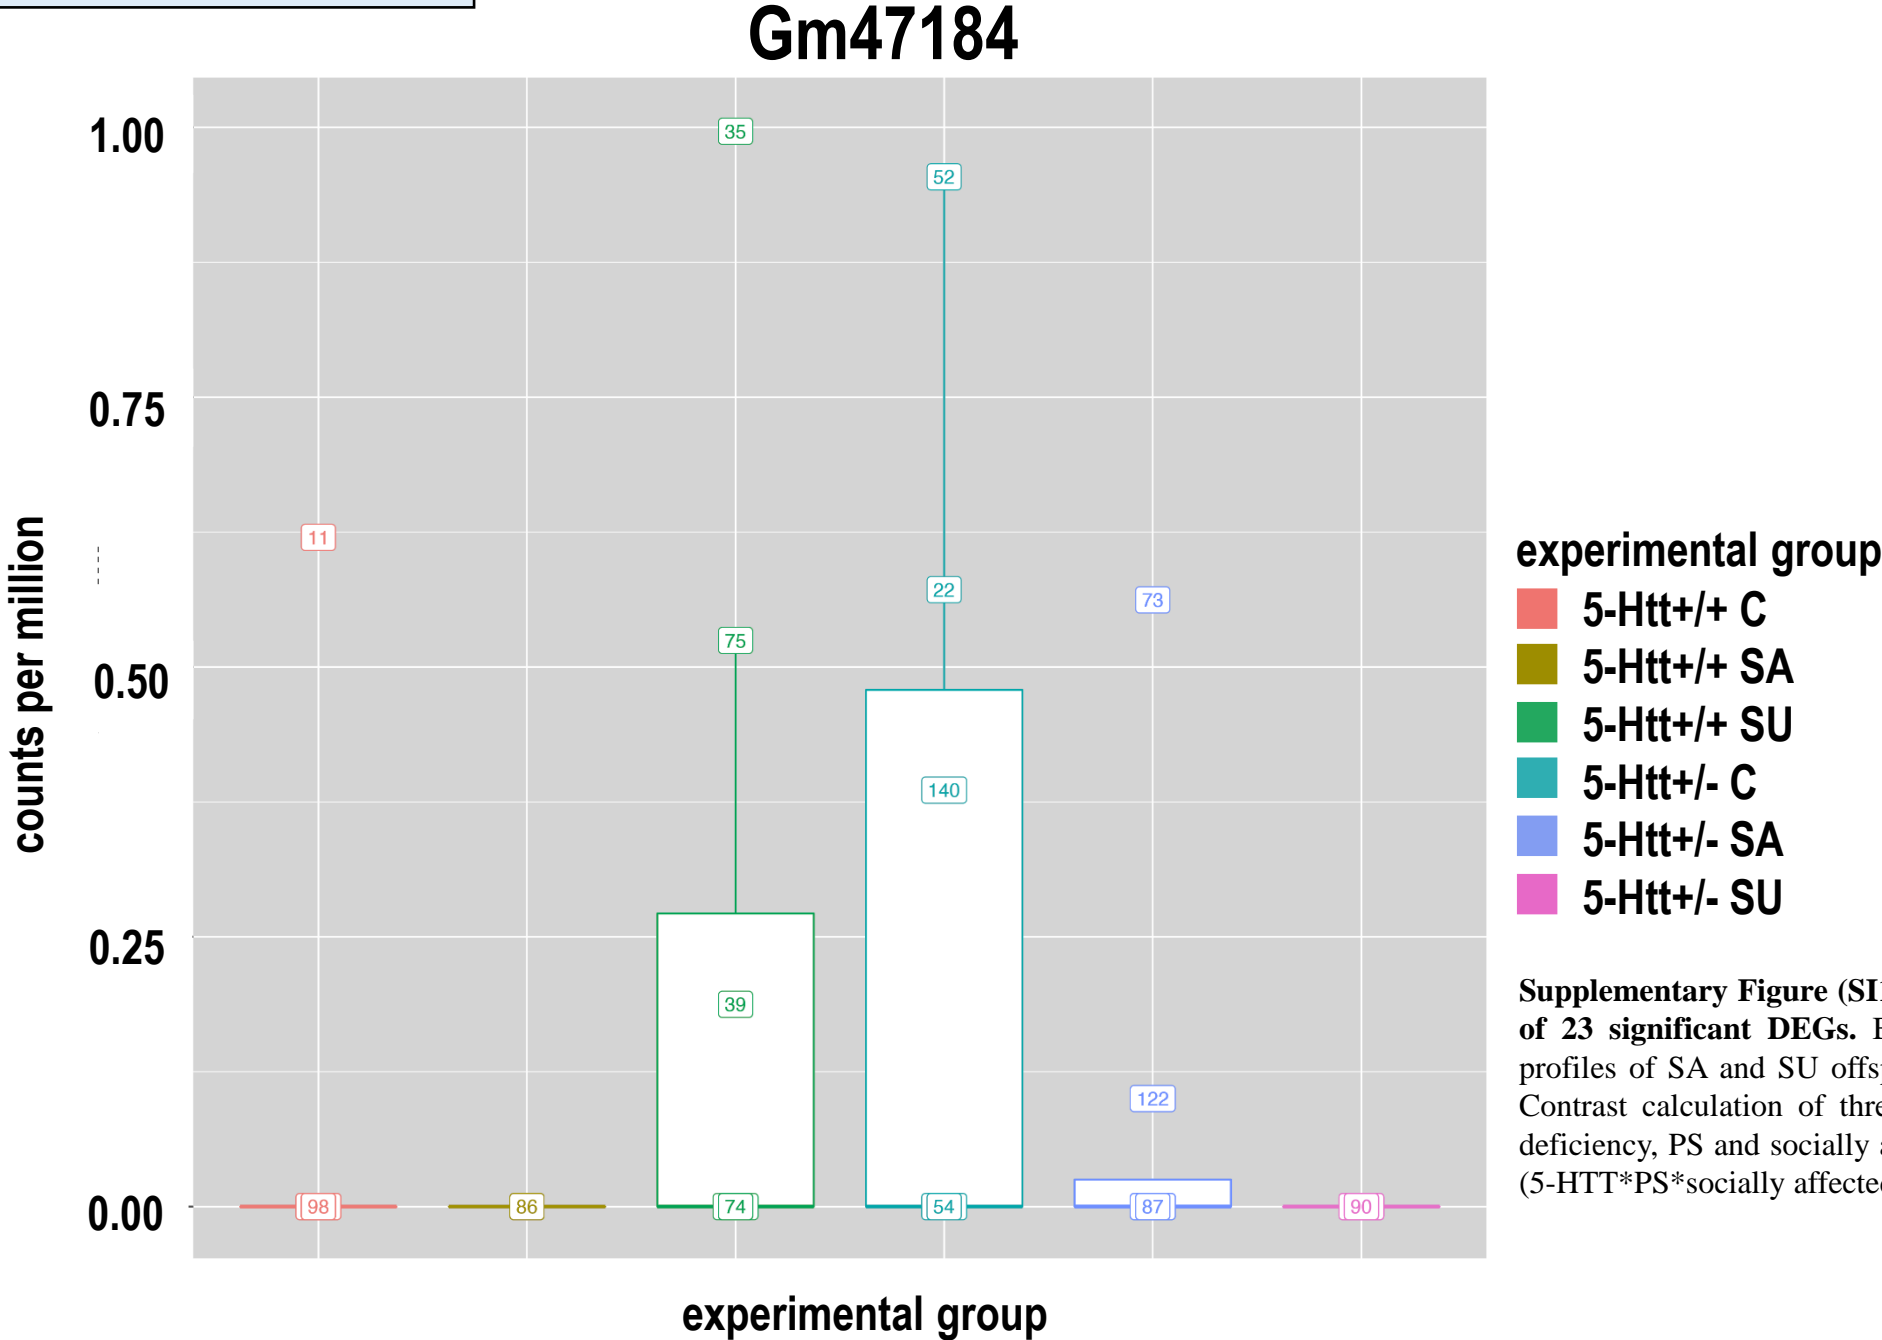

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

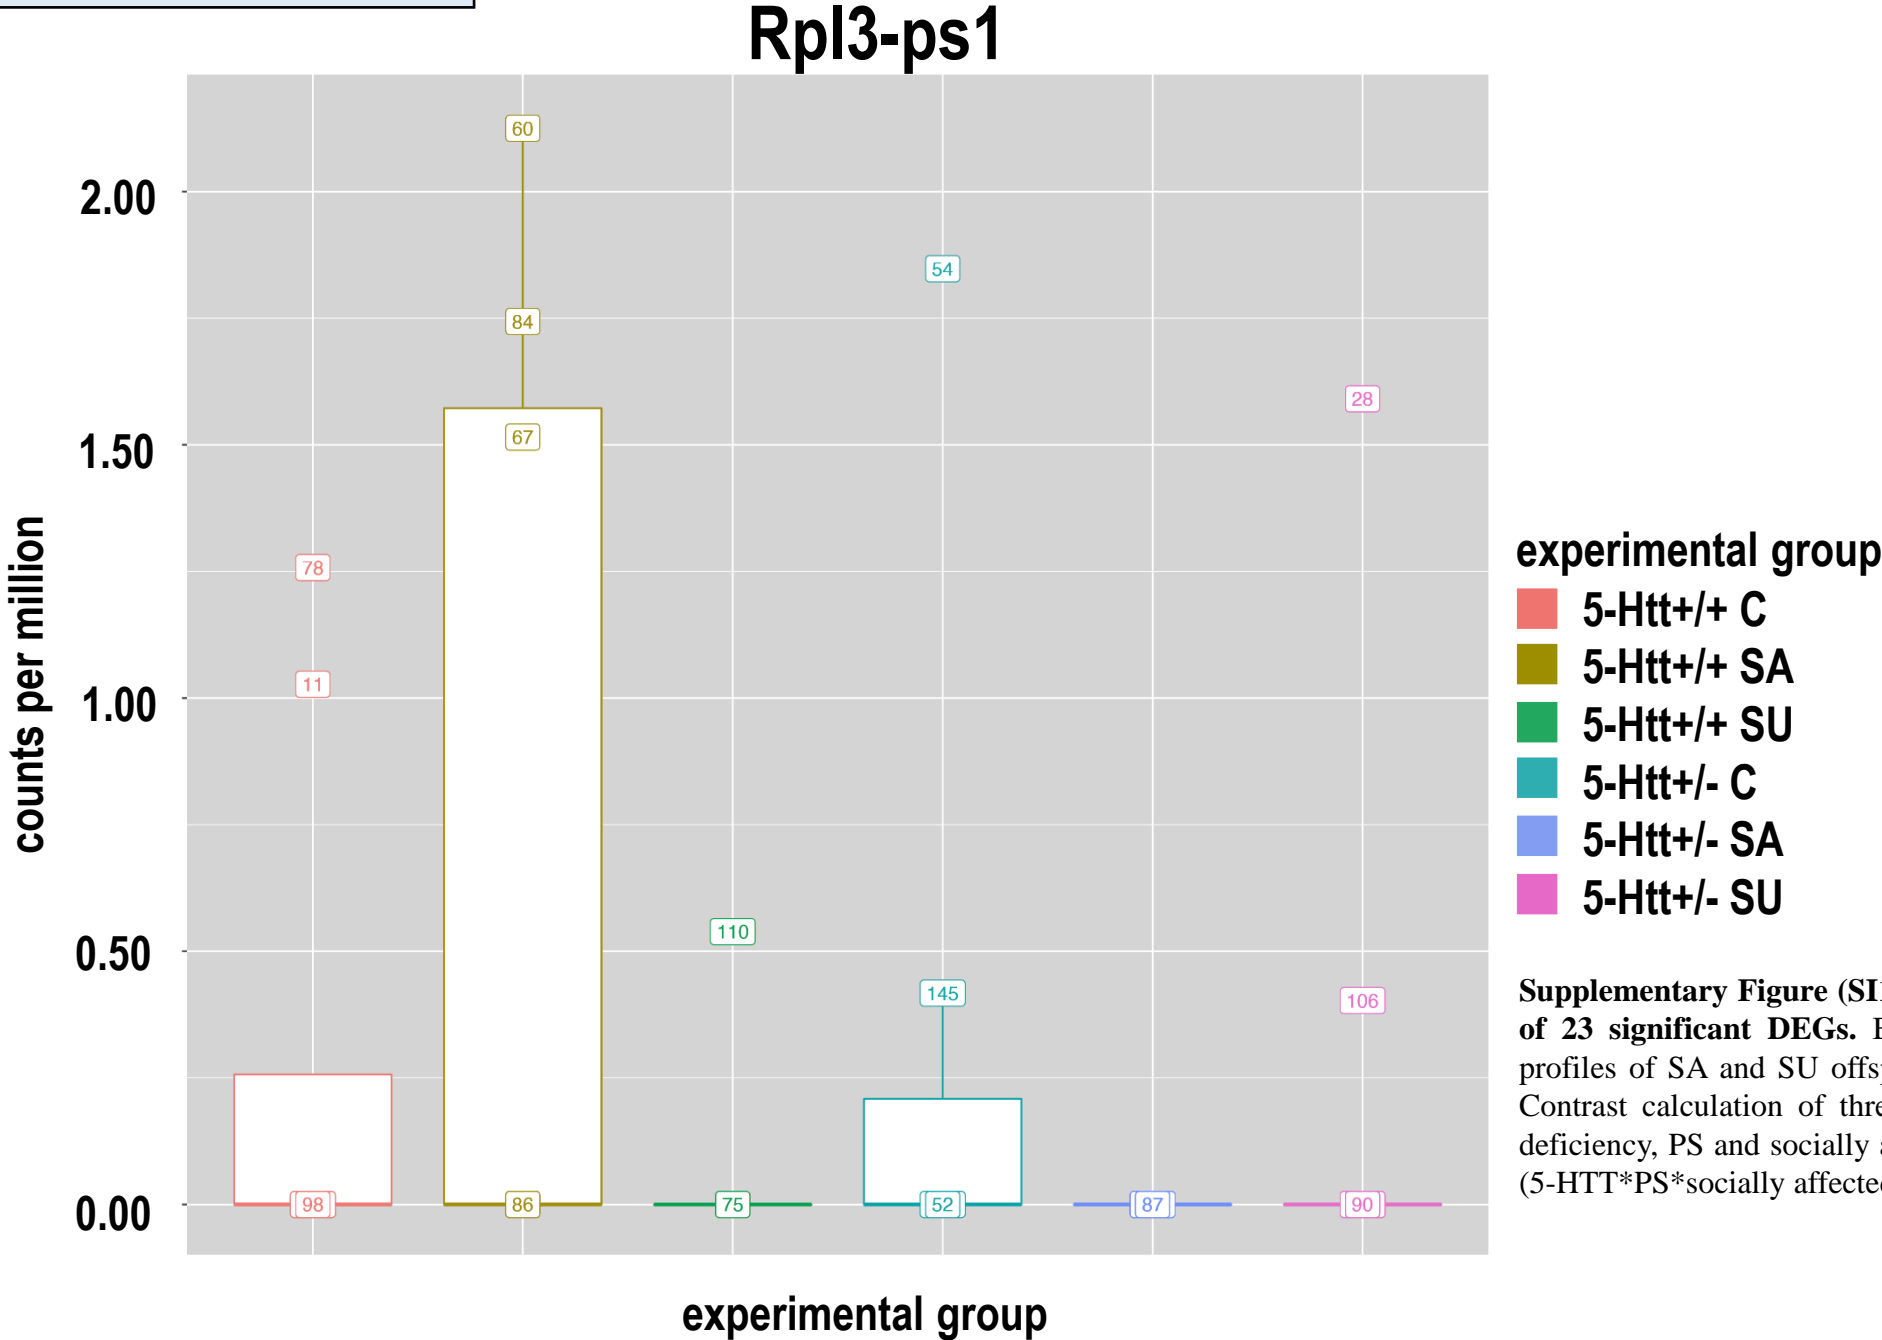

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

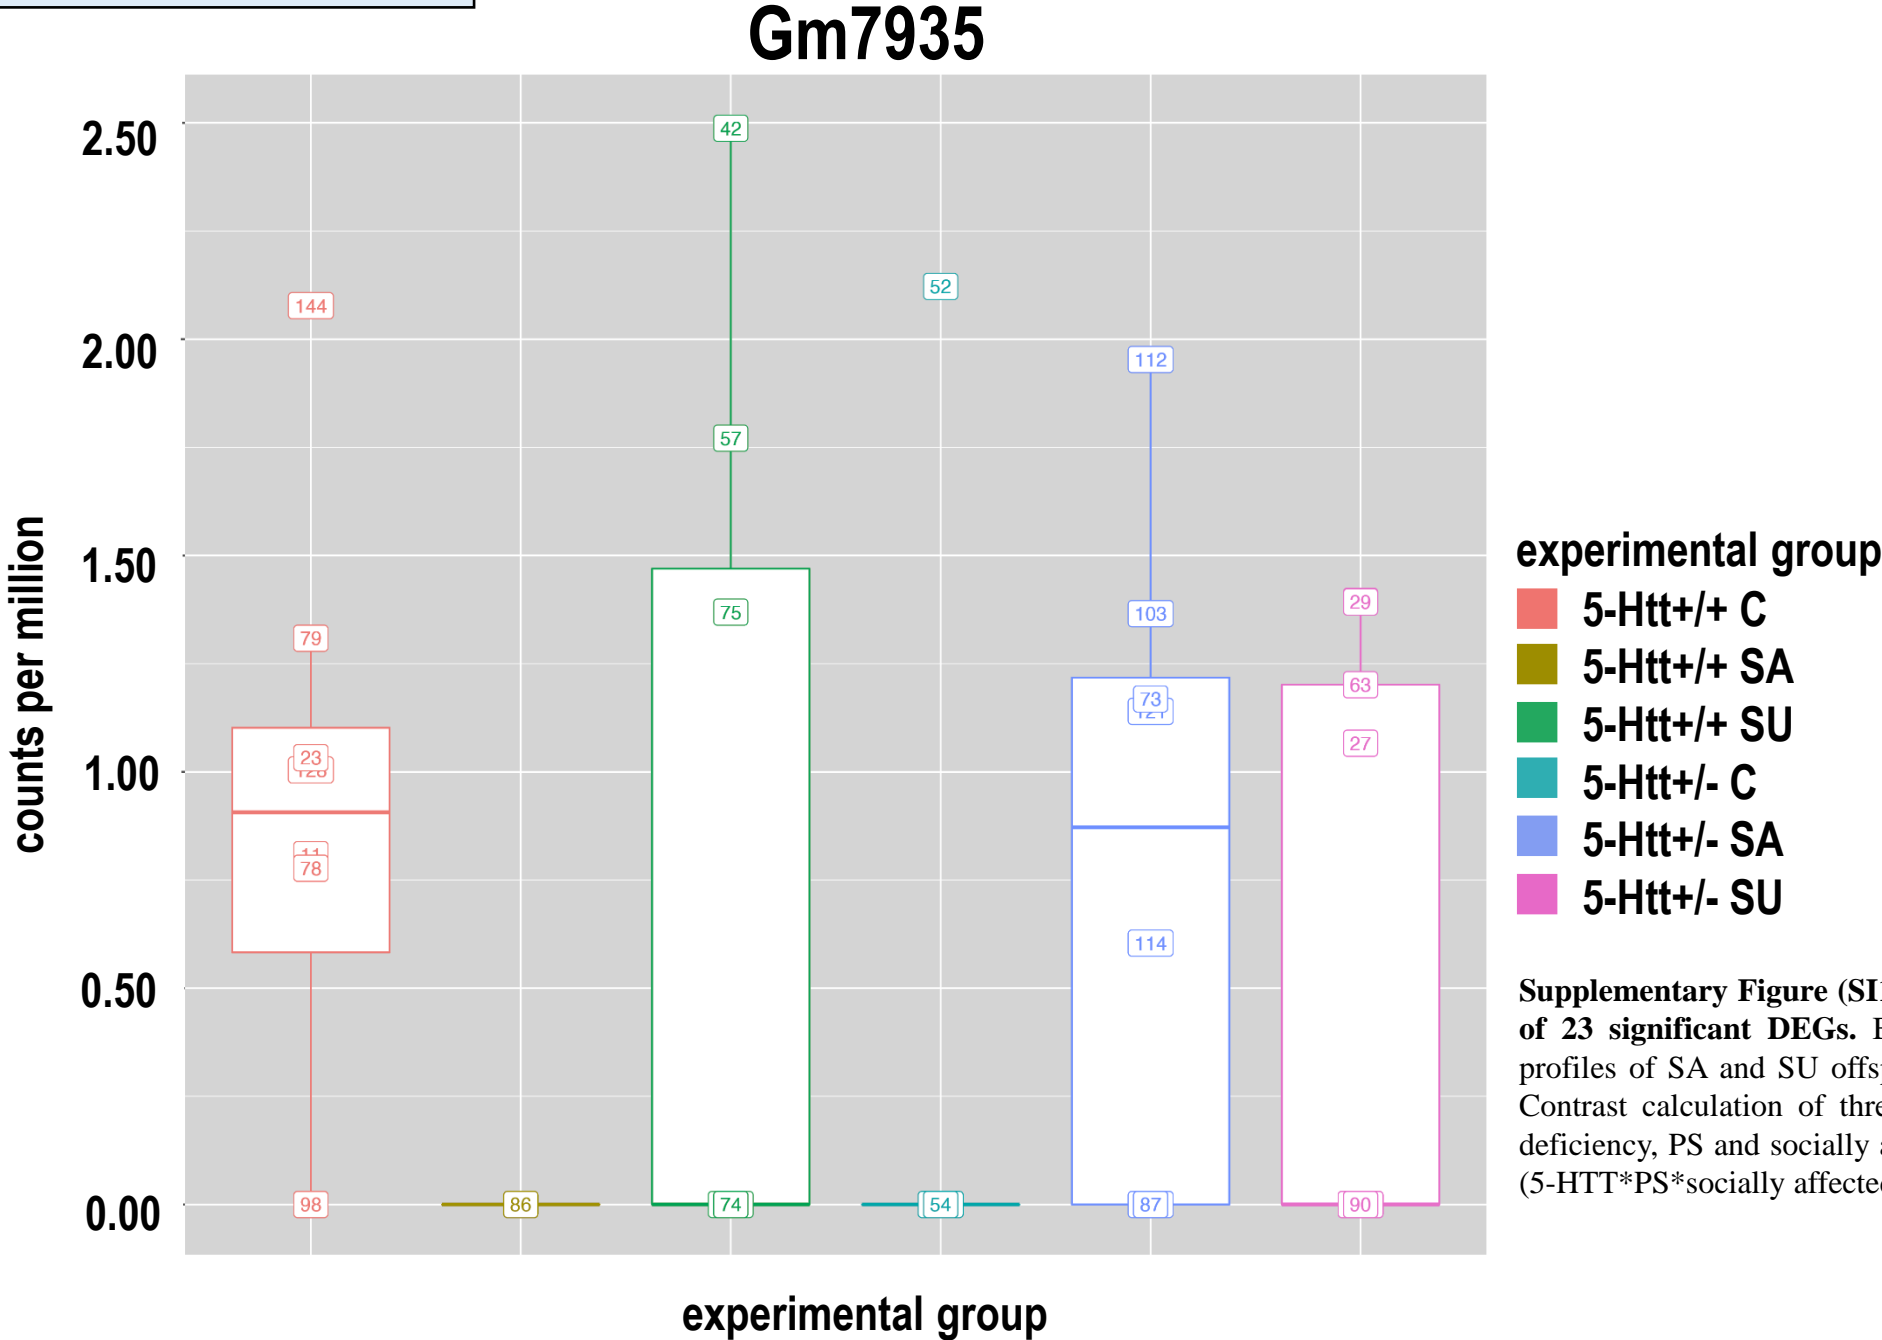

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

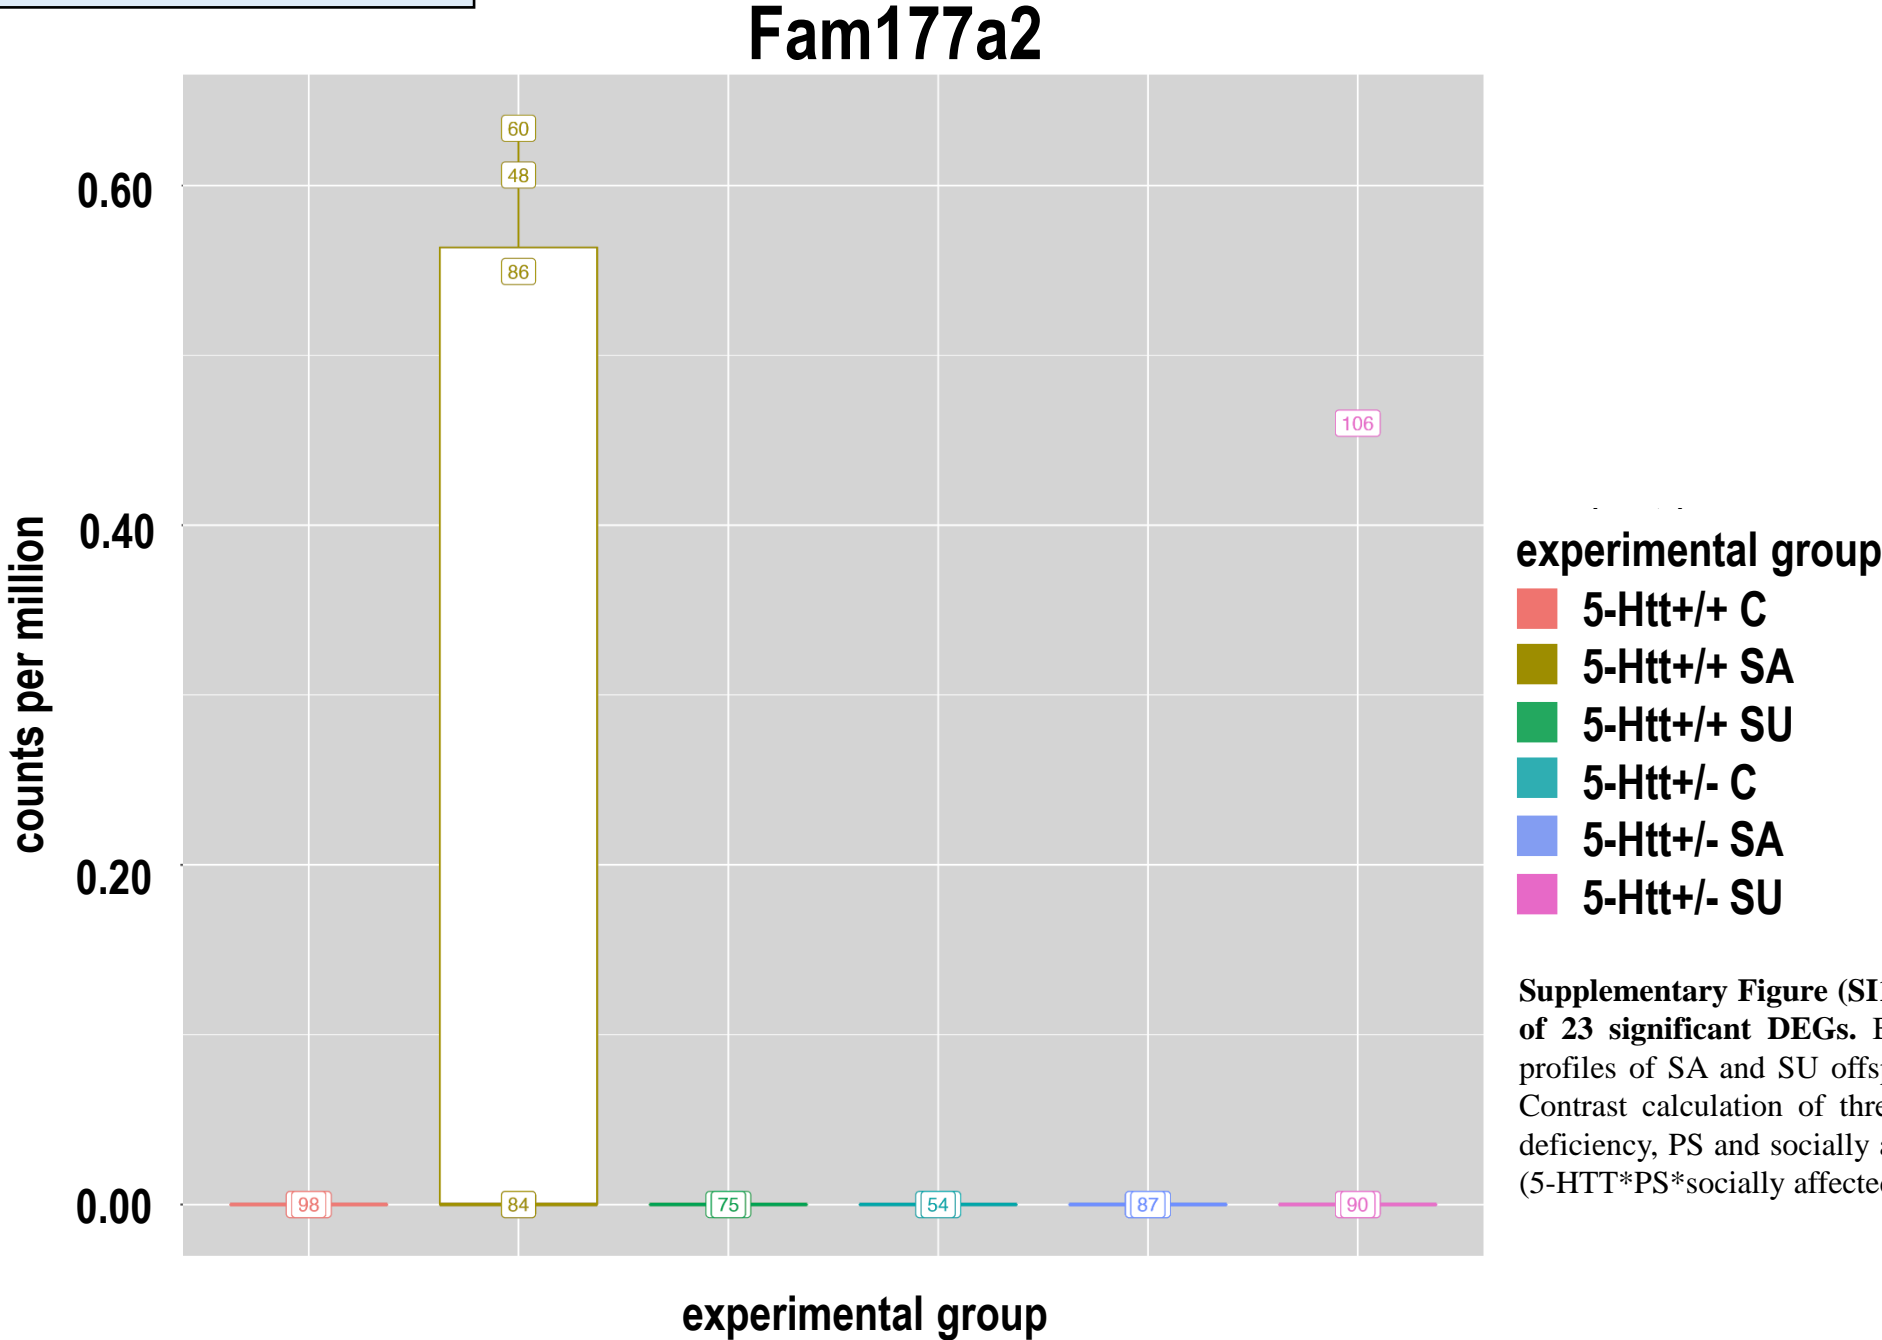

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

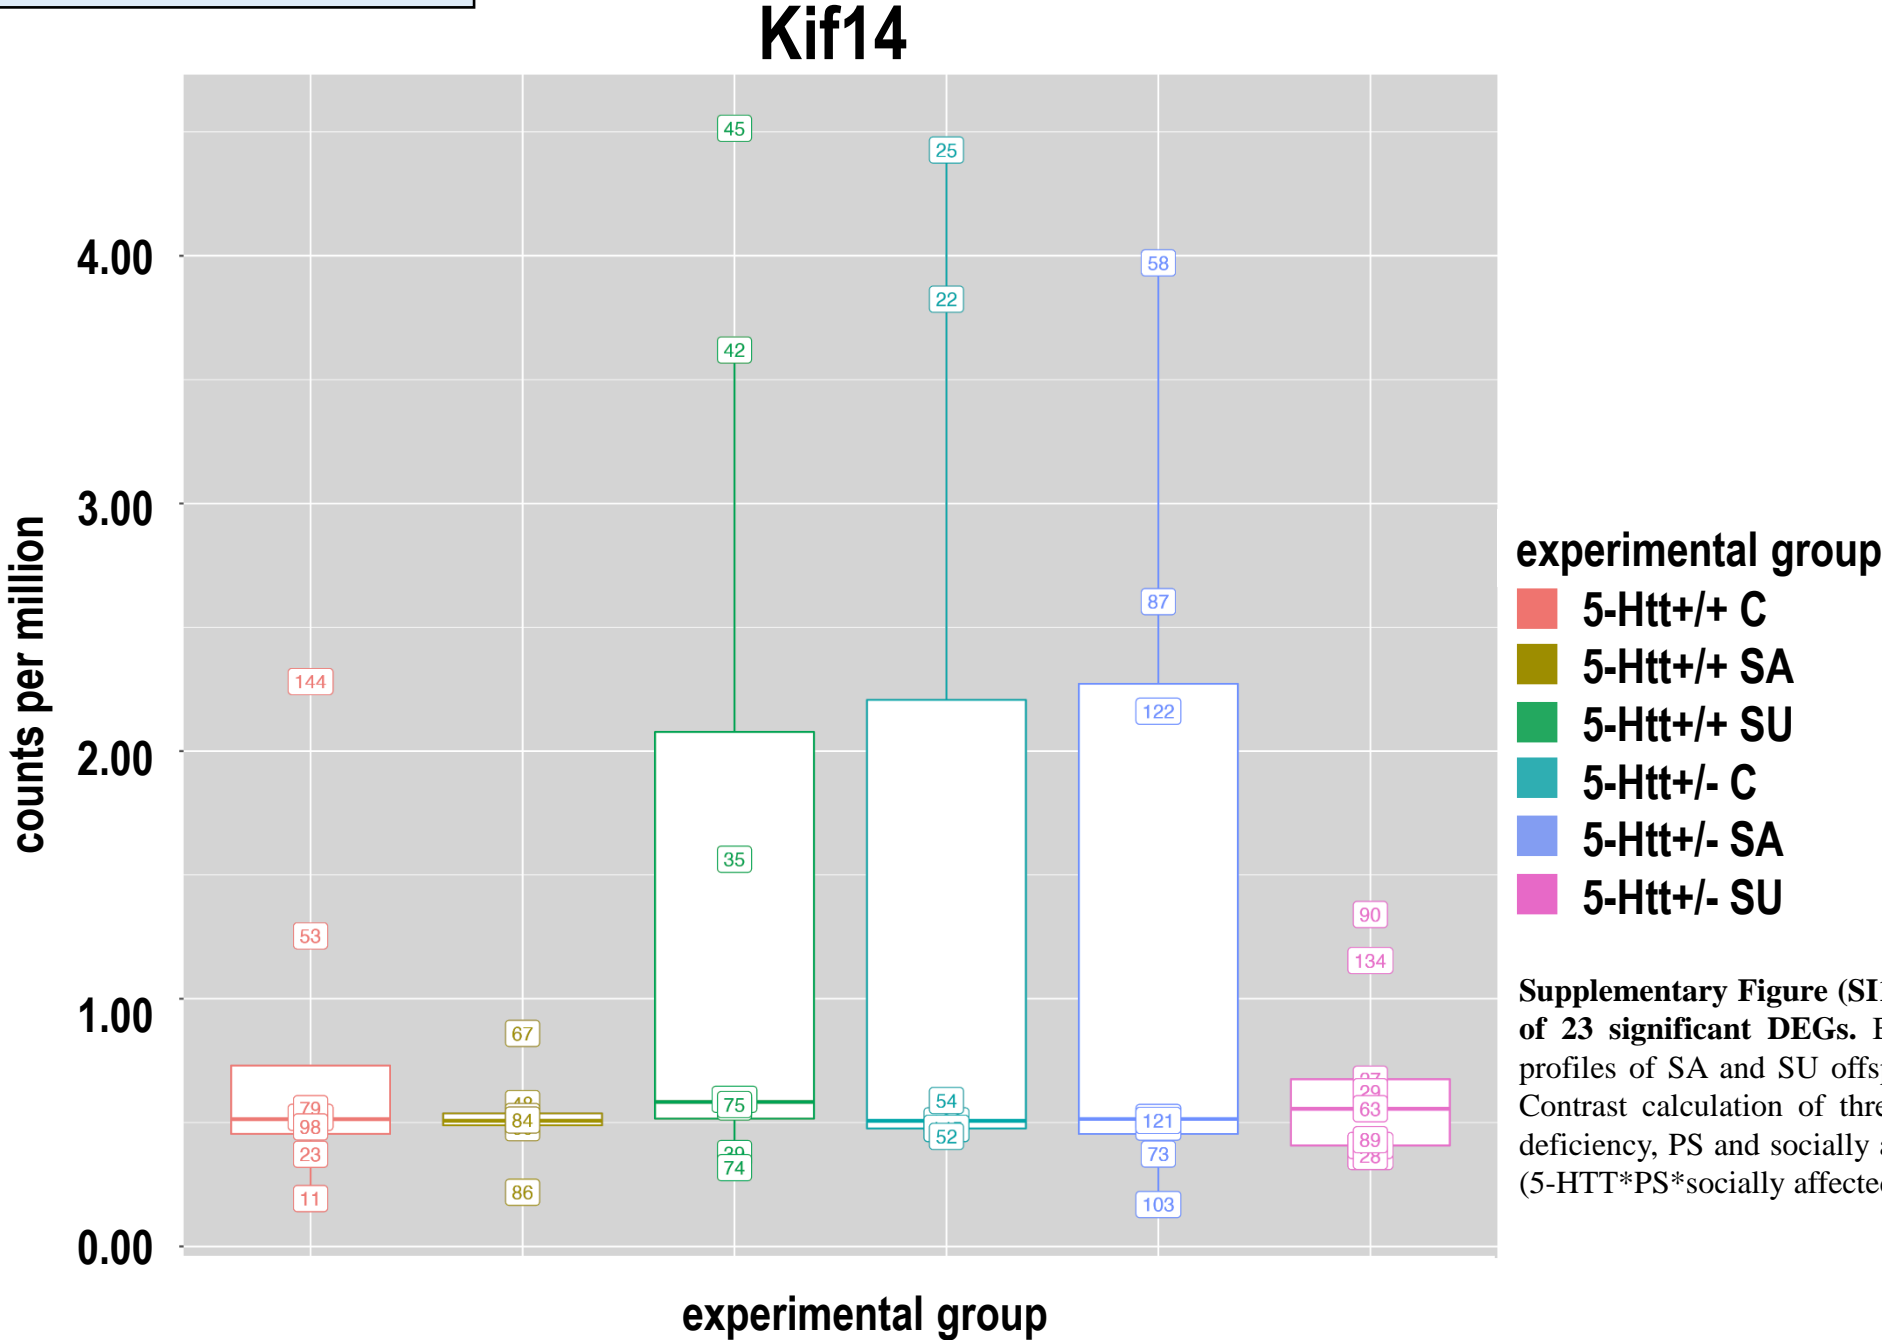

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

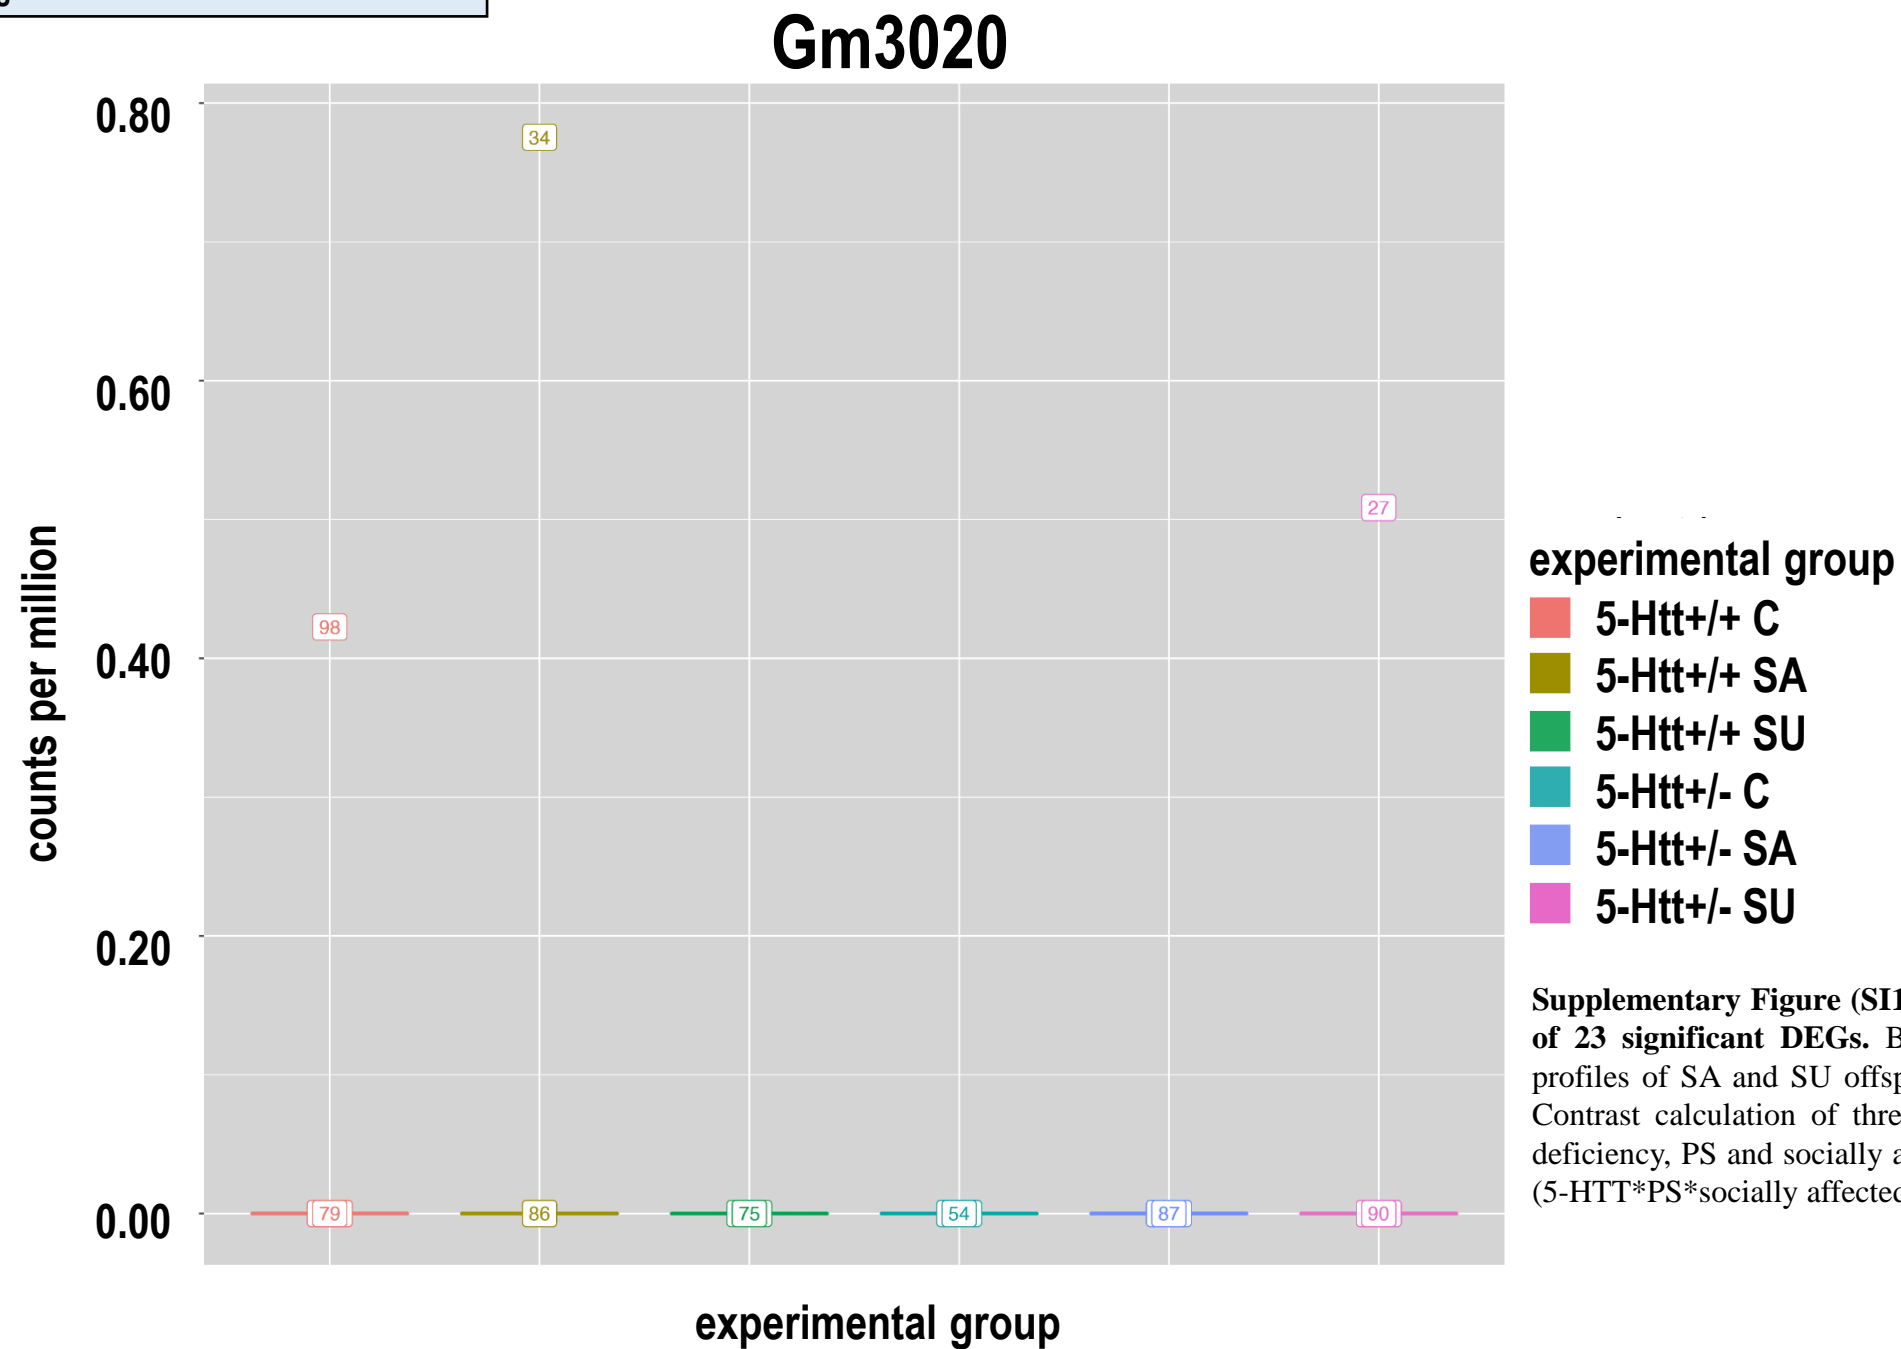

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

# Gm22969

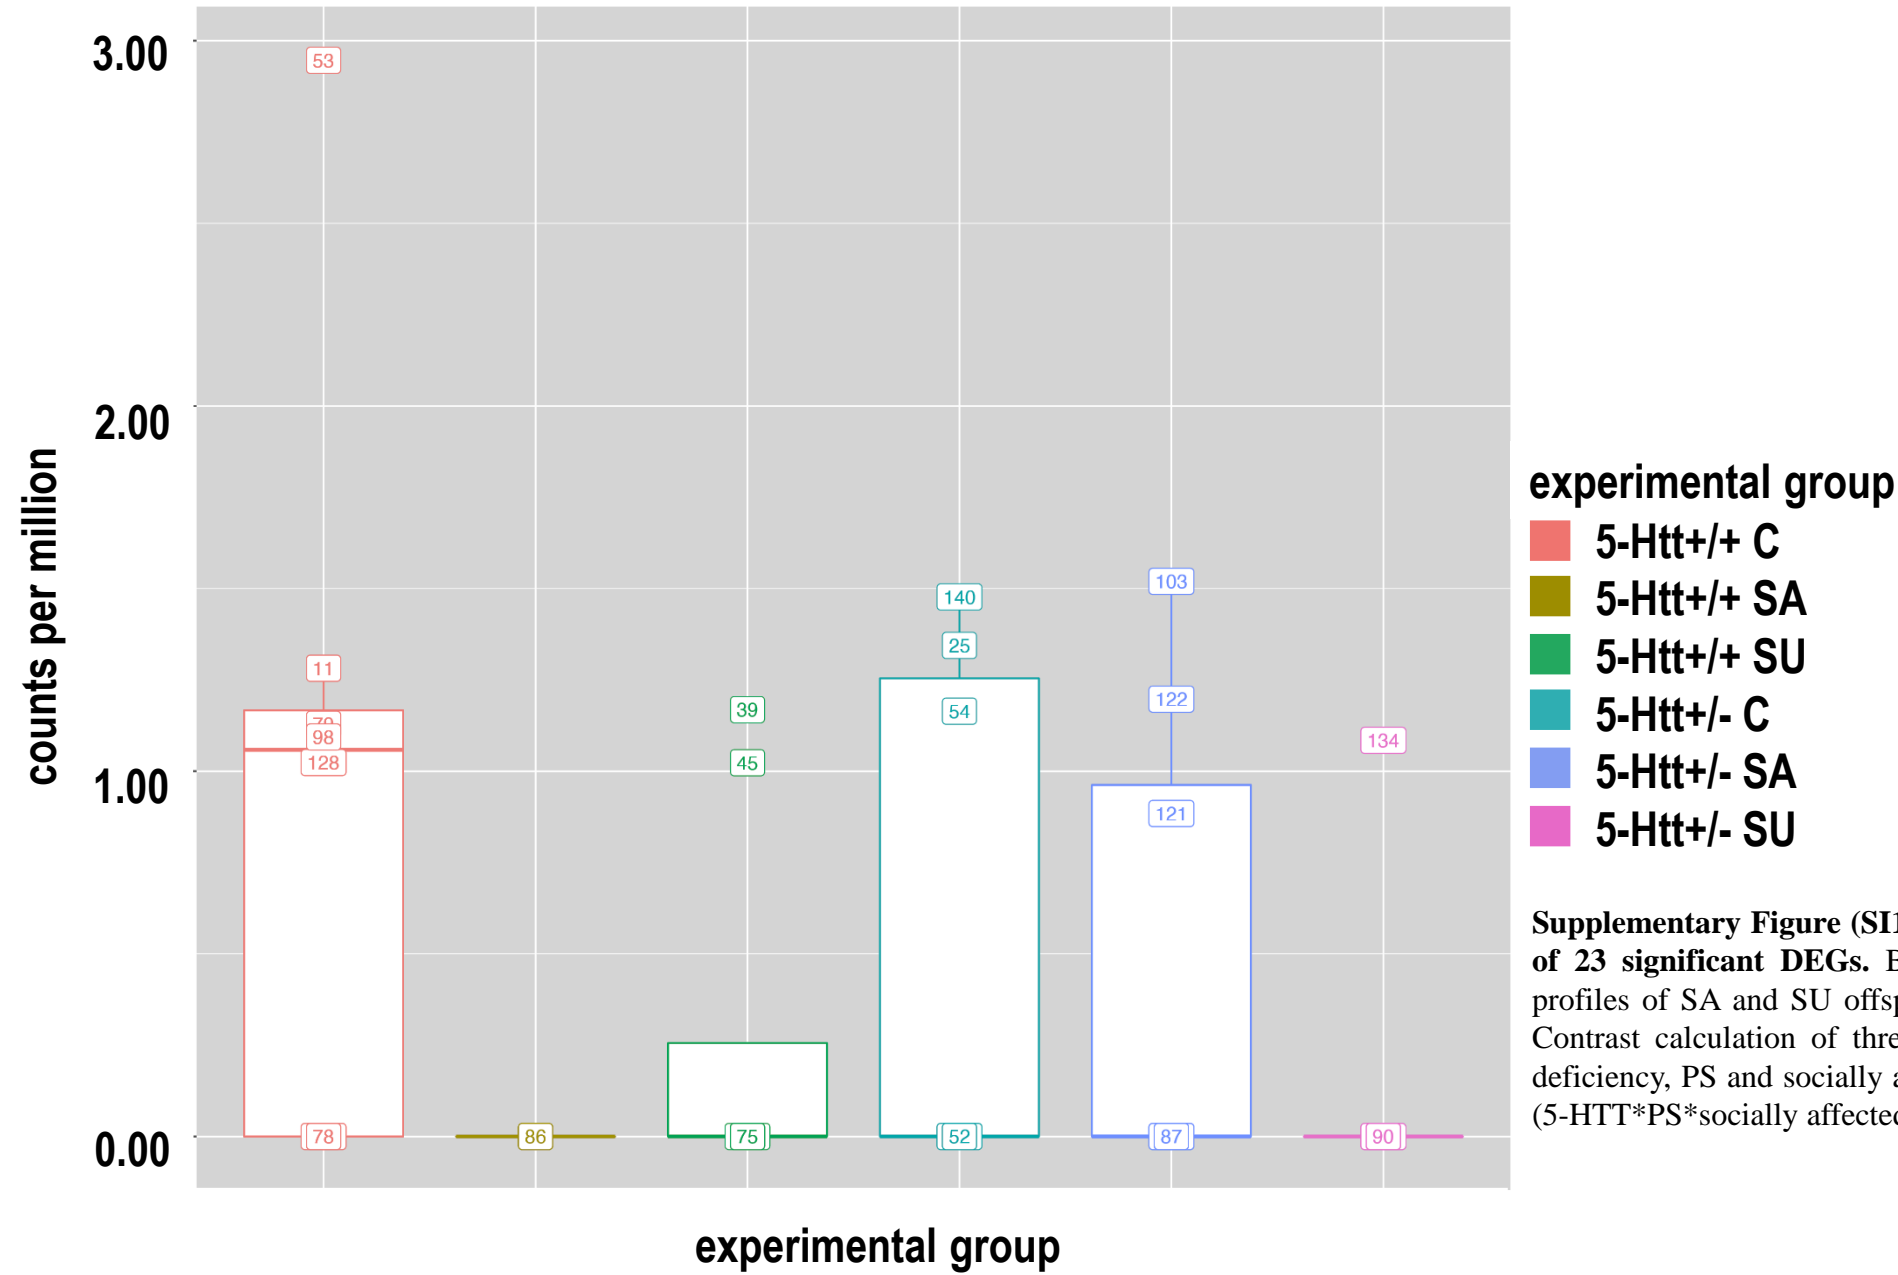

Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs. Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

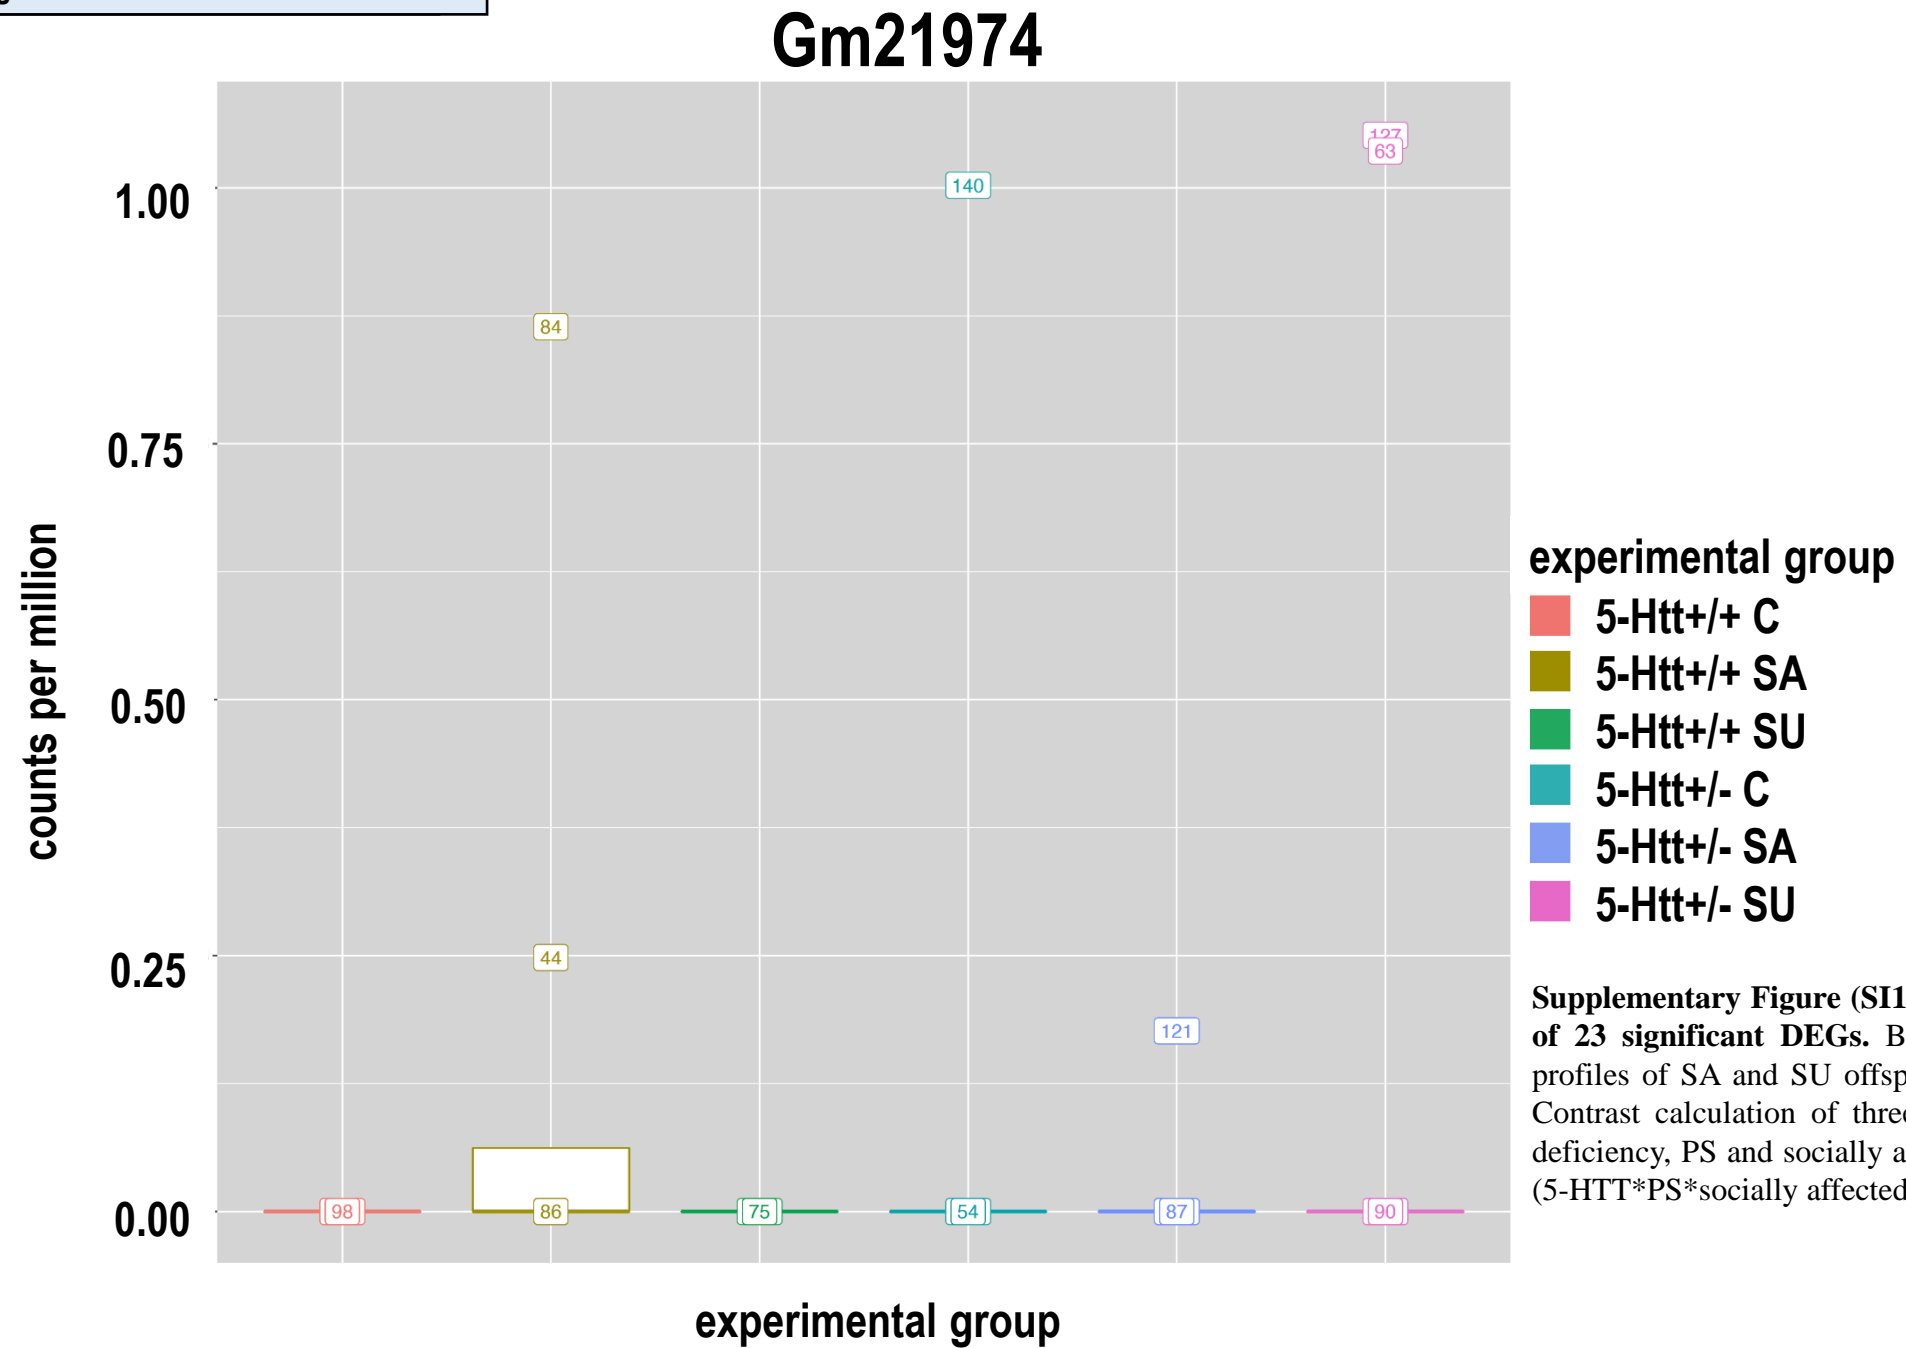

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

Lgals1-ps2

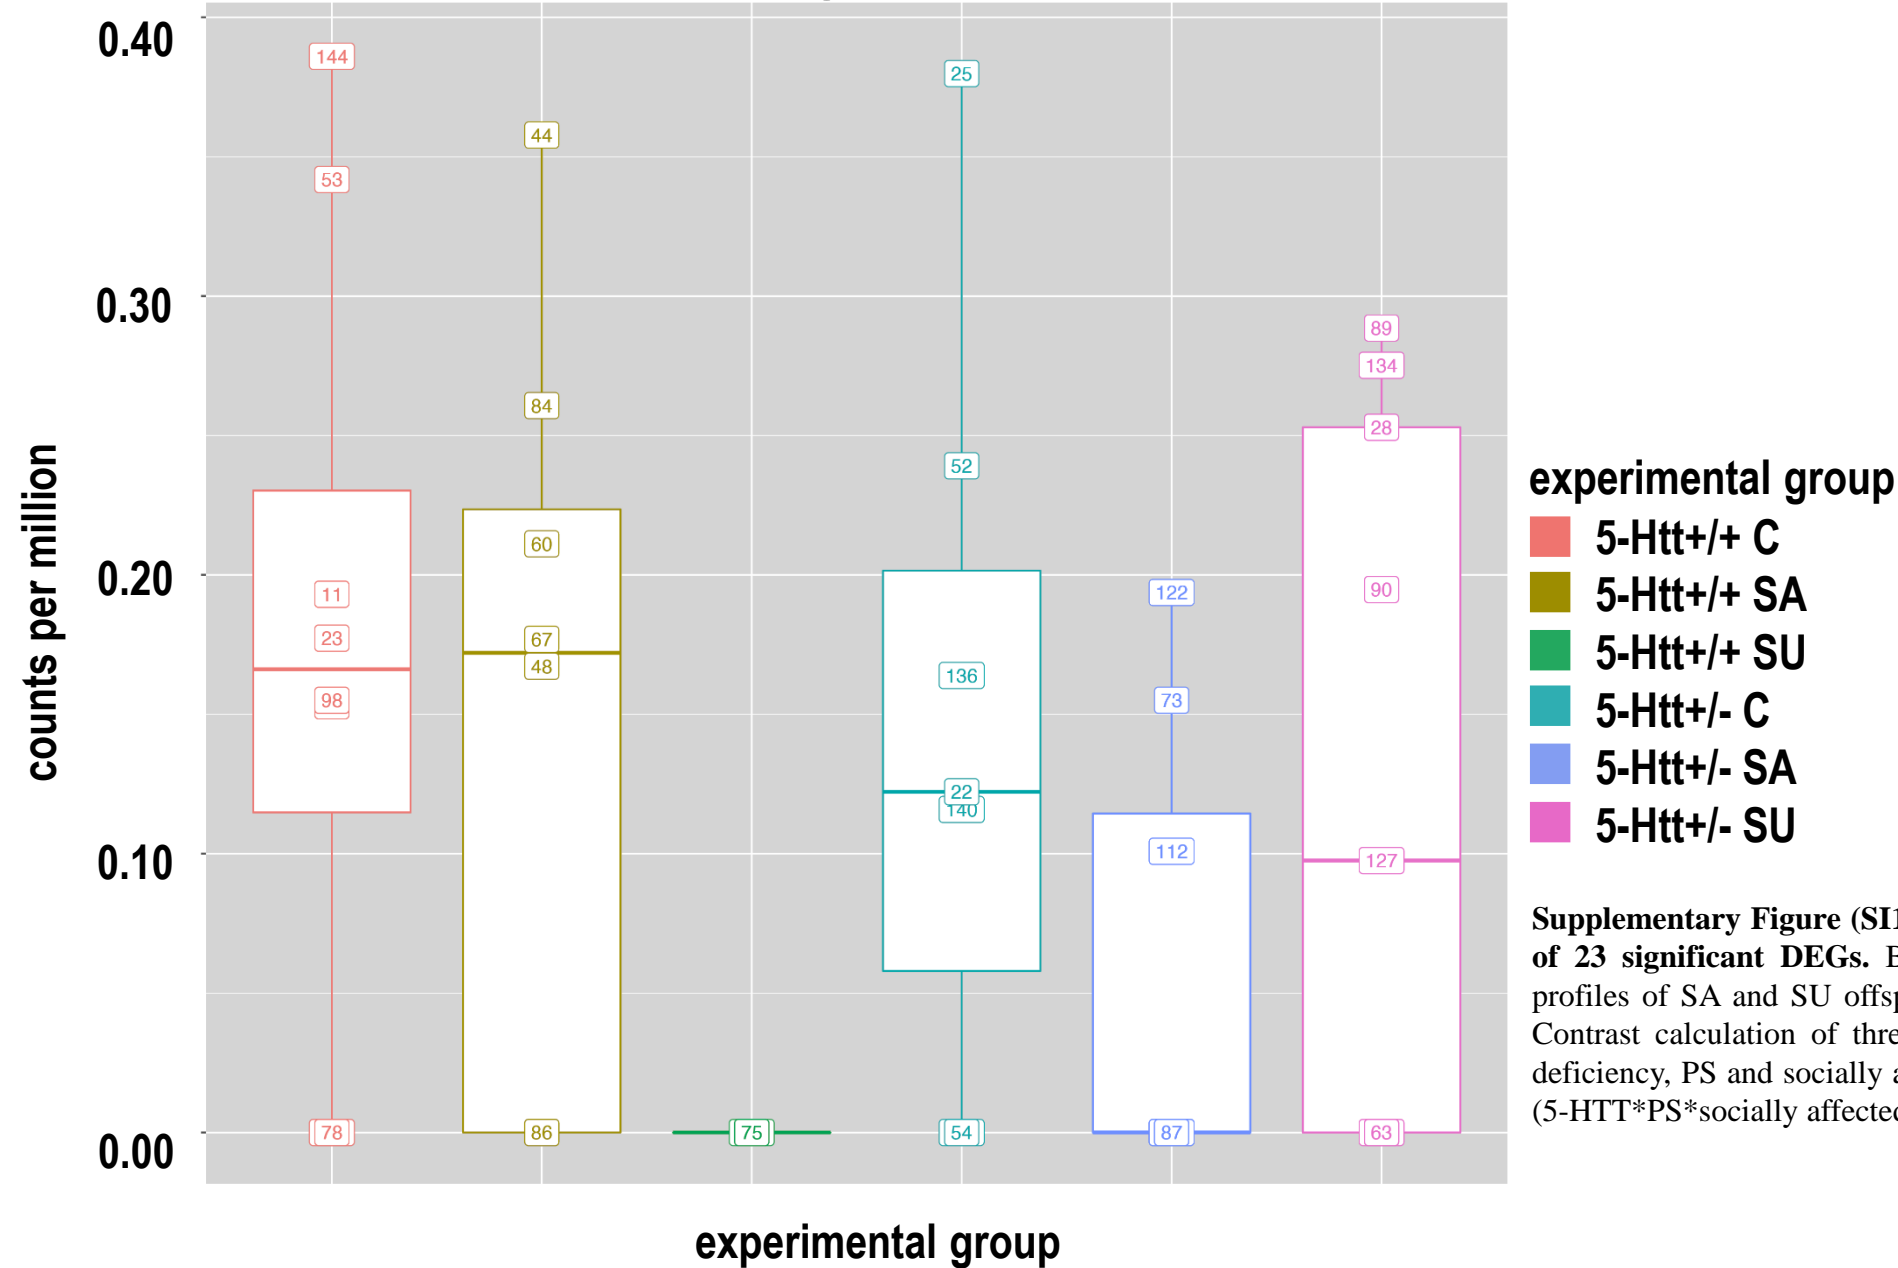

Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs. Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

# Otop2

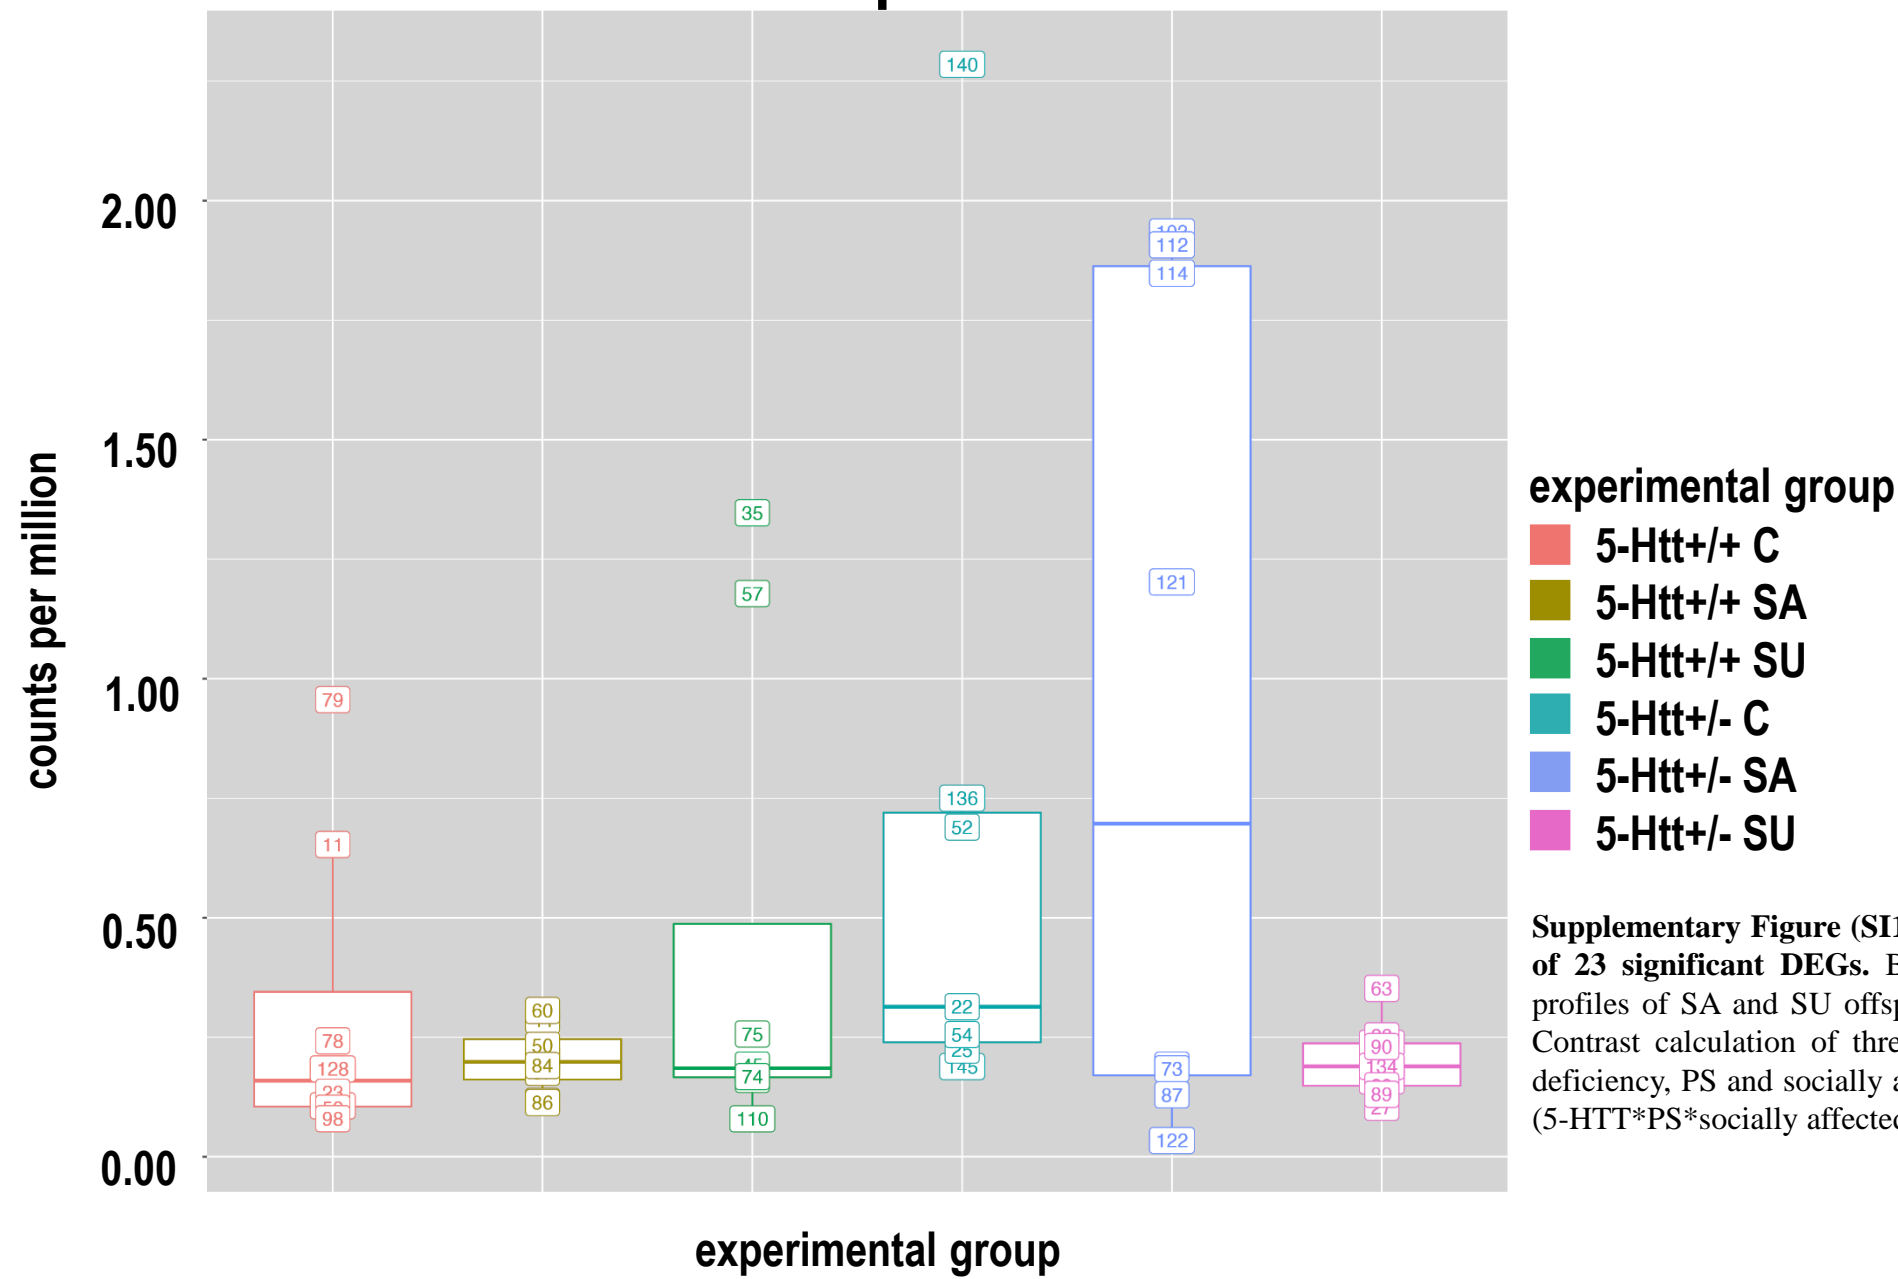

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

# Gm6916

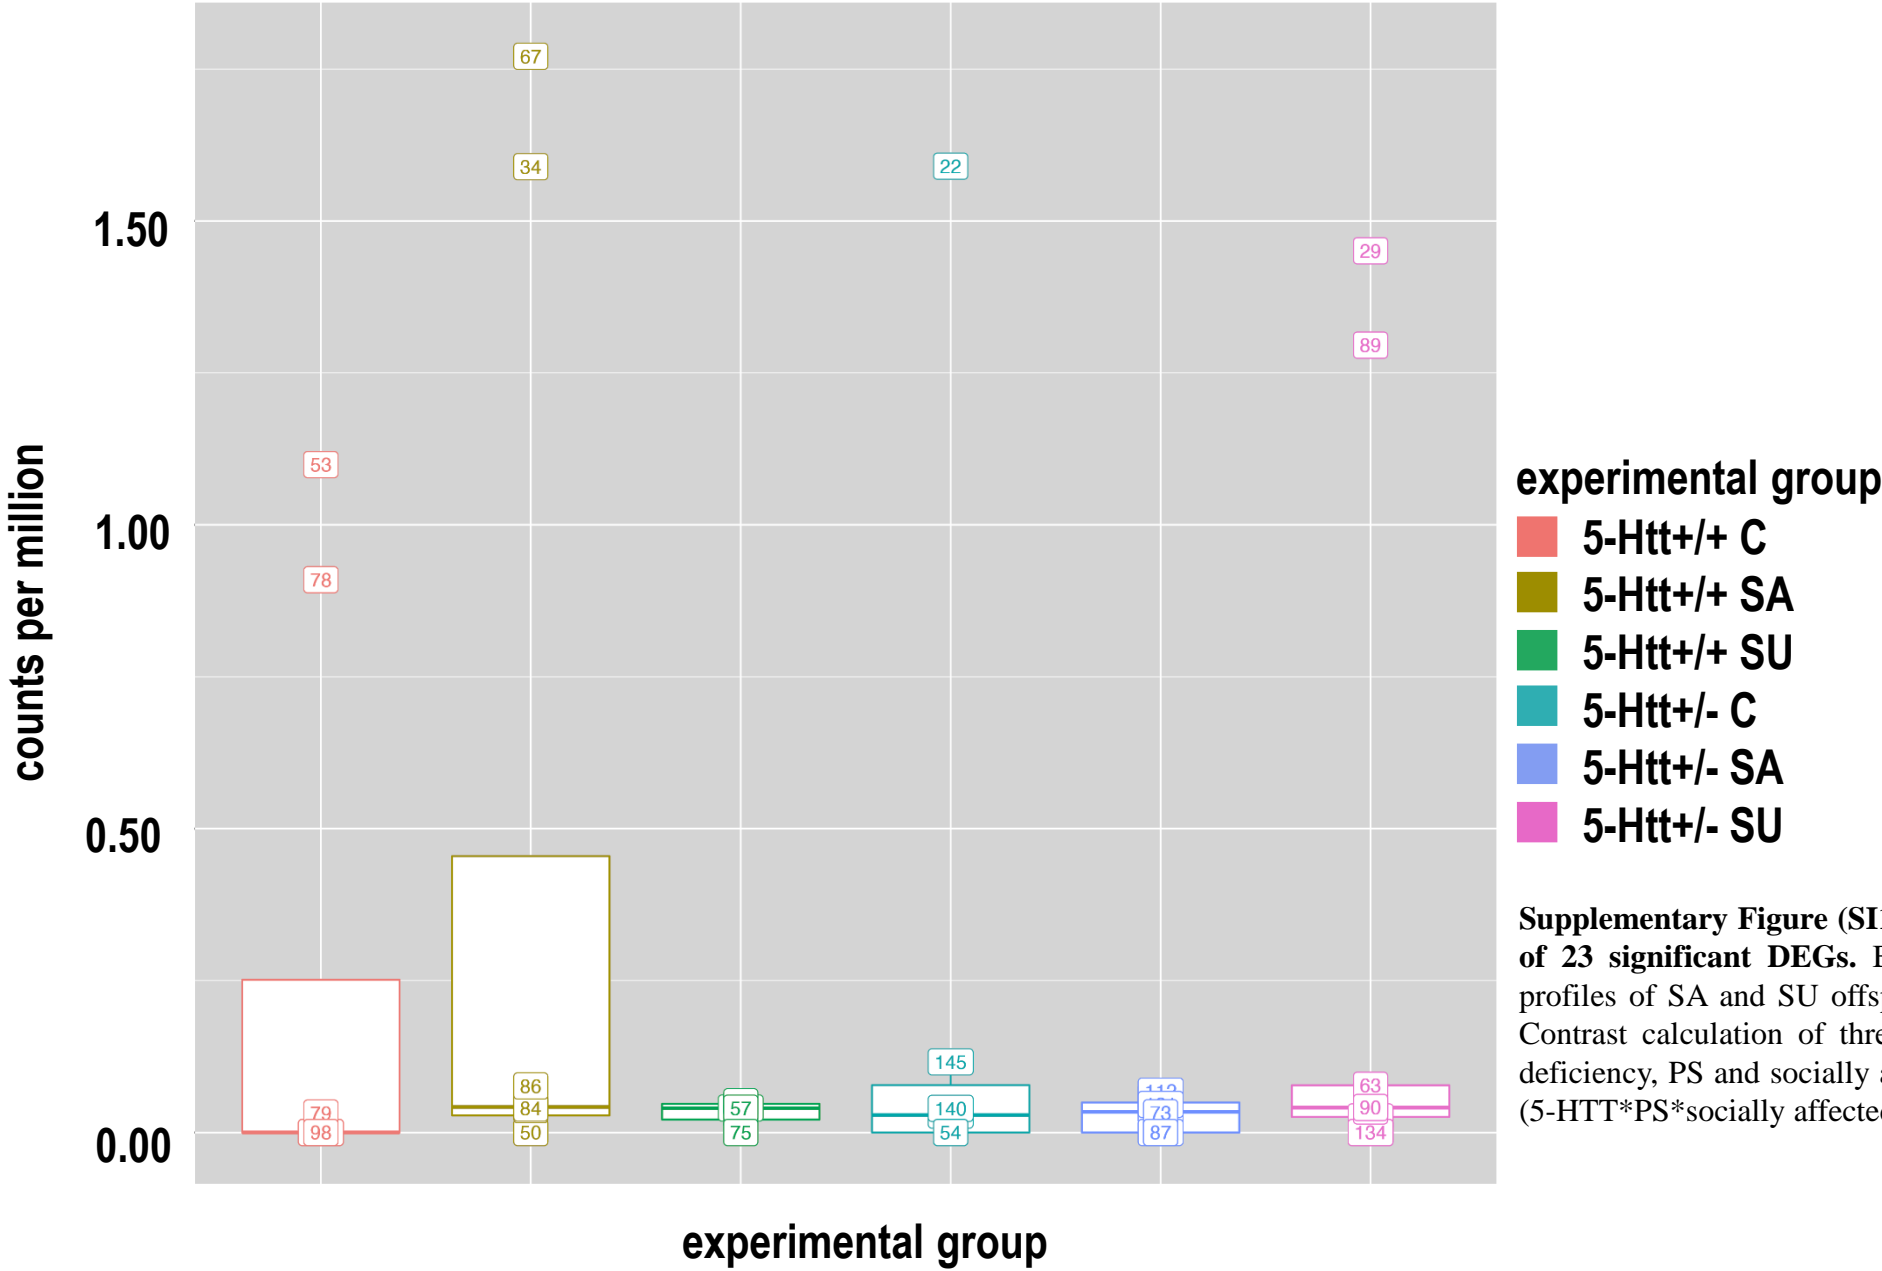

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

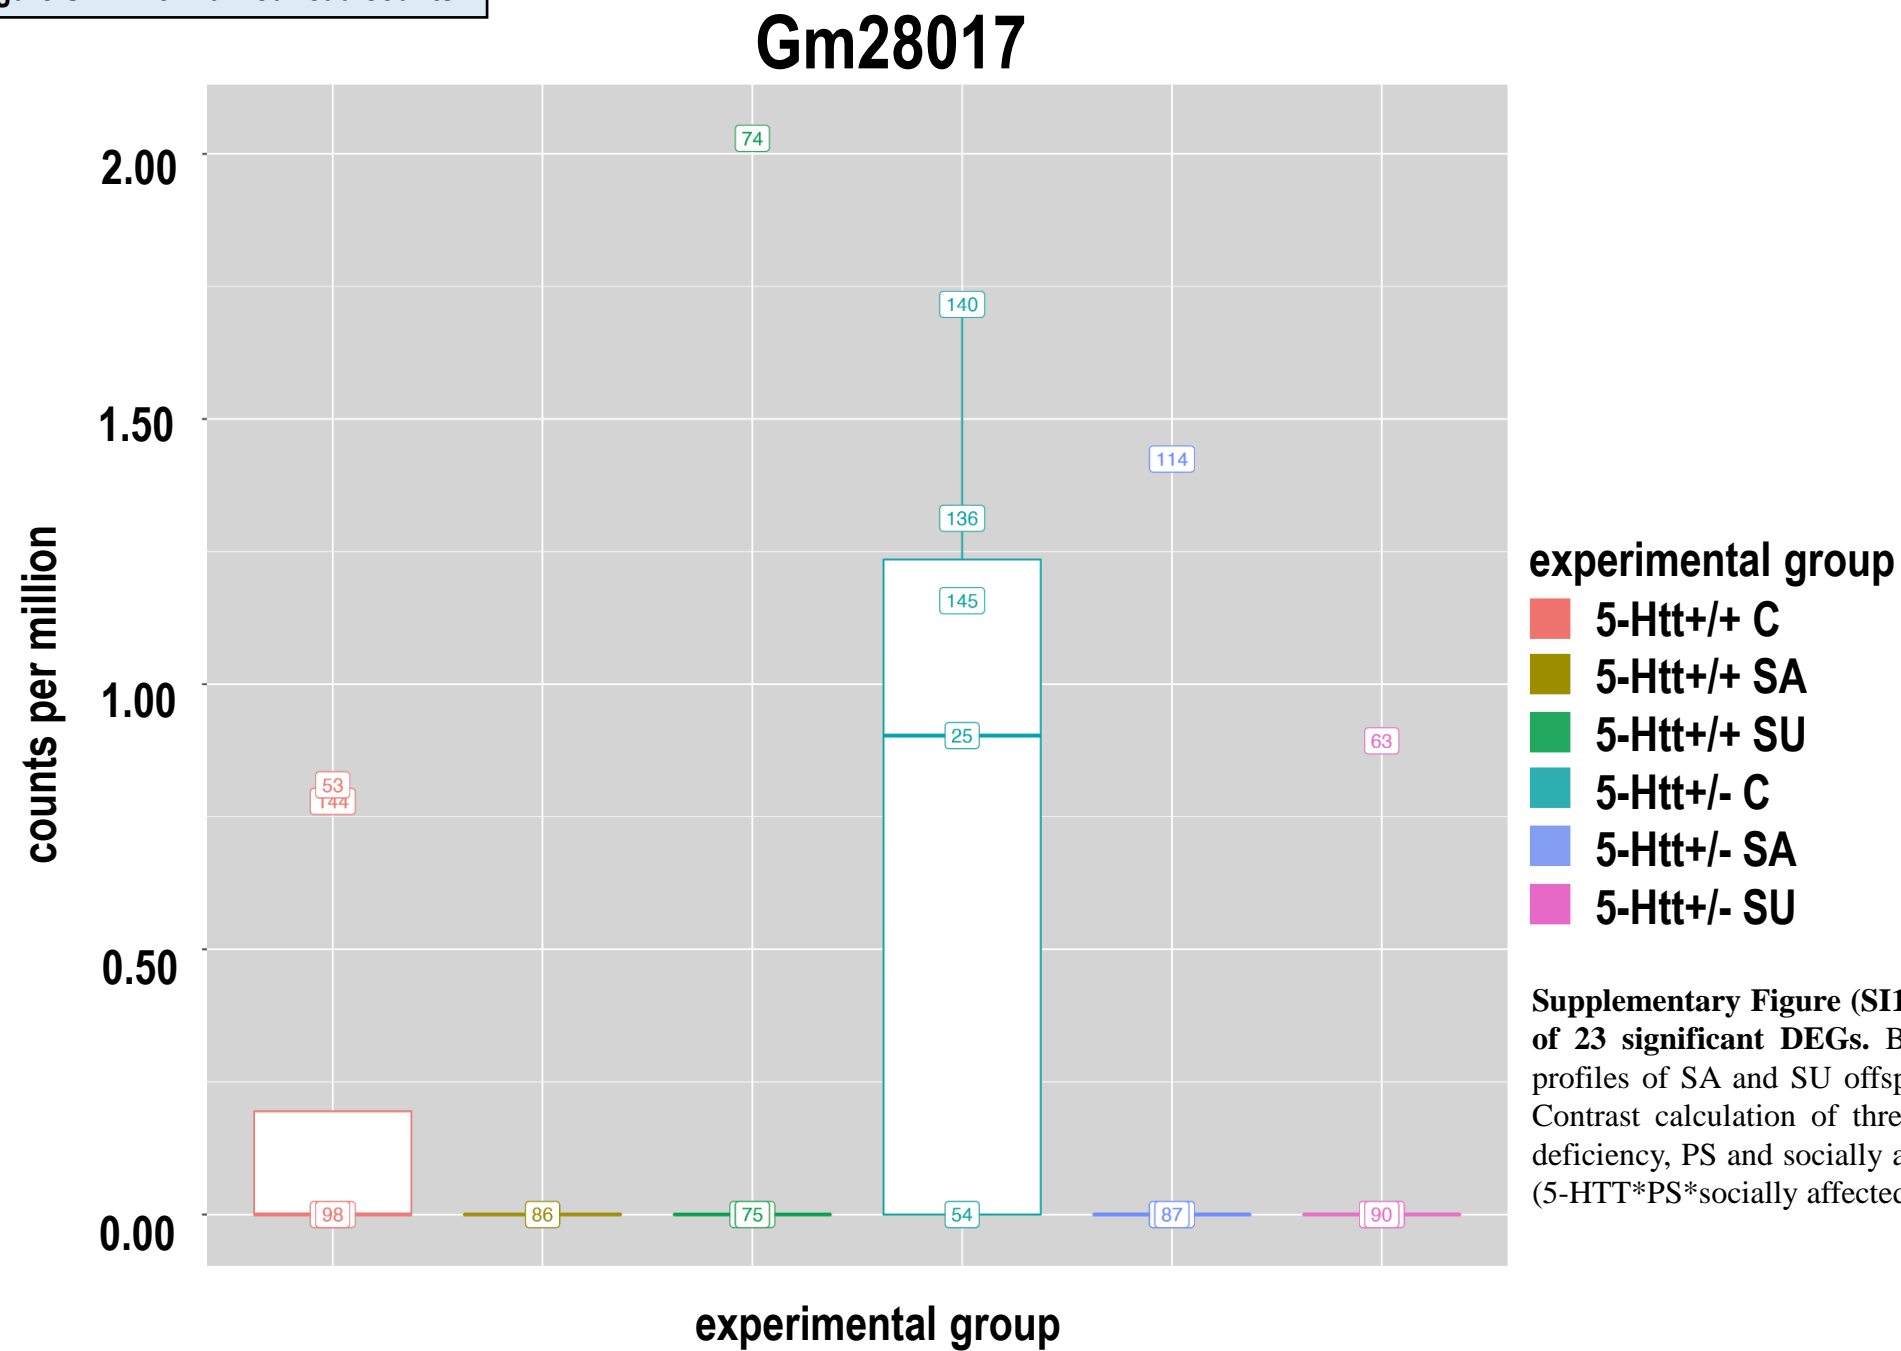

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

# Gm4294

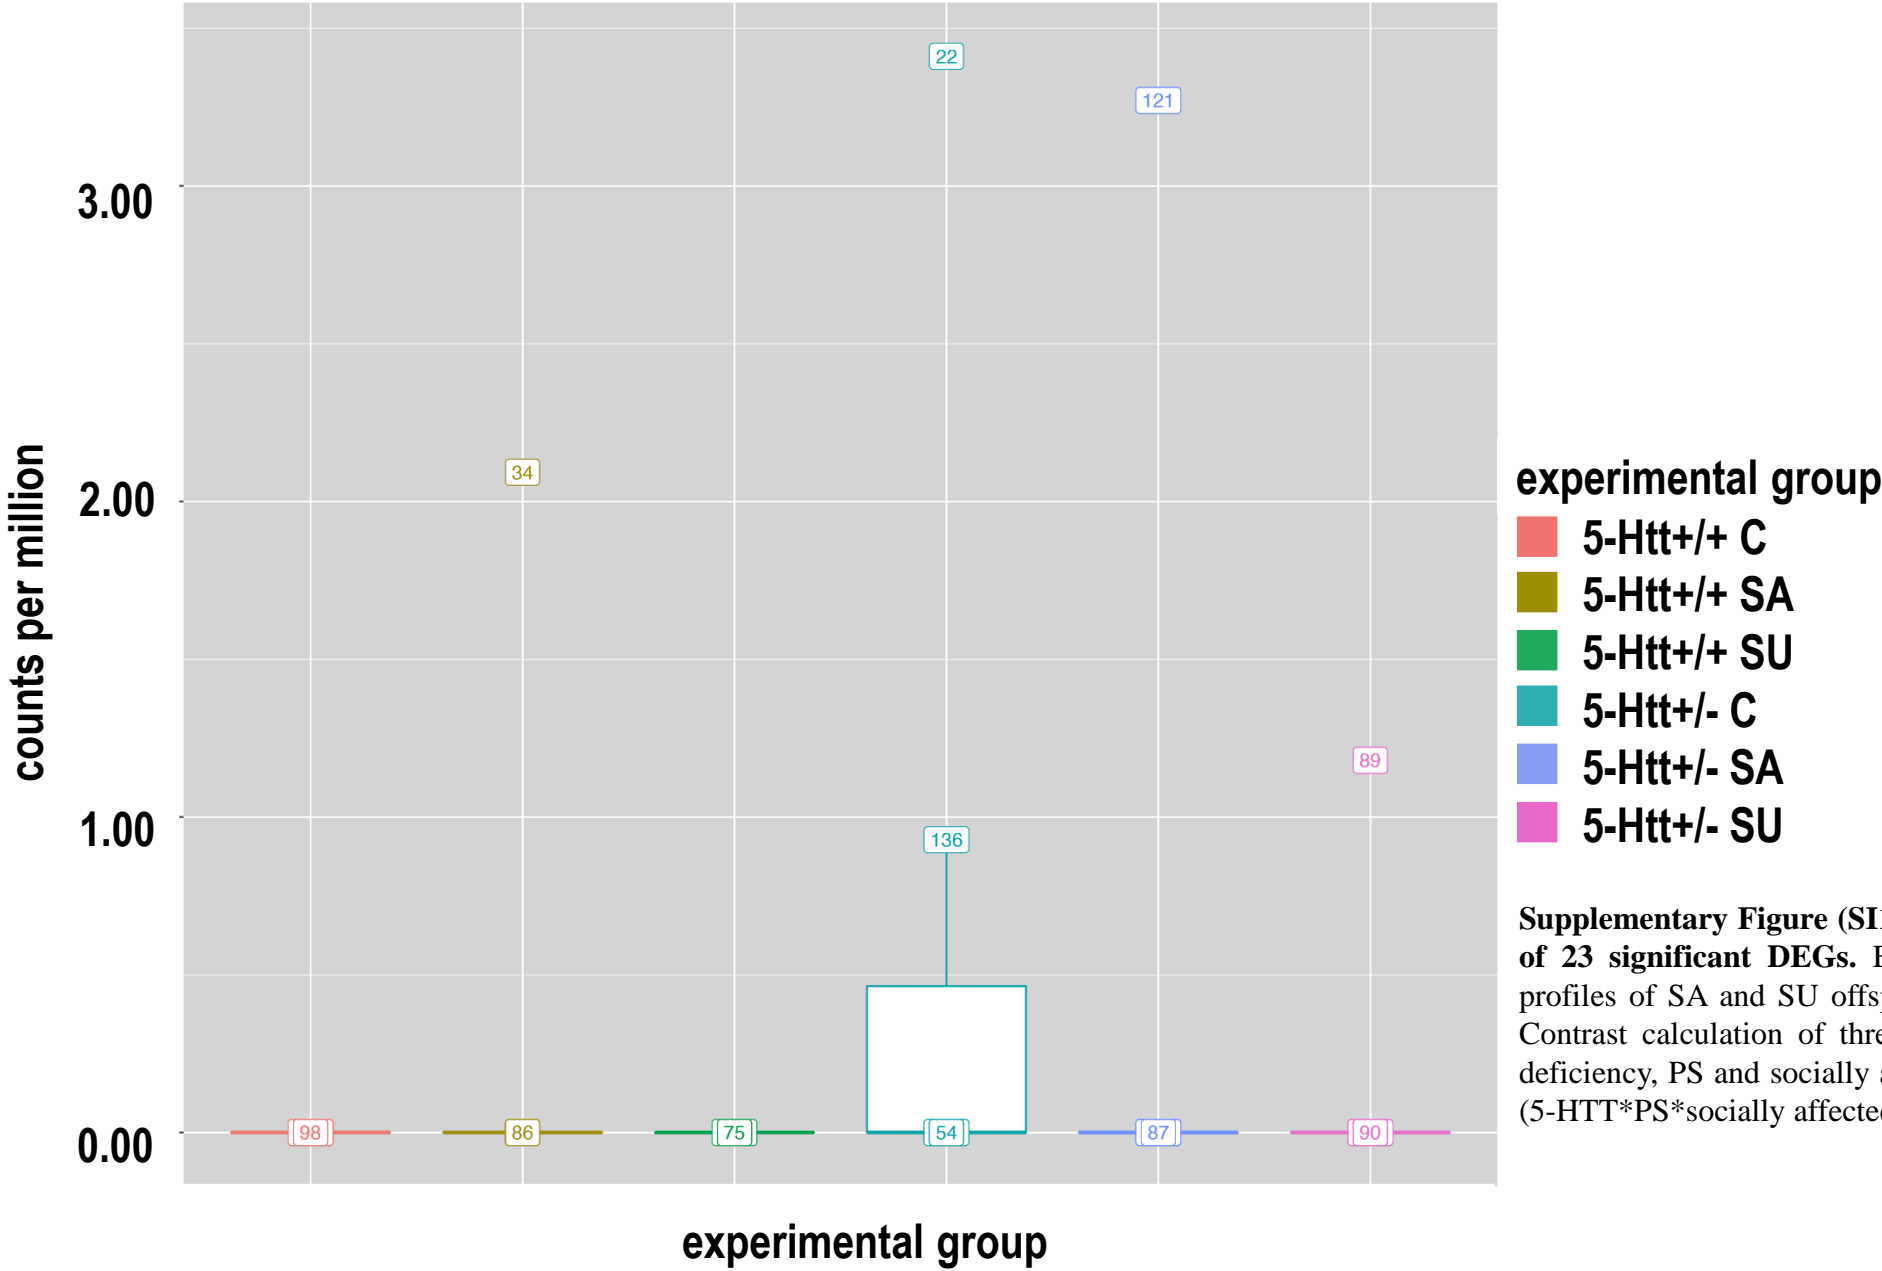

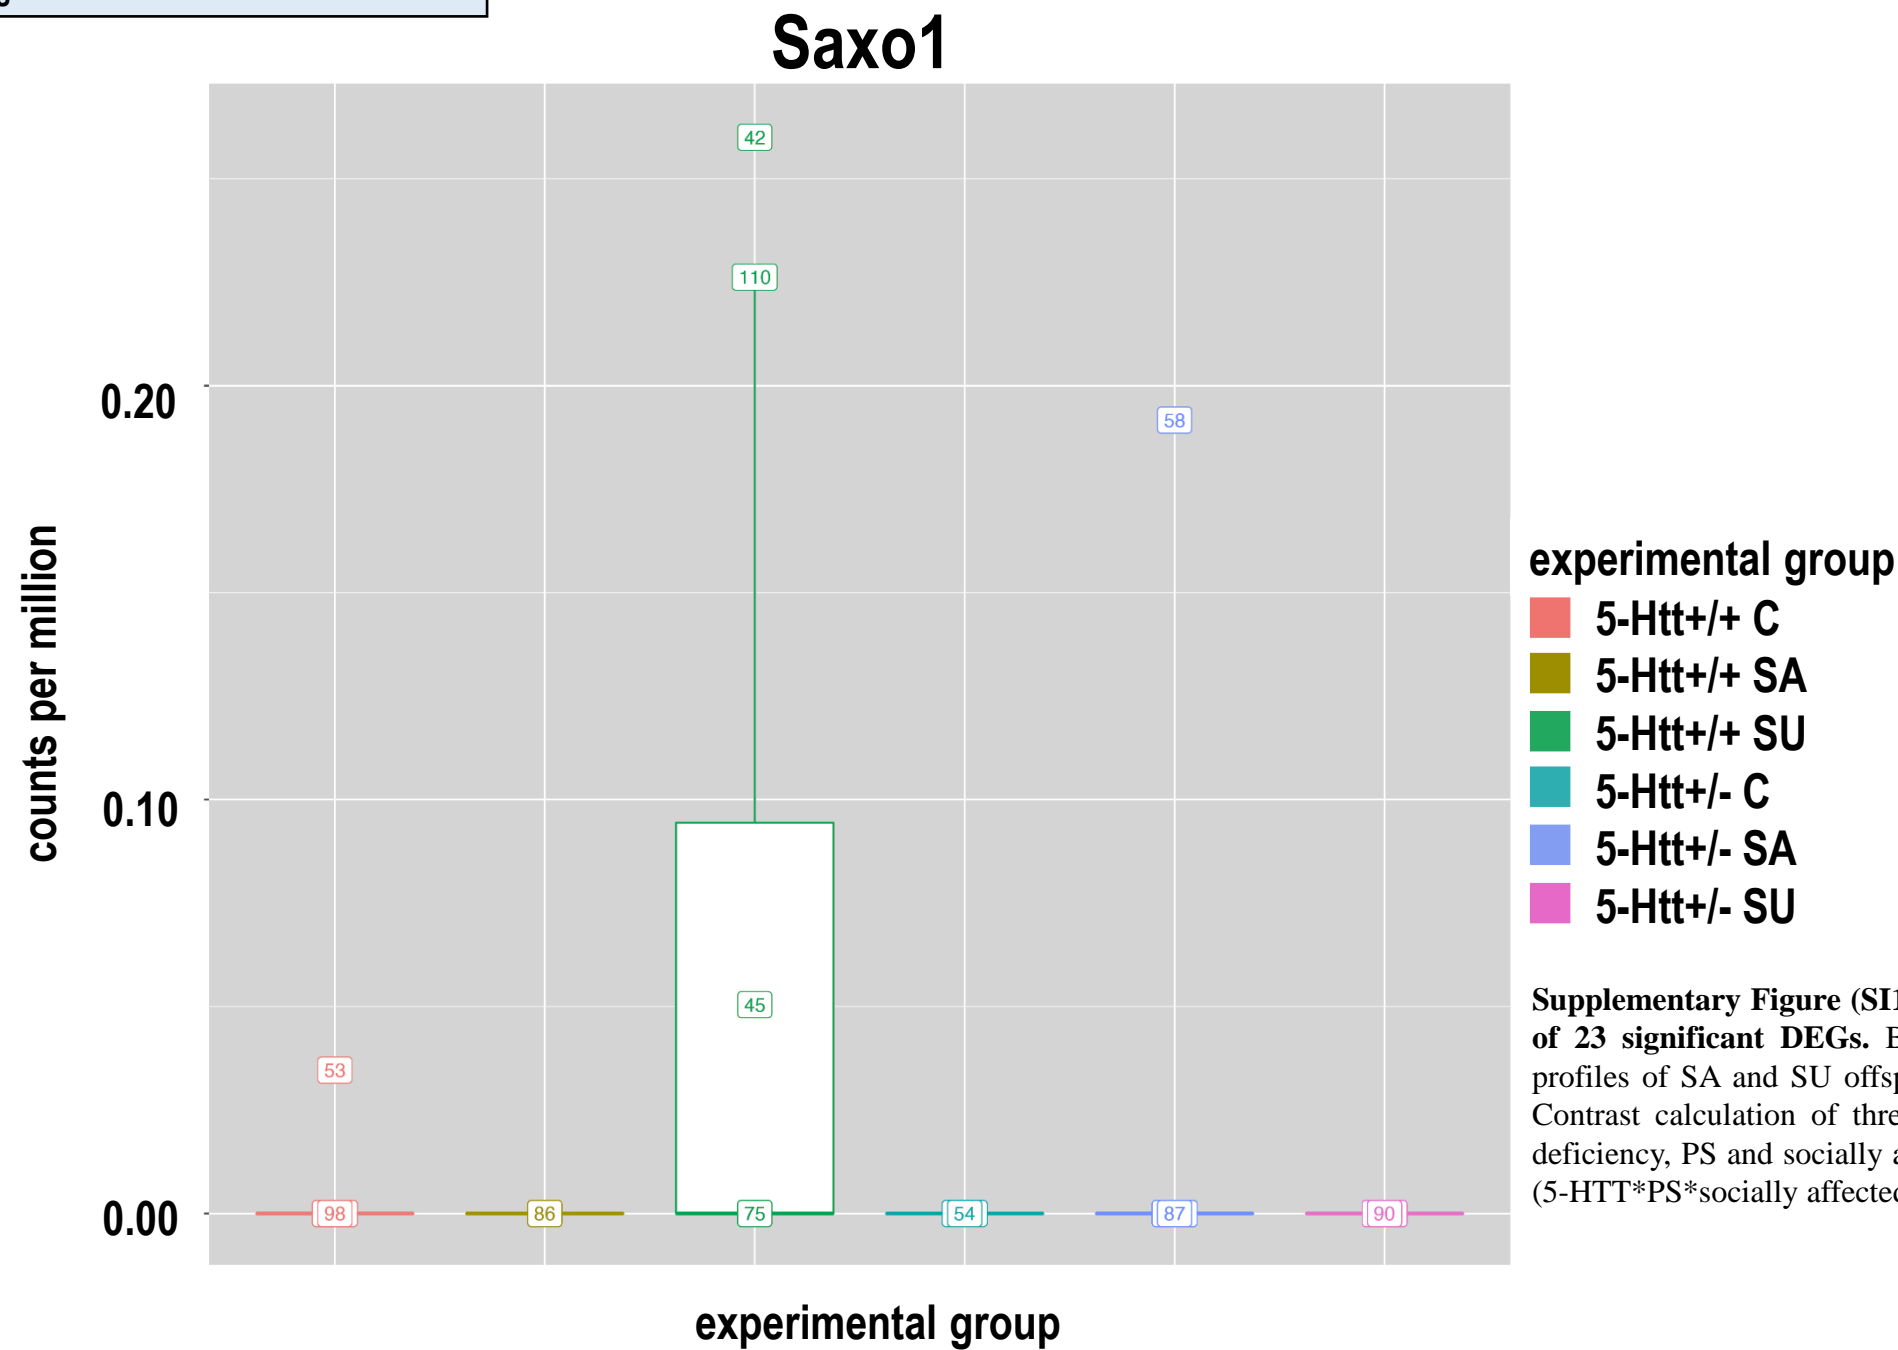

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

# Gm8203

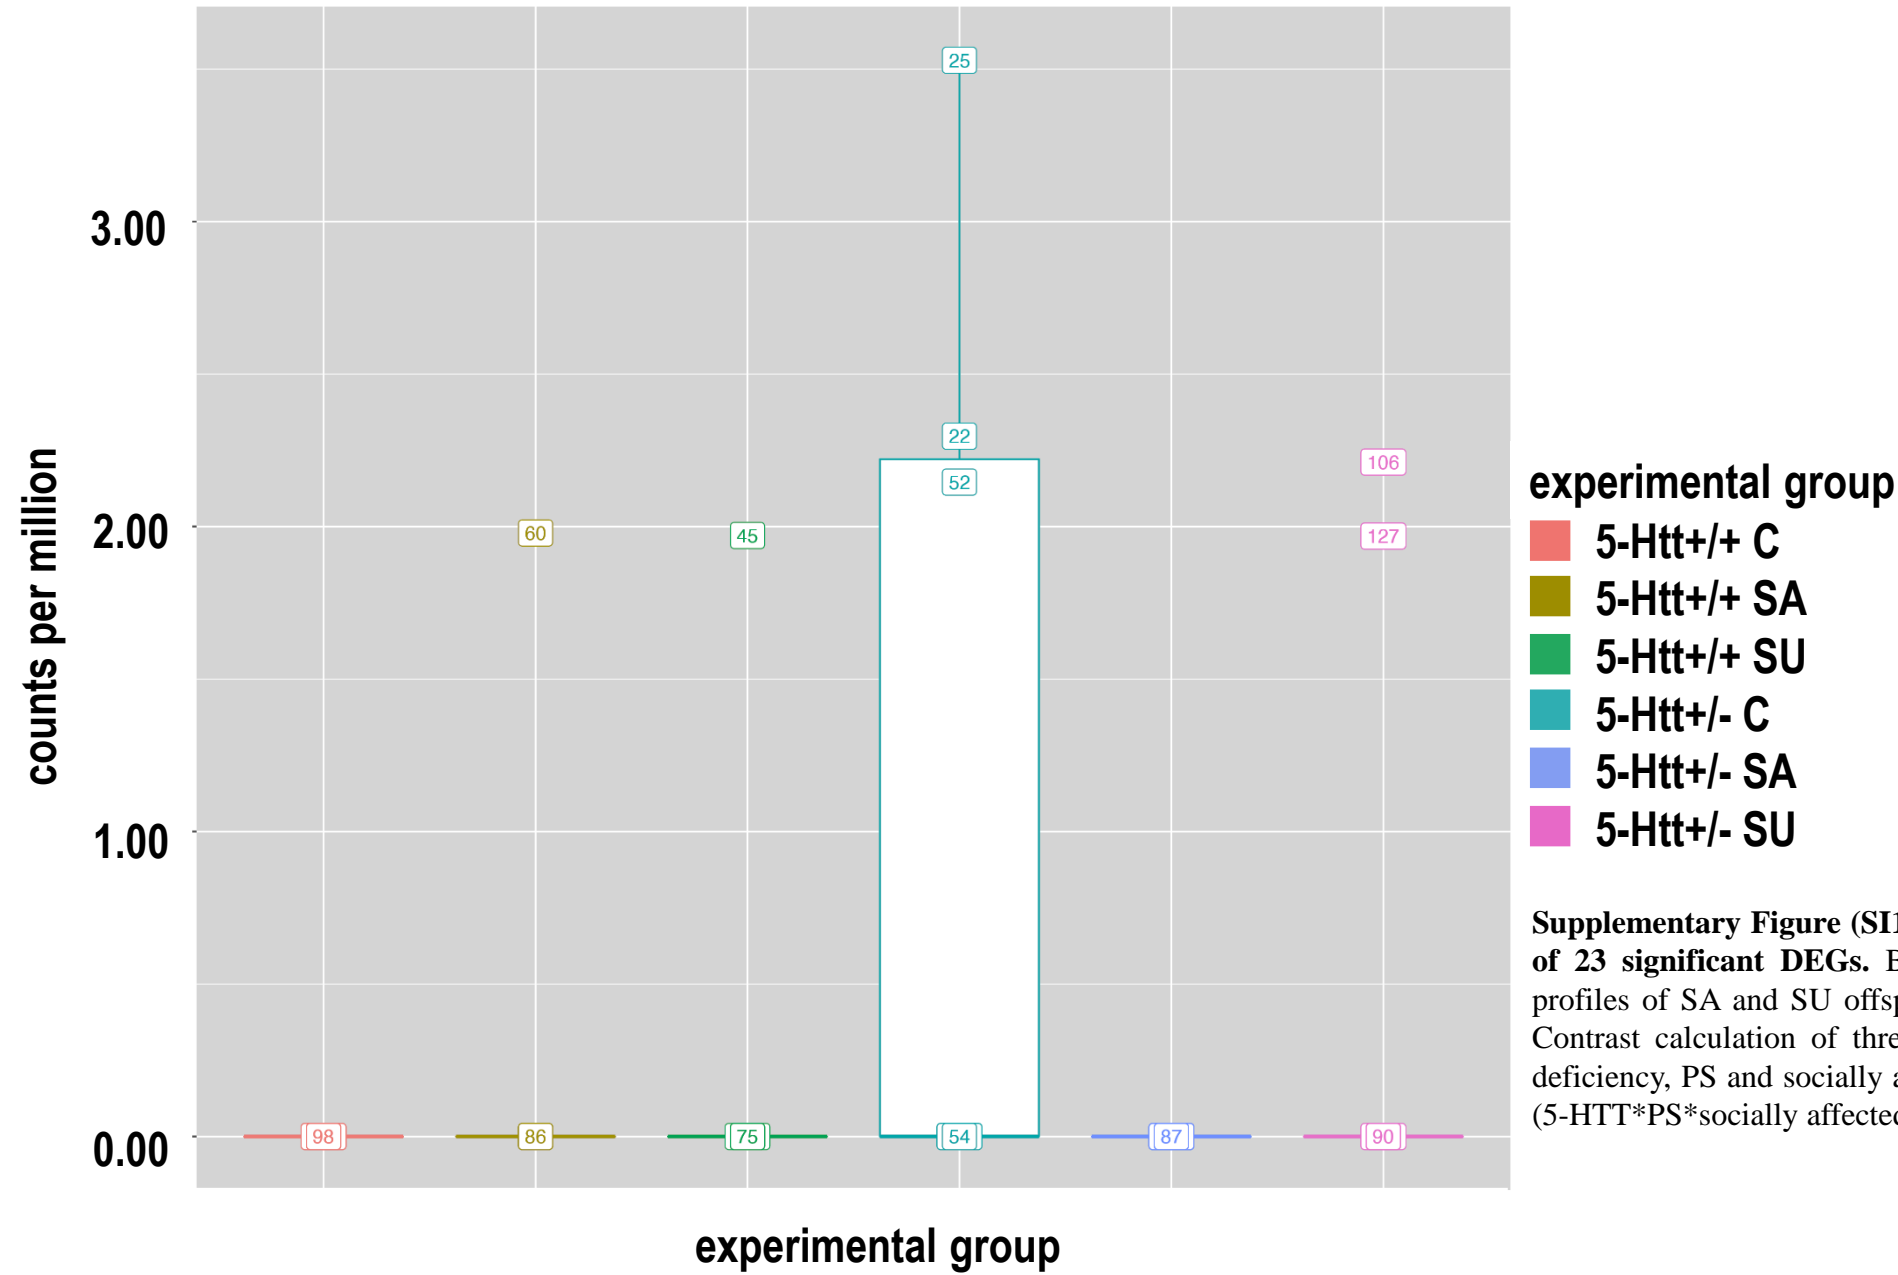

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

# Mapk15

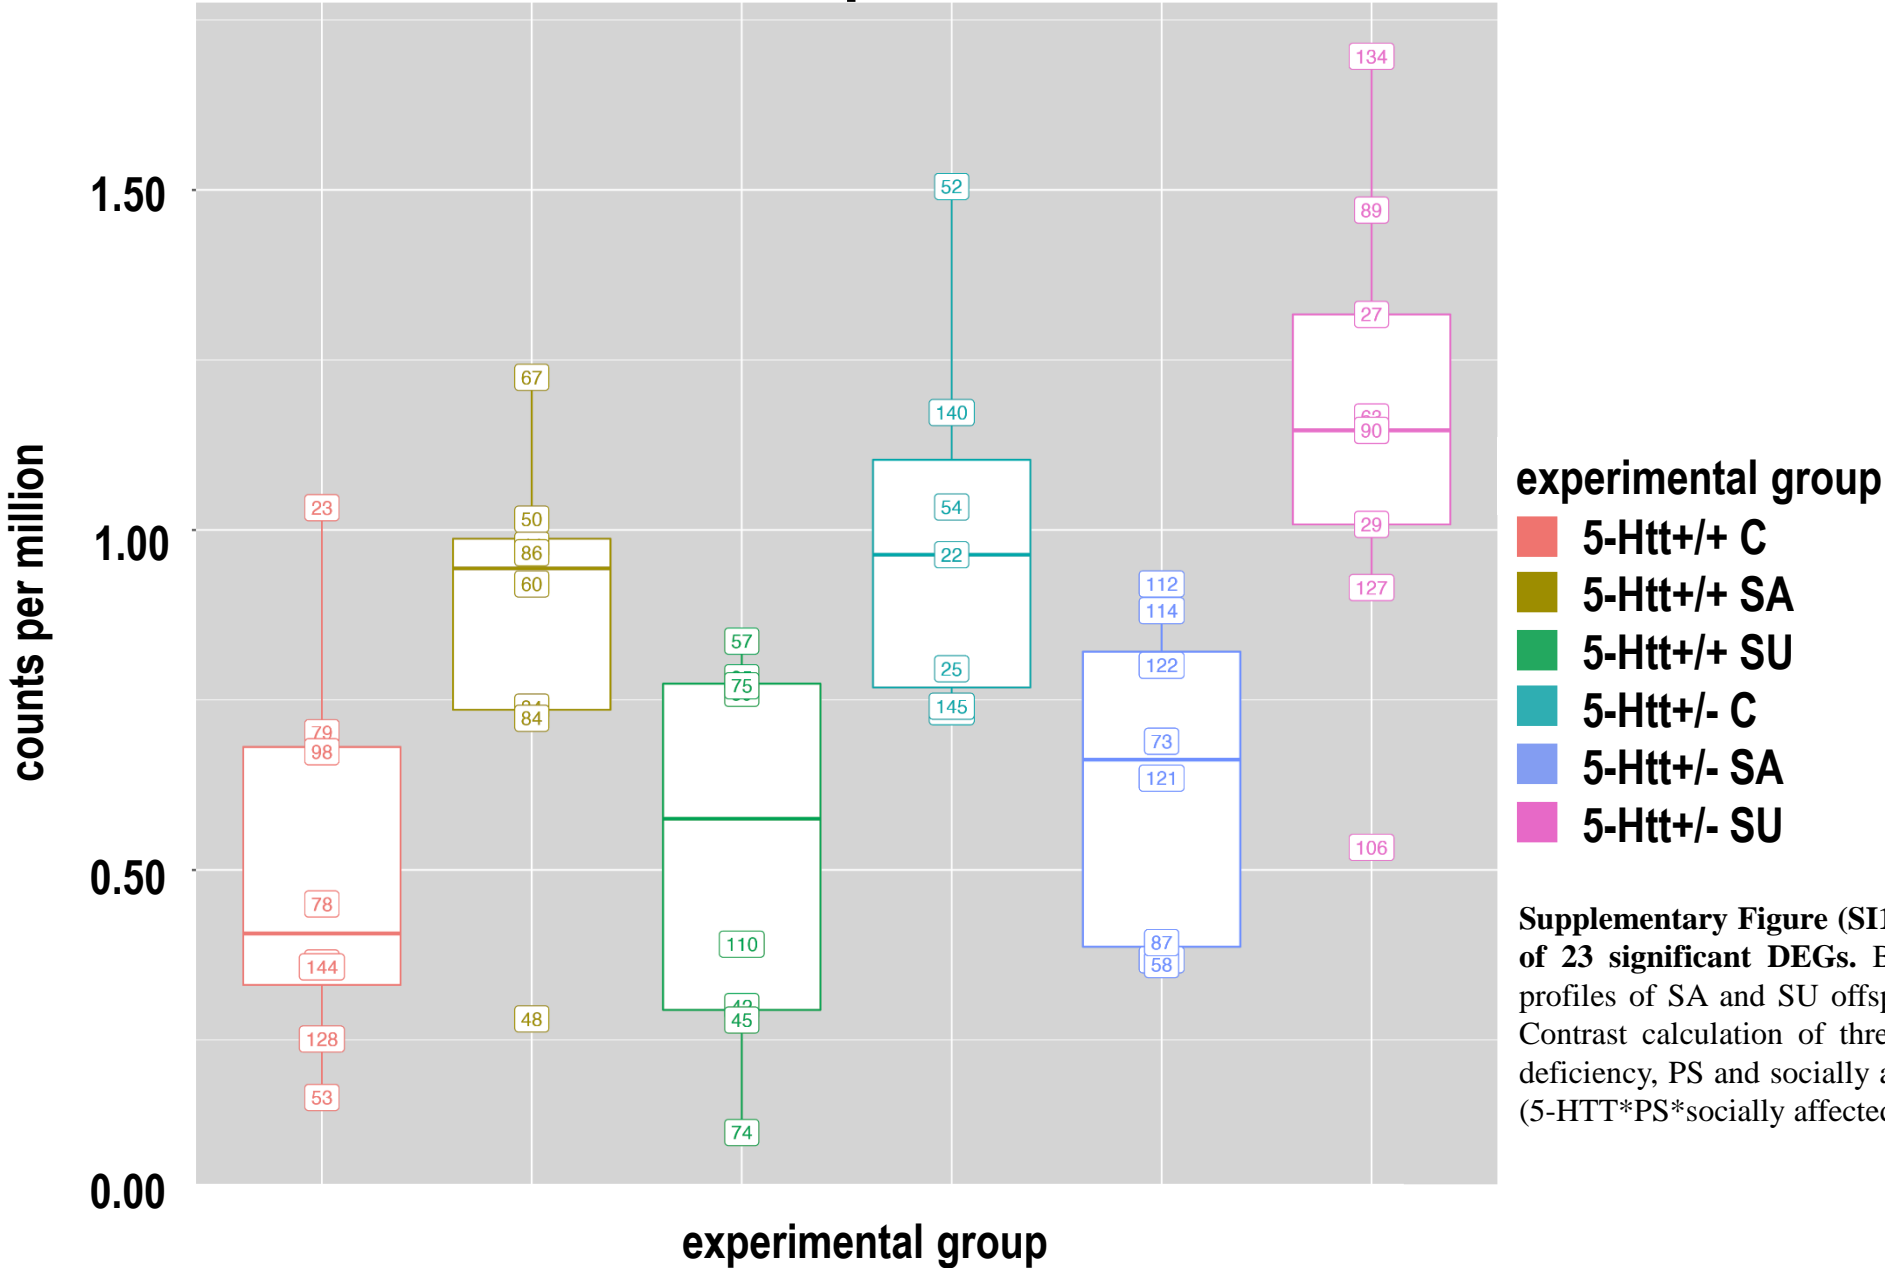

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

# Gm43335

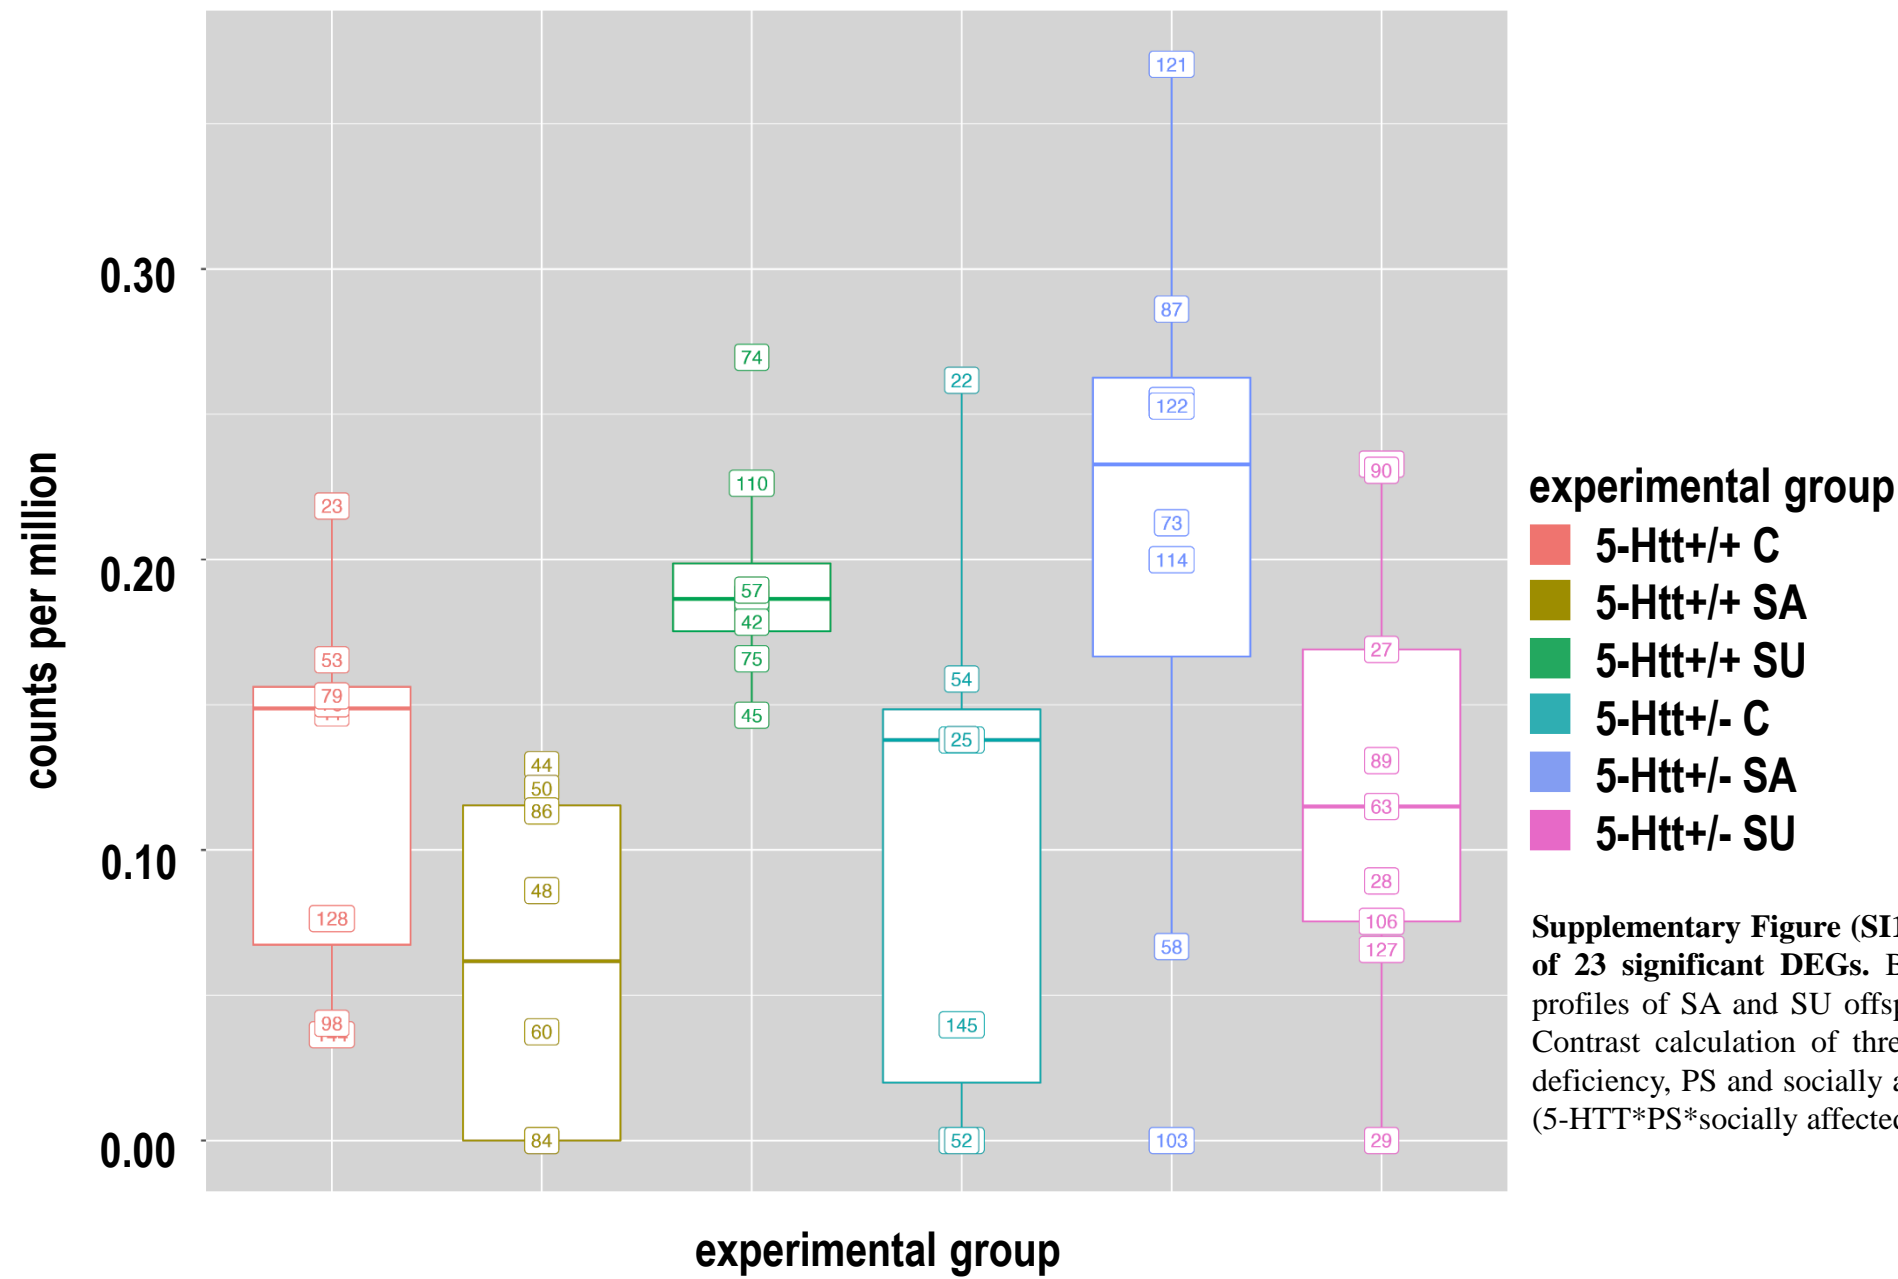

Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs. Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

# Gm16033

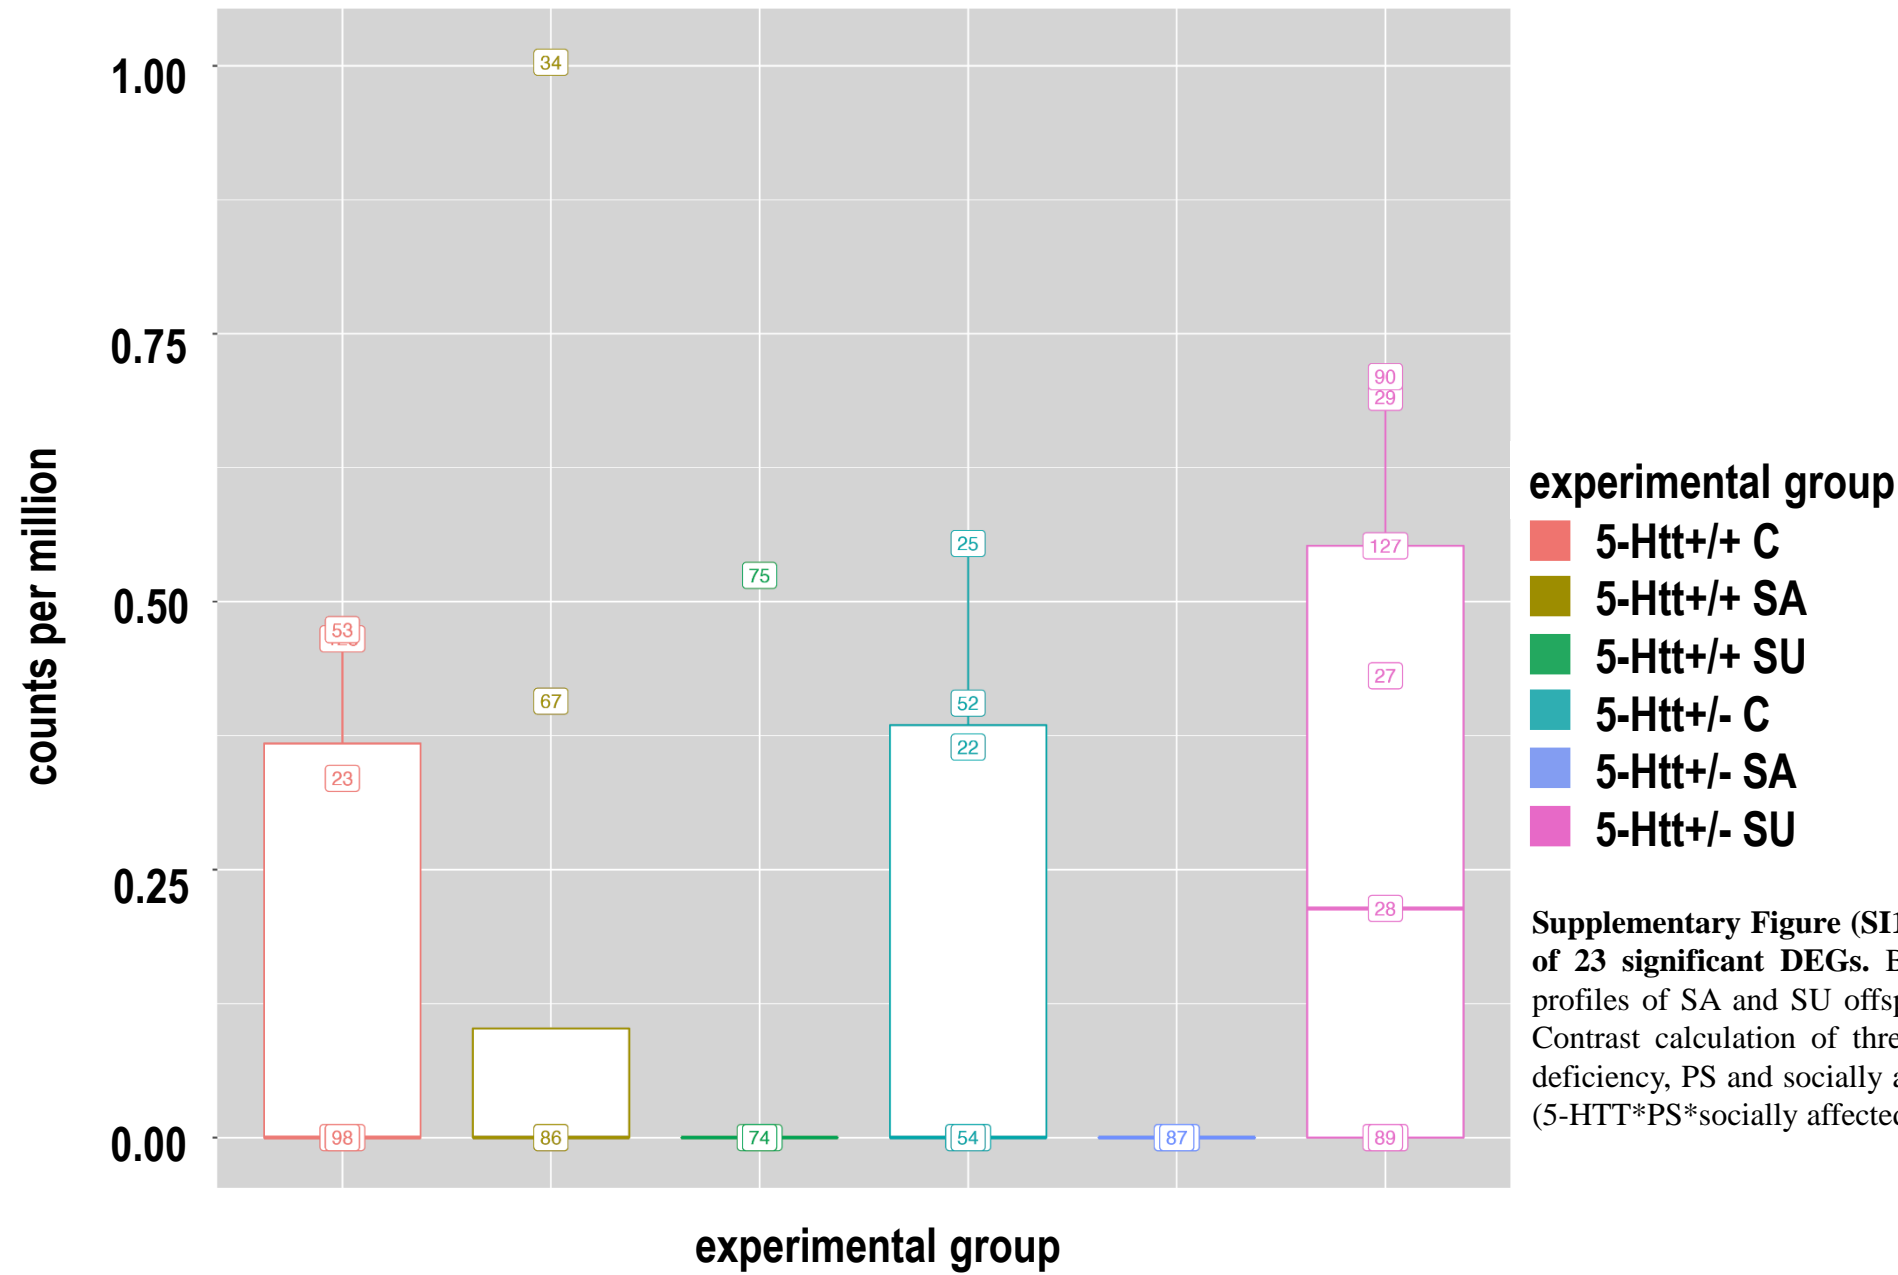

**Supplementary Figure (SI11). Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT\*PS\*socially affected/unaffected behaviour).

# Supplementary material for: Differential susceptibility to prenatal stress exposure in serotonin transporter-deficient female mice—an epigenetic exploration
**Source:** Front Neurosci. 2025 Sep 23;19:1633386. doi: 10.3389/fnins.2025.1633386
**Supplement:** Supplementary file 3

Supplementary Material

# Supplementary Data

**AFM and GAPDH as control primers for successful H3K4me3 chromatin immunoprecipitation**

To determine the successful immunoprecipitation of the histone marker H3K4me3, which is very closely related to actively expressed genes, we chose as a positive control glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*). *Gapdh* is widely used as a reference gene for qPCR. As a negative control we used afamin (*Afm*), which is not expressed in the brain of adult mice. Both primer pairs were located in the area of the transcription start site and are displayed in SI1.

UCSC *In-Silico* PCR^[[1]](#footnote-1)^ using the reference genome Mouse July 2007 (NCBI37/mm9) Assembly and the temperature calculations were done assuming 50 mM salt and 50 nM annealing oligo concentration. The code to calculate the melting temperature was obtained from [Primer3](http://frodo.wi.mit.edu/primer3/input.htm) (Untergasser et al., 2012).

GAPDH:

>chr6:125115771-125115841 71 bp

Primer Melting Temperatures of forward (63.3°C) ctgggcctctctcatttccc and reverse (64.2°C) cttggtgcgtgcacatttca primer.

The PCR product:

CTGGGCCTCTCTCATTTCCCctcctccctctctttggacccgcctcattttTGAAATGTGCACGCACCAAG

is displayed in SI2.

AFM:

>chr5:90948075-90948146 72 bp

Primer Melting Temperatures of forward (61.0°C) ctagccctacccacaaagcc and reverse (60.7°C) cccctaacttagcattcctggt primer.

The PCR product:

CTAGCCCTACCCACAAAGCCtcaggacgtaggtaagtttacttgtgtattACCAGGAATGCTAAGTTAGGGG

is displayed in SI3.

All samples were run in duplicate and the used fluorophore was SYBRgreen. QRT-PCR was performed on the LC4800, 384 well system (Roche, Basel, Switzerland). For one sample per group, we additionally used an input control (IN) as negative control. This IN was not subjected to immunoprecipitation as positive control and samples, but immunoprecipitated with a mixture of random rabbit IgGs (RAB) (Vector Laboratories, Burlingame, CA, USA). For the IN fraction, 100 µl were taken from the RAB samples (SI4).

Results of the qRT-PCR are reported in table SI5.

**Mapping efficiency of the H3K4me3-based enrichment sequencing**

Sequencing quality, GC content, overrepresented sequences and sequencing duplication levels were all in accordance with the expected thresholds, while mapping showed some deviations. The paired-end 50 bp sequencing reads were mapped using Bowtie2 (v2.3.2) software. Table SI6 summarizes the mapping statistics for all samples. As the mapping efficiencies of some of the samples were lower than expected, a couple of additional improvement steps were performed. During this process possible bias in unmapped or poorly mapped reads was assessed. However, no technical bias could be found both in data analysis steps or library prep. The results of this extra analysis suggest that the mapping efficiency bias is merely caused by the sample preparation (chromatin immunoprecipitation; ChIP) itself and the data should be interpreted with this in mind, as the coverage might differ between the individual samples.

**Dam weight and litter size**

Dam weight was recorded on E0, E13 and E17. Before stress exposure control dams and dams that were appointed to the stress group showed the same gain in weight from E0 to E13 (see SI7 for more details). From beginning to end of the maternal stress paradigm (E13-E17), stressed dams showed reduced weight gain, when compared to control animals. The average litter size did not differ between groups.

The efficacy of the PS paradigm can be seen by looking at the dam weight. A significant reduction in weight gain during the last stage of pregnancy was observed in dams, subjected to restraint stress in comparison to control dams, while both groups produced on average litters of equal size. Repeated, acute, restraint stress has been widely associated with a decrease in body weight in rodents (Rybkin et al., 1997, Harris et al., 2002, Harris et al., 2006, Jeong et al., 2013).

# Supplementary Figures and Tables

## Supplementary Tables

SI1 Primer designed for positive and negative control of successful, specific immunoprecipitation of H3K4me

| Oligo Name | Sequence 5' to 3' (include modification codes if applicable) | Scale (µmol) | Purification | Company |
| --- | --- | --- | --- | --- |
| mmu-gDNA-Gapdh F' | CTGGGCCTCTCTCATTTCCC | 0.025 | desalted | Sigma-Aldrich |
| mmu-gDNA-Gapdh R' | CTTGGTGCGTGCACATTTCA | 0.025 | desalted | Sigma-Aldrich |
| mmu_gDNA_AFM_F | CTAGCCCTACCCACAAAGCC | 0.025 | desalted | Sigma-Aldrich |
| mmu_gDNA_AFM_R | CCCCTAACTTAGCATTCCTGGT | 0.025 | desalted | Sigma-Aldrich |

SI4 Summary of sequenced samples, n = 6 per group.

| **NXT-Dx No** | **Sample ID** | **Group** |
| --- | --- | --- |
| 1 | 78 | 1 |
| 2 | 128 | 1 |
| 3 | 53IN | 1 |
| 4 | 53 | 1 |
| 5 | 26 | 1 |
| 6 | 23 | 1 |
| 7 | 79 | 1 |
| 8 | 84 | 2 |
| 9 | 50 | 2 |
| 10 | 48 | 2 |
| 11 | 34 | 2 |
| 12 | 60IN | 2 |
| 13 | 60 | 2 |
| 14 | 66 | 2 |
| 15 | 110 | 3 |
| 16 | 75 | 3 |
| 17 | 42 | 3 |
| 18 | 45 | 3 |
| 19 | 117 | 3 |
| 20 | 57IN | 3 |
| 21 | 57 | 3 |
| 22 | 54IN | 4 |
| 23 | 54 | 4 |
| 24 | 139 | 4 |
| 25 | 52 | 4 |
| 26 | 17 | 4 |
| 27 | 22 | 4 |
| 28 | 25 | 4 |
| 29 | 103 | 5 |
| 30 | 122IN | 5 |
| 31 | 122 | 5 |
| 32 | 121 | 5 |
| 33 | 76 | 5 |
| 34 | 58 | 5 |
| 35 | 37 | 5 |
| 36 | 127IN | 6 |
| 37 | 127 | 6 |
| 38 | 106 | 6 |
| 39 | 63 | 6 |
| 40 | 90 | 6 |
| 41 | 27 | 6 |
| 42 | 89 | 6 |

SI5 Quality Control H3K4me3 ChIP. Positive and negative control for the specificity of the chromatin immuno precipitation using afamin (Afm) as negative and glyceraldehyde 3-phosphate dehydrogenase (Gapdh) as positive control.

SI6 Table Mapping efficiency of the sequencing using Bowtie.2. The table shows the fragment length (FL), treatment redundancy (TR), control redundancy (CR), efficiency of the mapping (aligned [%]), furthermore the % of duplicates (Dup) and GC content [%] and total sequences in millions (M Seq) for reads 1 and 2 of the paired-end reads.

| **Sample** | **FL** | **TR** | **CR** | **Aligned [%]** | **Dup1 [%]** | **GC1 [%]** | **M Seq1** | **Dup2 [%]** | **GC2 [%]** | **M Seq2** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 17 IP | 232 | 0.21 |  | 30.5 | 13 | 46 | 32.7 | 11.4 | 46 | 32.7 |
| 22 IP | 221 | 0.18 |  | 31.7 | 11.9 | 47 | 22.5 | 10.7 | 48 | 22.5 |
| 23 IP | 232 | 0.22 |  | 51.8 | 10.4 | 50 | 13.2 | 9.7 | 50 | 13.2 |
| 25 IP | 232 | 0.28 |  | 54.8 | 18.3 | 53 | 22.9 | 15.9 | 53 | 22.9 |
| 26 IP | 233 | 0.18 |  | 43.9 | 8.5 | 50 | 10.1 | 7.8 | 50 | 10.1 |
| 27 IP | 224 | 0.21 |  | 41.6 | 10.9 | 48 | 15.6 | 10.2 | 48 | 15.6 |
| 34 IP | 235 | 0.2 |  | 42.3 | 9.9 | 48 | 15.8 | 8.9 | 48 | 15.8 |
| 37 IP | 234 | 0.22 |  | 50.6 | 11.3 | 49 | 16 | 10.5 | 49 | 16 |
| 42 IP | 220 | 0.25 |  | 56.9 | 13.4 | 52 | 15.3 | 12.4 | 52 | 15.3 |
| 45 IP | 220 | 0.22 |  | 49.9 | 12.1 | 49 | 16.4 | 11.4 | 49 | 16.4 |
| 48 IP | 224 | 0.23 |  | 57.3 | 14 | 50 | 15.8 | 12.3 | 50 | 15.8 |
| 50 IP | 232 | 0.19 |  | 48 | 9 | 49 | 10.8 | 8.3 | 49 | 10.8 |
| 52 IP | 226 | 0.24 |  | 78.9 | 15 | 51 | 24.3 | 13.3 | 51 | 24.3 |
| 53 control | 220 | 0.2 | 0.19 |  |  |  |  |  |  |  |
| 53 IN | 71 | 0.19 |  | 37.4 | 11.6 | 45 | 26.4 | 10.3 | 45 | 26.4 |
| 53 IP | 220 | 0.2 |  | 62.2 | 11.6 | 49 | 12.9 | 10 | 49 | 12.9 |
| 54 control | 219 | 0.2 | 0.21 |  |  |  |  |  |  |  |
| 54 IN | 73 | 0.21 |  | 46.5 | 12.3 | 44 | 23.8 | 11.8 | 45 | 23.8 |
| 54 IP | 219 | 0.2 |  | 59.1 | 12.3 | 49 | 22.6 | 11 | 49 | 22.6 |
| 57 control | 230 | 0.21 | 0.21 |  |  |  |  |  |  |  |
| 57 IN | 70 | 0.21 |  | 35.6 | 10.8 | 45 | 23.5 | 10.4 | 45 | 23.5 |
| 57 IP | 230 | 0.21 |  | 54.8 | 11 | 50 | 18.7 | 10.3 | 50 | 18.7 |
| 58 IP | 213 | 0.19 |  | 30.1 | 10.7 | 47 | 15.2 | 10 | 47 | 15.2 |
| 60 control | 226 | 0.18 | 0.21 |  |  |  |  |  |  |  |
| 60 IN | 65 | 0.21 |  | 30.3 | 10.8 | 45 | 20.7 | 10.4 | 46 | 20.7 |
| 60 IP | 226 | 0.18 |  | 51.7 | 10 | 48 | 15.1 | 9.5 | 48 | 15.1 |
| 63 IP | 210 | 0.22 |  | 33 | 11.3 | 45 | 14.1 | 10.4 | 45 | 14.1 |
| 66 IP | 229 | 0.18 |  | 43.2 | 10 | 48 | 15.9 | 9.5 | 48 | 15.9 |
| 75 IP | 216 | 0.21 |  | 51.2 | 11.2 | 50 | 14.6 | 10.4 | 50 | 14.6 |
| 76 IP | 222 | 0.28 |  | 53.5 | 17.7 | 54 | 13 | 16.5 | 54 | 13 |
| 78 IP | 217 | 0.2 |  | 56.5 | 9.5 | 51 | 13.1 | 8.6 | 51 | 13.1 |
| 79 IP | 239 | 0.22 |  | 78.4 | 11.7 | 52 | 11.7 | 10.9 | 52 | 11.7 |
| 84 IP | 233 | 0.21 |  | 65.7 | 10.2 | 52 | 11.3 | 9.5 | 52 | 11.3 |
| 89 IP | 232 | 0.27 |  | 58.1 | 13.3 | 51 | 15.8 | 12.6 | 51 | 15.8 |
| 90 IP | 208 | 0.22 |  | 36.8 | 11.9 | 46 | 19.5 | 11.2 | 46 | 19.5 |
| 103 IP | 216 | 0.21 |  | 51.1 | 13 | 50 | 23.9 | 11.6 | 50 | 23.9 |
| 106 IP | 212 | 0.25 |  | 49.5 | 13.1 | 49 | 19.7 | 11.9 | 49 | 19.7 |
| 110 IP | 201 | 0.18 |  | 36.1 | 10.3 | 45 | 18 | 9.6 | 45 | 18 |
| 117 IP | 214 | 0.22 |  | 40.4 | 12.8 | 49 | 16.9 | 12 | 49 | 16.9 |
| 121 IP | 221 | 0.28 |  | 57.8 | 16.3 | 52 | 23.4 | 14.6 | 52 | 23.4 |
| 122 control | 224 | 0.27 | 0.19 |  |  |  |  |  |  |  |
| 122 IN | 69 | 0.19 |  | 38 | 11 | 45 | 26.2 | 10.2 | 45 | 26.2 |
| 122 IP | 224 | 0.27 |  | 75.8 | 17.2 | 54 | 21.4 | 15.2 | 54 | 21.4 |
| 127 control | 221 | 0.28 | 0.2 |  |  |  |  |  |  |  |
| 127 IN | 68 | 0.2 |  | 32 | 11.1 | 45 | 26.9 | 10.8 | 45 | 26.9 |
| 127 IP | 221 | 0.28 |  | 68.1 | 17 | 53 | 15.2 | 15.6 | 53 | 15.2 |
| 128 IP | 215 | 0.23 |  | 57.4 | 10.9 | 50 | 14.9 | 10.3 | 50 | 14.9 |
| 139 IP | 230 | 0.2 |  | 44.5 | 12.8 | 49 | 20.1 | 11.3 | 49 | 20.1 |

SI7 Table Group sizes, weight [g] of dams from embryonic day 0 to embryonic day 17 and weight gain (E13-E17, [%]), as well as litter size [n]. The displayed values represent group means ± standard errors. Statistical significance (p ≤ 0.05) as tested using the Kruskal-Wallis test is indicated by an asterisk. PS=prenatal stress, C=control, E=embryonic day

| **Condition** | **n** | **weight E0** | **weight E13** | **weight E17*** | **weight gain [%]*** | **n˚ pups** |
| --- | --- | --- | --- | --- | --- | --- |
| C | 14 | 20.14 ± 0.20 | 30.82 ± 0.47 | 38.18 ± 0.85 | 19.4±0.01 | 7.36 ± 0.46 |
| PS | 22 | 20.29 ± 0.20 | 30.82 ± 0.32 | 35.75 ± 0.42 | 13.6±0.01 | 7.64 ± 0.31 |

**SI8 Statistical analysis of differentially expressed genes (DEG) in the context of a three-way interaction of serotonin transporter (5-HTT) deficiency, PS and socially affected (SA)/unaffected behaviour (SU) (5-HTT*PS*socially affected/unaffected behaviour) by means of the calculated contrast:** [(5-*Htt+/+*SA vs *5-Htt+/+*C) vs (*5-Htt+/+*SU vs *5-Htt+/+*C)] vs [(*5-Htt+/-*SA vs *5-Htt+/-*C) vs (*5-Htt+/-*SU vs *5-Htt+/-*C)]. Nominal DEGs.

[Table SI8 from supplementary excel sheet]

**SI9 significant DEGs**

[Table SI9 from supplementary excel sheet]

**SI10 Heatmap logCPM** The heatmap shows the expression levels (logCPM) of differentially expressed genes (DEGs) identified through a three-way interaction between serotonin transporter (5-HTT) deficiency, prenatal stress (PS), and sociability phenotype (socially affected (SA) vs. unaffected (SU)). The contrast used to identify DEGs was:[(5-Htt+/+ SA vs 5-Htt+/+ C) vs (5-Htt+/+ SU vs 5-Htt+/+ C)] vs [(5-Htt+/- SA vs 5-Htt+/- C) vs (5-Htt+/- SU vs 5-Htt+/- C)]. Columns represent the experimental groups included in the interaction analysis. Rows display the identified DEGs, with corresponding p-values indicated next to each gene name.

[Figure S10 from supplementary PDF]#

**SI11. Normalized read counts of 23 significant DEGs.** Boxplots showing expression profiles of SA and SU offspring groups compared to C. Contrast calculation of three-way interaction of 5-HTT deficiency, PS and socially affected/unaffected behaviour (5-HTT*PS*socially affected/unaffected behaviour).

[Figure SI11 from supplementary PDF]

SI12 Descriptive statistics and statistical analysis of the most relevant behavioural parameters of the 3-Chamber Sociability test, the Elevated Plus Maze and the Porsolt’s Swim Test as well as the Sucrose Preference Test. Time is measured in seconds (s), distance is measured in millimetres (mm). Consumption of sucrose is measured as percentage [%] of sucrose solution consumed in view of the total volume consumed. The gene-by-environment interaction two-way ANOVA as well as the interaction of differential social behaviour following PS exposure and 5-Htt genotype two-way ANOVA were used as statistical tests. Kruskal-Wallis and Mann-Whitney-U tests were used as non-parametric test methods where applicable. The number of animals (n) included for each test is given in the table. Data represent mean ± SEM. Significant p-values are depicted in bold.

| **Physiological parameters: interaction effect of genotype and social susceptibility to prenatal stress** | | | | | | | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | ***5Htt+/+*** | | | | | | | | | | | | ***5Htt+/-*** | | | | | | | | | | | |
| Parameter | Control | | | Prenatal stress groups | | | | | | | | | Control | | | Prenatal stress groups | | | | | | | | |
|  |  | | | all prenatal stress | | | socially affected | | | socially unaffected | | |  | | | all prenatal stress | | | socially affected | | | socially unaffected | | |
| **Sucrose Preference Test** | | | | | | | | | | | | | | | | | | | | | | | | |
|  | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* |
| Sucrose/water consumption [ml] | 19 | 3.57 | ±0.2 | 35 | 3.81 | ±0.1 | 9 | 4.21 | ±0.2 | 26 | 3.68 | ±0.14 | 20 | 3.42 | ±0.12 | 41 | 3.29 | ±0.12 | 15 | 3.46 | ±0.16 | 26 | 3.19 | ±0.16 |
| **Corticosterone** | | | | | | | | | | | | | | | | | | | | | | | | |
|  | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* | *N* | *Mean* | *SEM* |
| Basal all | 20 | 130.3 | ±17.6 | 36 | 148.71 | ±14.9 | 10 | 139.31 | ±28.0 | 26 | 152.33 | ±17.9 | 20 | 121.17 | ±19.8 | 42 | 148.31 | ±15.8 | 16 | 187.84 | ±35.8 | 26 | 123.98 | ±11.2 |
| Basal | 19 | 127.11 | ±18.2 | 35 | 150.41 | ±15.3 | 10 | 139.31 | ±28.0 | 25 | 154.85 | ±18.5 | 20 | 121.17 | ±19.8 | 42 | 148.31 | ±15.8 | 16 | 187.84 | ±35.8 | 26 | 123.98 | ±11.2 |
| Stress | 19 | 634.17 | ±16.1 | 35 | 618.89 | ±13.4 | 10 | 650.81 | ±18.7 | 25 | 606.12 | ±16.7 | 20 | 604.83 | ±17.7 | 42 | 600.96 | ±15.2 | 16 | 639.63 | ±29.7 | 26 | 577.17 | ±15.0 |
| Diff | 19 | 507.07 | ±20.2 | 10 | 511.5 | ±24.4 | 25 | 451.27 | ±18.3 | 20 | 483.67 | ±22.4 | 42 | 452.65 | ±17.0 | 16 | 451.79 | ±35.7 | 10 | 511.5 | ±24.4 | 26 | 453.19 | ±17.2 |
|  | **Two way ANOVA**  **Interaction genotype * PS** | | | | | | | | | | | | **Two way ANOVA**  **Interaction genotype * social susceptibility** | | | | | | | | | | | |
| **Sucrose Preference Test** | | | | | | | | | | | | | | | | | | | | | | | | |
| Sucrose/water consumption [ml] | F_(1.111)_ = 1.6; p = 0.21 | | | | | | | | | | | | F_(2,109)_ = 1.28; p = 0.28 | | | | | | | | | | | |
| **Corticosterone** | | | | | | | | | | | | | | | | | | | | | | | | |
| Basal all | F_(1,114)_ = 0.06; p = 0.809 | | | | | | | | | | | | F_(2,112)_ = 1.49.; p = 0.229 | | | | | | | | | | | |
| Basal | F_(1,112)_ = 0.01; p = 0.917 | | | | | | | | | | | | F_(2,110)_ = 1.56; p = 0.216 | | | | | | | | | | | |
| Stress | F_(1,112)_ = 0.12; p = 0.735 | | | | | | | | | | | | F_(2,110)_ = 0.11; p = 0.894 | | | | | | | | | | | |
| Diff | F_(1,112)_ = 0.04; p = 0.847 | | | | | | | | | | | | F_(2,110)_ = 0.81; p = 0.448 | | | | | | | | | | | |

SI13 Descriptive statistics and statistical analysis of the most relevant behavioural parameters of the 3-Chamber Sociability test, the Elevated Plus Maze and the Porsolt’s Swim Test as well as the Sucrose Preference Test. Time is measured in seconds (s), distance is measured in millimetres (mm). Consumption of sucrose is measured as percentage [%] of sucrose solution consumed in view of the total volume consumed. The gene-by-environment interaction two-way ANOVA as well as the interaction of differential social behaviour following PS exposure and 5-Htt genotype two-way ANOVA were used as statistical tests. Kruskal-Wallis and Mann-Whitney-U tests were used as non-parametric test methods where applicable. The number of animals (n) included for each test is given in the table. Data represent mean ± SEM. Significant p-values are depicted in bold.

| **Interaction effects of genotype and social susceptibility to prenatal stress** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Parameter | **Two way ANOVA**  **Interaction genotype * PS** | | **Two way ANOVA**  **Genotype** | | **Two way ANOVA**  **PS** | | **Kruskal-Wallis**  **Genotype * PS** | |
| **3-Chamber Sociability Test** | | | | | | | | |
| Time [s] in target chamber | F_(1.114)_ = 0.96; p = 0.33 | | F_(1.114)=_ 0.82; p = 0.37 | | F_(1.114)_ = 8.81 ; **p = 0.004** | | H_(3)_ = 8,416; **p = 0.038** | |
| **Elevated Plus Maze** | | | | | | | | |
| Time [s] in open arm | F_(1.112)_ = 0.14; p = 0.712 | | F_(1.112)_ = 0.47; p = 0.493 | | F_(1.112)_ = 6.6; **p = 0.012** | | H_(3)_ = 7.115; p =0.068 | |
| Time [s] in closed arm | F_(1.112)_ = 0.36; p = 0.552 | | F_(1.112)_ = 0.5; p = 0.48 | | F_(1.112)_ = 1.85; p = 0.177 | | H_(3)_ = 3.774; p = 0.290 | |
| Time [s] in center | F_(1.112)_ = 0.19; p = 0.661 | | F_(1.112)_ = 0.0003; p = 0.986 | | F_(1.112)_ = 6.32; **p = 0.013** | | H_(3)_ = 4.684; p = 0.196 | |
| Distance [mm] in open arm | F(_1.112)_ = 0.01; p = 0.946 | | F_(1.112)_ = 0.34; p = 0.564 | | F_(1.112)_ = 7.03; **p = 0.009** | | H_(3)_ = 7.486; p = 0.058 | |
| Distance [mm] in closed arm | F_(1.112)_ = 0.25; p = 0.616 | | F_(1.112)_ = 0.53; p = 0.468 | | F_(1.112)_ = 1.24; p = 0.269 | | H_(3)_ = 3.161; p = 0.367 | |
| Distance [mm] in center | F_(1.112)_ = 0.0001; p = 0.991 | | F_(1.112)_ = 0.007; p = 0.933 | | F_(1.112)_ = 3.61; p = 0.06 | | H_(3)_ = 2.618; p = 0.454 | |
| **Porsolts Swim Test** | | | | | | | | |
| Distance [mm] in total | F_(1.114)_ = 0.006; p = 0.94 | | F_(1.114)_ = 0.24 ; p = 0.625 | | F_(1.114)_ = 0.08; p = 0.782 | | H_(3)_ = 1.835; p = 0.607 | |
| **Sucrose Preference Test** | | | | | | | | |
| Relative sucrose amount consumed [%] | F_(1.111)_ = 0.62; p = 0.433 | | F_(1.111)_ = 1.83; p = 0.179 | | F_(1.111)_ = 0.0003; p = 0.986 | | H_(3)_ = 2.800; p = 0.423 | |
|  | **Mann-Whitney *U***  ***5-Htt+/+* C * PS** | | **Mann-Whitney *U***  ***5-Htt+/-* C * PS** | | **Mann-Whitney *U***  **C * PS** | | **Mann-Whitney *U***  ***5-Htt+/+* * *5-Htt+/-*** | |
| **3-Chamber Sociability Test** | | | | | | | | |
| Time [s] in target chamber | U = 254; **p = 0.012** | | U = 269; p = 0.12 | | U = 1078; **p = 0.006** | | U = 1650; p = 0.643 | |
| **Elevated Plus Maze** | | | | | | | | |
| Time [s] in open arm | U = 255; p = 0.124 | | U = 288, p = 0.084 | | U = 1064; **p = 0.014** | | U = 1475; p = 0.263 | |
| Time [s] in closed arm | U = 309; p = 0.559 | | U = 303; p = 0.135 | | U = 1215.5; p = 0.116 | | U = 1496; p = 0.316 | |
| Time [s] in center | U = 227.5; **p = 0.043** | | U = 350; p = 0.445 | | U = 1148.5; p = 0.05 | | U = 1675; p = 0.989 | |
| Distance [mm] in open arm | U = 265; p = 0.173 | | U = 258; **p = 0.028** | | U = 1045; **p = 0.01** | | U = 1511; p = 0.357 | |
| Distance [mm] in closed arm | U = 325; p = 0.763 | | U = 313; p = 0.180 | | U = 1267; p = 0.206 | | U = 1497; p = 0.318 | |
| Distance [mm] in center | U = 281; p = 0.280 | | U = 330; p = 0.283 | | U = 1217; p = 0.119 | | U = 1589; p = 0.625 | |
|  | **Two way ANOVA**  **Interaction genotype * social susceptibility** | | **Two way ANOVA**  **Social susceptibility** | | **Two way ANOVA**  **Genotype** | | **Kruskal-Wallis**  **Genotype * social susceptibility** | |
| **3-Chamber Sociability Test** | | | | | | | | |
| Time [s] in target chamber | F_(2.112)_ = 0.57; p = 0.565 | | F_(2.112)_ = 34.59 ; **p < 0.000** | | F_(2.112)_ = 1.29; p = 0.259 | | H_(5)_ = 55.009; **p < 0.000** | |
| **Elevated Plus Maze** | | | | | | | | |
| Time [s] in open arm | F_(2.110)_ = 5.68; **p = 0.004** | | F_(2.110)_ = 4.2; **p = 0.017** | | F_(2.110)_ = 0.02; p = 0.897 | | H_(5)_ = 14.233; **p = 0.014** | |
| Time [s] in closed arm | F_(2.110)_ = 3.64; **p = 0.03** | | F_(2.110)_ = 1.38; p = 0.256 | | F_(2.110)_ = 0.02; p = 0.890 | | H_(5)_ = 8.746; p = 0.120 | |
| Time [s] in center | F_(2.110)_ = 1.07; p = 0.345 | | F_(2.110)_ = 3.52; **p = 0.033** | | F_(2.110)_ = 0.28; p = 0.600 | | H_(5)_ 7.446; p = 0.190 | |
| Distance [mm] in open arm | F_(2.110)_ = 4.29; **p = 0.016** | | F_(2.110)_ = 4.7; **p = 0.011** | | F_(2.110)_ = 0.085; p = 0.772 | | H_(5)_ = 15.750; **p = 0.008** | |
| Distance [mm] in closed arm | F_(2.110)_ = 0.89; p = 0.416 | | F_(2.110)_ = 0.7; p = 0.498 | | F_(2.110)_ = 0.306; p = 0.581 | | H_(5)_ = 3.974; p = 0.553 | |
| Distance [mm] in center | F_(2.110)_ =0.33; p = 0.719 | | F_(2.110)_ = 0.01; p = 0.921 | | F_(2.110)_ = 2.02; p = 0.138 | | H_(5)_ = 3.880; p = 0.567 | |
| **Porsolts Swim Test** | | | | | | | | |
| Distance [mm] in total | F_(2.112)_ = 0.28; p = 0.76 | | F_(2.112)_ = 0.175; p = 0.839 | | F_(2.112)_ = 0.04; p= 0.835 | | H_(5)_ = 2.34; p = 0.8 | |
| **Sucrose Preference Test** | | | | | | | | |
| Relative sucrose amount consumed [%] | F_(2.109)_ = 0.36; p = 0.696 | | F_(2.109)_ = 0.11; p = 0.892 | | F_(2.109)_ = 1.54; p = 0.217 | | H_(5)_ = 3.276; p = 0.657 | |
|  | **Mann-Whitney U**  ***5-Htt+/+* SA * C** | **Mann-Whitney U**  ***5-Htt+/+* SU * C** | | **Mann-Whitney U**  ***5-Htt+/+* SA * SU** | **Mann-Whitney U**  ***5-Htt+/+* SA * C** | **Mann-Whitney U**  ***5-Htt+/-* SU * C** | | **Mann-Whitney U**  ***5-Htt+/-* SA * SU** |
| **3-Chamber Sociability Test** | | | | | | | | |
| Time [s] in target chamber | U = 12; **p < 0.000** | U = 257; p = 0.947 | | U <0.000; **p < 0.000** | U = 25; **p < 0.000** | U = 229; p = 0.492 | | U < 0.000; **p < 0.000** |
| **Elevated Plus Maze** | | | | | | | | |
| Time [s] in open arm | U = 38; **p = 0.009** | U = 217; p = 0.491 | | U = 73; **p = 0.044** | U = 138; p = 0.643 | U = 150; **p = 0.026** | | U = 152; p = 0.147 |
| Time [s] in closed arm | U = 56; p = 0.081 | U = 242; p = 0.909 | | U = 76; p = 0.056 | U = 137; p = 0.619 | U = 166; p = 0.063 | | U = 153; p = 0.154 |
| Time [s] in center | U = 52; **p = 0.048** | U = 175.5; p = 0.1 | | U = 110; p = 0.480 | U = 148; p = 0.895 | U = 194; p = 0.223 | | U = 147; p = 0.114 |
| Distance [mm] in open arm | U = 35; **p = 0.006** | U = 230; p = 0.696 | | U = 67; **p = 0.026** | U = 120; p = 0.289 | U = 138; **p = 0.012** | | U = 156; p = 0.178 |
| Distance [mm] in closed arm | U = 84; p = 0.614 | U = 241; p = 0.890 | | U = 116; p = 0.621 | U = 134; p = 0.551 | U = 179: p = 0.118 | | U = 180; p = 0.468 |
| Distance [mm] in center | U = 73; p = 0.313 | U = 208; p = 0.370 | | U = 120; p = 0.724 | U = 142; p = 0.741 | U = 188; p = 0.175 | | U = 168; p = 0.300 |

##
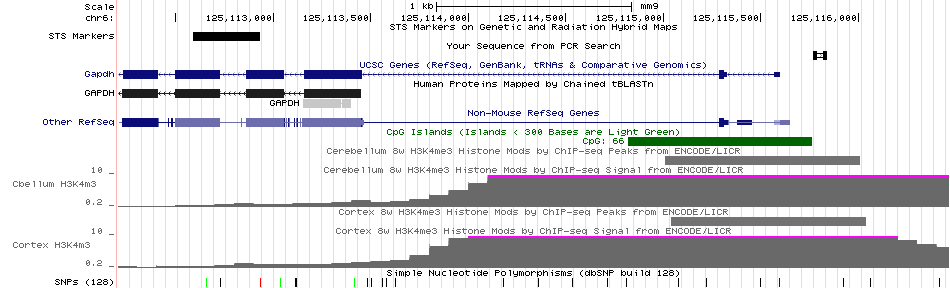
Supplementary Figures

SI2 Primer location at the glyceraldehyde-3-phosphate dehydrogenase (Gapdh) gene

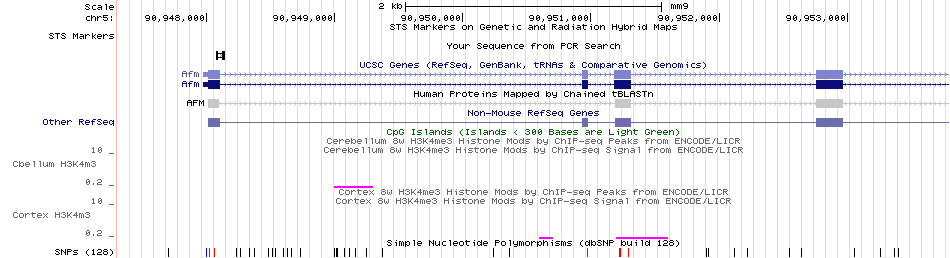

SI3 Primer location at the afamin (Afm) gene

# References

HARRIS, R. B., MITCHELL, T. D., SIMPSON, J., REDMANN, S. M., JR., YOUNGBLOOD, B. D. & RYAN, D. H. 2002. Weight loss in rats exposed to repeated acute restraint stress is independent of energy or leptin status. *Am J Physiol Regul Integr Comp Physiol,* 282**,** R77–88.

HARRIS, R. B., PALMONDON, J., LESHIN, S., FLATT, W. P. & RICHARD, D. 2006. Chronic disruption of body weight but not of stress peptides or receptors in rats exposed to repeated restraint stress. *Horm Behav,* 49**,** 615–25.

JEONG, J. Y., LEE, D. H. & KANG, S. S. 2013. Effects of chronic restraint stress on body weight, food intake, and hypothalamic gene expressions in mice. *Endocrinol Metab (Seoul),* 28**,** 288–96.

RYBKIN, II, ZHOU, Y., VOLAUFOVA, J., SMAGIN, G. N., RYAN, D. H. & HARRIS, R. B. 1997. Effect of restraint stress on food intake and body weight is determined by time of day. *Am J Physiol,* 273**,** R1612–22.

UNTERGASSER, A., CUTCUTACHE, I., KORESSAAR, T., YE, J., FAIRCLOTH, B. C., REMM, M. & ROZEN, S. G. 2012. Primer3--new capabilities and interfaces. *Nucleic Acids Res,* 40**,** e115.

1. <https://genome.ucsc.edu/cgi-bin/hgPcr> [↑](#footnote-ref-1)

How the deposited data were processed for this re-analysis (not part of the article)

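The data are RNA sequencing libraries of the hippocampus of 48 female mice, offspring of control dams or of dams restrained during pregnancy, with 5-Htt+/+ or 5-Htt+/- in the label of each library. Prenatally stressed offspring are divided by the study into SA and SU offspring. The labels carry an animal number and a replicate number, so that each library is taken as 1 animal. They do not give the litter, although the dams were stressed and the paper allowed more than 1 female pup of a genotype per litter. Litter could therefore not be modelled in any test here. The p-values against controls may be too small where libraries share a litter. The groups hold 7 to 9 libraries, and all 48 entered every fit unless an alternative says otherwise.

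The authors deposited whole-number read counts per gene, not normalised and not filtered, in a table of 48440 genes. The paper names STAR, Salmon and tximport, and the submitters' processing notes name STAR, HTSeq, DESeq2 and GRCm38.p5. The versions, the strand setting and the treatment of reads with several equally good places are not given in the sources used here. Counting by HTSeq and by Salmon treats reads shared by near-identical copies differently, and the deposited counts are whole numbers. The paper's own test after upper quartile scaling, which the LR column of its Table 1 points to as edgeR's likelihood ratio test, starts from its Salmon estimates, which were not used here. Gene positions are those of the GRCm38 annotation.

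Total counts per library ranged from 16488405 to 38213754 with a median of 24125647.5, and 32705 to 36358 genes had at least 1 read (median 34634). The share of mitochondrial counts was 3.43% to 5.95%. No pair of libraries of 1 group was close enough to be 1 library deposited more than once: over 17555 genes the smallest chi-square per gene among 169 pairs was 2.69, with a median of 10.1. Some annotated copies carry almost the same counts in all libraries. The mitochondrial gene mt-Co3 and its nuclear copy Gm28437 differed by at most 0.0754%. Whether reads shared by copies were counted at both or divided between them cannot be told from the counts.

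The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 5 reads in at least 3 libraries were kept, which left 31208. Upper quartile factors were used for scaling, a mean per group was fitted with the quasi-likelihood method of edgeR, and contrasts were tested with its quasi-likelihood F test and the Benjamini-Hochberg adjustment over all genes tested. The contrasts were the three-way interaction, SA and SU against controls within each genotype, SA against SU within each genotype, and the difference between genotypes over all groups. As in the paper, the other contrasts were also adjusted within the genes with an unadjusted p under 0.05 in the three-way contrast. The genomic inflation factor is the median chi-square of the p-values divided by its expected median. Levels are given as CPM of the scaled library size, and scores of gene lists are means of log2 CPM with a prior count of 2.

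The fit was tested on simulated data drawn from the means and library sizes of these libraries. In the simulated comparison of SA with control 5-Htt+/+ libraries, 82% of 50 genes changed 1.5-fold and 98% of 50 genes changed 2-fold were called, with 11 false calls among unchanged genes. In the three-way contrast 98% of 50 genes changed 4-fold and 100% of 50 genes changed 8-fold were called, with 10 false calls. The inflation factor of its unchanged genes was 1.015, whereas splits of the real libraries gave up to 2.816. The simulation may thus lack structure that the libraries hold, and its recovery was not given by level of the gene.

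Gene lists were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated from the data, and with fry, which asks whether the genes of a list move on balance in 1 direction and does not compare them with other genes. Of 27 lists, the otopetrin family and Y-linked genes had fewer than 5 measured members and were not tested. Of the 42 calls over 8 contrasts at the preset correlation, 2 held with an estimated correlation: cilium movement genes of Table 2 in the three-way contrast and glucocorticoid genes in SA 5-Htt+/- libraries. Kif14, Mapk15 and Otop2 were also compared with controls by exact permutation tests on CPM, 12 in all.

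The genes named in the text were chosen by a rule: the 23 genes of Table 1, whose values in the paper had been seen, the genes that the text names from the RNA data or Table 3, Slc6a4, the 10 called genes with the smallest p of each contrast, the 10 smallest p of the three-way contrast whether called or not, and up to 4 members of each list with the smallest p.

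The alternatives planned for each result were edgeR's likelihood ratio test, its earlier quasi-likelihood form, its robust form, DESeq2, TMM and relative log expression scaling, no filter on low counts, a stricter filter of 1 CPM in 7 libraries, a replicate block, the choroid plexus score as a term, only the groups compared in the fit, and each library left out in turn. The first principal component of expression as a term, the split of the libraries by Snord116 reads as a term, and leaving out 6 libraries of low first component were added after seeing the data. To measure shared sequence, the transcripts of each Table 1 gene were divided into all words of 50 bases, and the share of words also found in another gene was counted. The H3K4me3 data and the behavioural data were not analysed here. The values of 1 gene called in SU 5-Htt+/- libraries are not reported here.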

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

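The test of the 5 Table 1 genes with little shared sequence and the correlation of the cilium and choroid plexus scores on each side of the gap were chosen only after the result was seen. Of 66 groups of libraries tested for a sample far from the others, 4 held one, where 3.3 are expected by chance. SA 5-Htt+/+ replicate 1 had reads of 33603 genes, against 34505 to 35134 in the other libraries of its group. Control 5-Htt+/+ replicate 7 had a first principal component of -37, against -6.91 to 16.6, and SU 5-Htt+/+ replicate 4 of -6.29, against 4.30 to 9. Control 5-Htt+/- replicate 5 had a choroid plexus score of 3.19, against 0.58 to 1.03.

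The genotype contrast, which the paper does not report, gave 7 genes, all higher in libraries labelled 5-Htt+/-, with 1562 genes at an unadjusted p under 0.05. Their log2 fold changes were 6.721 for Slc6a4, 2.764 for Gm12343, an antisense transcript within Slc6a4, 2.277 for the capsaicin receptor gene Trpv1, 0.7558 for 1700128E19Rik, 0.4107 for Xaf1, 0.3309 for Shpk and 0.1673 for Cyb5d2. Trpv1 (73234292 to 73261242), Shpk, Xaf1 (72301629 to 72313733) and Cyb5d2 lie on chromosome 11, as does Slc6a4. Of 100 splits of the libraries, 1 was as large, the real one, and the highest of the others gave 3 genes.

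Of the gene lists, 5 differed between the genotypes in the difference of SA and SU at the preset correlation: motile cilium genes (adjusted p = 7.77e-05), cilium movement genes of Table 2 (9.37e-07), cilium assembly genes of Table 2 (0.00657), choroid plexus markers (2.88e-13) and aminoacyl-tRNA synthetases (0.00657, with an estimated correlation adjusted p = 0.297). Chance could not be excluded: 41 of 100 splits gave at least as many lists, the highest of the others 11, and 10 of 100 gave a motile cilium list as far from 0 as the real one, with 5.031 as the real value of the test and 17.1 as the highest of the others.

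The cilium genes were weighed against choroid plexus tissue in some libraries. With the choroid plexus score as a term, the median of the cilium list was 0.076 of its value (bootstrap standard error 0.156), and no gene is in both lists. Within the 28 libraries below the gap of the score Pearson's r of the cilium score and the choroid plexus score was 0.6353 (p = 0.00018, adjusted p = 0.00024; Spearman's rho 0.574, p = 0.00161). Within the 20 above it r was 0.775 (p = 5e-05, adjusted p = 0.00018; rho 0.801, p = 9e-05), by permutation tests over 4 correlations. A candidate explanation is thus that cilium genes follow the amount of choroid plexus tissue left on a hippocampus, whose ependymal cells carry motile cilia; a change of choroid plexus or cilia with prenatal stress stays open and untested.

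The genes of Table 1 were weighed against depth and against reads shared with other genes. The test of shared words does not tell near-identical copies from genes that overlap. The median share of 50 bp words also found in another gene was 90.13% for the Table 1 genes and 0.961% for 500 random genes, and 0 of 10000 random sets reached it (highest 51.6%). Shared reads may therefore bear on most of them, but not on all: of the 5 genes with under 1% of shared words, Kif14, Otop2, Saxo1, Mapk15 and Gm43335, 4 have an interval that excludes the paper's value. Too little depth is argued against by 18 of 19 genes with such an interval.

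The counts of genes were set against 100 splits of the libraries into groups of the same sizes. Chance could not be excluded for the three-way contrast: 59 splits gave at least 1156 nominal genes (highest of the others 7696) and 54 a lambda as large (highest 2.816). The splits with the highest of these counts point to a structure of the libraries other than their groups, and which one was not tested. Within the nominal genes, it could not be excluded for SU 5-Htt+/+ (31, real 2, highest other 26), SA 5-Htt+/- (10, real 4, highest other 92), SU 5-Htt+/- (10, real 19, highest other 1941), SA against SU 5-Htt+/+ (8, real 63, highest other 284) and SA against SU 5-Htt+/- (38, real 15, highest other 3981). Over all genes, it could not be excluded for SA 5-Htt+/+ (5 splits, real 4, highest other 4). It could be for SU 5-Htt+/+ (1 split, real 6, highest other 5) and SA 5-Htt+/- (1 split, real 9, highest other 1). For SU 5-Htt+/- (4 splits, real 5, highest other 95) few splits reached the count, but the highest gave far more, so that chance is not excluded. Where the real count is 0 every one of the 100 splits reaches it, so that the splits decide nothing: this holds for the adjusted three-way genes (highest other 884), for SA 5-Htt+/+ within the nominal genes (highest other 35) and for SA against SU over all genes (highest others 5 in 5-Htt+/+ and 2824 in 5-Htt+/-).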

How the results depend on the processing

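The fits with the first principal component or the Snord116 split as a term and the fit without 6 libraries of low first component were chosen only after the result was seen. For the three-way contrast, 0 genes passed under every alternative fit over all 48 libraries, and leaving out 1 library at a time gave 0 to 1, the 1 gene being Gm13943 without SA 5-Htt+/- replicate 3; the nominal count was 632 under the stricter filter and 1059 to 1267 with 1 library left out. Lambda was 0.803 without a filter, 1.12 with the choroid plexus score and 1.01 with the first component as a term, and 0.786 to 0.984 with 1 library left out. Counts within the nominal three-way genes and over all genes follow, in that order where both are given; the causes of the changes were not tested.

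The likelihood ratio test called over all genes 0 for SA 5-Htt+/+ against controls, 1 for SU 5-Htt+/+, 21 for SA 5-Htt+/-, 88 for SU 5-Htt+/-, 11 between genotypes, and 23 and 1 for SA against SU 5-Htt+/-. The earlier quasi-likelihood form gave over all genes 0 for SA and 1 for SU 5-Htt+/+, and within the nominal genes 0 for SU 5-Htt+/+, 0 for SA 5-Htt+/-, 0 for SA against SU 5-Htt+/+ and 1 for SA against SU 5-Htt+/-. The robust form gave 3 over all genes for SU 5-Htt+/+, and 2 and 0 within the nominal genes for SA against SU 5-Htt+/+ and 5-Htt+/-. DESeq2 called over all genes 0 for SA and 3 for SU 5-Htt+/+, 25 for SA and 243 for SU 5-Htt+/-, and within the nominal genes 1 for SA 5-Htt+/- and 0 for SA against SU 5-Htt+/-, with 3 and 1 for SA against SU 5-Htt+/+. TMM gave 2 within the nominal genes for SA 5-Htt+/- and 16 over all genes for SU 5-Htt+/-. Relative log expression gave 2 and 3 for SA 5-Htt+/- and 8 over all genes for SU 5-Htt+/-. Without a filter, 1 for SA 5-Htt+/- and 105 for SA against SU 5-Htt+/+ passed within the nominal genes. Under the stricter filter, which removes low genes, the counts were 0 over all genes for SA 5-Htt+/+, 0 and 0 for SU 5-Htt+/+, 21 over all genes for SU 5-Htt+/-, and 1 and 2 within the nominal genes for SA against SU 5-Htt+/+ and 5-Htt+/-.

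With the choroid plexus score as a term, the counts were 0 and 3 for SU 5-Htt+/+, 0 within the nominal genes for SA 5-Htt+/-, 29 and 3 for SU 5-Htt+/-, 2 and 0 within the nominal genes for SA against SU 5-Htt+/+ and 5-Htt+/-, and 27 of the 42 calls of gene lists were left. With the first component they were 1 within the nominal genes for SU 5-Htt+/+, 4 over all genes for SA 5-Htt+/-, and 0 and 49 within the nominal genes for SA against SU 5-Htt+/+ and 5-Htt+/-. With the Snord116 split they were 1 over all genes for SA 5-Htt+/+, 0 within the nominal genes for SU 5-Htt+/+, 34 and 3 for SU 5-Htt+/-, 4 within the nominal genes for SA against SU 5-Htt+/+, and 7 and 1 for SA against SU 5-Htt+/-. Without the 6 libraries, 0 for SU 5-Htt+/+ and 0 for SA against SU 5-Htt+/+ passed within the nominal genes, with 0 and 3 for SA 5-Htt+/- and 6 and 0 for SU 5-Htt+/-, and 2 values changed sign, the Lgals1-ps2 log2 fold change, three-way, to 0.0135 and the Otop2 log2 fold change, three-way, to -0.0125. In fits of only the compared groups, which have fewer samples, the counts were 1 and 0 for SA 5-Htt+/+, 1 over all genes for SU 5-Htt+/+, which is not among its 6 calls in the full fit, 1 and 2 for SA 5-Htt+/- and 1 and 0 for SU 5-Htt+/-.

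With 1 library left out, the counts ranged within the nominal genes and over all genes from 0 to 6 and 1 to 6 for SA 5-Htt+/+, 0 to 5 and 1 to 7 for SU 5-Htt+/+, 0 to 19 and 2 to 16 for SA 5-Htt+/-, 0 to 47 and 2 to 432 for SU 5-Htt+/-, and 0 to 99 and 0 to 1 for SA against SU 5-Htt+/+; within the nominal genes they ranged from 0 to 27 for SA against SU 5-Htt+/-. The genotype contrast gave 6 to 10 calls, 6 or 7 of them among the 7 of the full fit, and Slc6a4 had a log2 fold change of 6.67 to 6.78. By the library left out 4 values changed sign: the Gm21974 log2 fold change, three-way, ranged from -0.0535 to 0.0163, the Lgals1-ps2 log2 fold change, three-way, from -0.192 to 0.101, the Otop2 log2 fold change, three-way, from -0.00361 to 0.174 and the Saxo1 log2 fold change, three-way, from -0.119 to 0.295.

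The replicate numbers of the labels do not pair the libraries: same-numbered libraries of different groups correlated at a mean r of 0.0226 over 115 pairs, against -0.00121 over 844 other pairs, and 5 of 48 libraries correlated best with their own number. With the numbers as a replicate block, the counts were 2 and 7 for SA 5-Htt+/+, 0 within the nominal genes for SU 5-Htt+/+, 10 and 3 for SA 5-Htt+/-, 2 over all genes for SU 5-Htt+/-, 3 and 1 for SA against SU 5-Htt+/+ and 3 within the nominal genes for SA against SU 5-Htt+/-.

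Of 60 values of single genes, 49 to 57 kept their direction and side of the threshold under the alternatives that test all of them, and 3 to 11 kept the direction only. Without the 6 libraries 44 of 59 kept both, 13 kept the direction only and 2 reversed, and in fits of only the compared groups 1 of 23 kept both and 22 the direction only. List tests were not run with the other gene tests. Depth limits what can be said of genes with few reads such as Gm28017 and Gm22969, whose intervals are wide, and not of Rpl3-ps1 or Kif14.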

Differences from the paper's values

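The fit with the Snord116 split as a term was chosen only after the result was seen. The paper reports 23 genes that passed correction in the three-way interaction, and 0 passed here, in the quasi-likelihood test and in each of the 10 alternatives set before the data were examined, the likelihood ratio test, to which the LR column of Table 1 points, among them. Within the nominally significant genes, the paper reports 44 DEGs for SA 5-Htt+/+ against controls and 0 were found here, 26 for SU 5-Htt+/+ and 2 here, 33 for SA 5-Htt+/- and 4 here, 38 for SU 5-Htt+/- and 19 here, 211 for SA against SU 5-Htt+/+ and 63 here, and 84 for SA against SU 5-Htt+/- and 15 here. For SU 5-Htt+/- the count under the likelihood ratio test, 26, and that with the choroid plexus score as a term, 29, fall within 1.5 times the paper's. The Snord116 split as a term, chosen after seeing the values, gives 34 and drops 38 of the paper's 38 genes, and leaving out 1 library at a time gives 0 to 47. Under each of these settings 0 of the genes called are among the 38 genes of the paper. No other alternative set before the data were examined closes any of these gaps. Of the 63 genes for SA against SU 5-Htt+/+, 3 are among the paper's 211 (Gfer, Muc6 and Snora64), and Cd82 is called besides under the likelihood ratio test, TMM and relative log expression scaling, Crx without a filter, and Gm7890 without SA 5-Htt+/+ replicate 8. Of the paper's genes for SA 5-Htt+/+ against controls, Prl is called with the replicate block, without control 5-Htt+/- replicate 5 and without SA 5-Htt+/+ replicates 1, 2, 3, 6 or 7. No other gene of the paper's lists passed in any setting run.

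The three-way log2 fold changes of 19 genes of Table 1 differ, and under none of the alternatives set before the data were examined does any of them come to the paper's value; the 95% interval of Mapk15 alone, 0.49 to 1.99, holds it. The paper's value is first and the value here second for each gene: Gm6685 -7.42 and -0.1569, Gm9847 9.04 and -0.1694, Rpl3-ps1 10.91 and 0.09121, Gm7935 -9.72 and 0.06275, Fam177a2 (1700047I17Rik2) 9.66 and 0.1215, Kif14 -5.68 and -0.08459, Gm3020 8.83 and 0.1229, Gm22969 -8.66 and -0.3902, Gm21974 8.76 and -0.02235, Lgals1-ps2 6.06 and -0.06461, Otop2 -4.13 and 0.09071, Gm6916 8.36 and 0.2513, Gm28017 -8.14 and -0.9365, Gm4294 7.70 and -0.06588, Saxo1 -6.53 and 0.158, Gm8203 7.67 and 0.05772, Mapk15 1.97 and 1.241, Gm43335 -2.38 and -0.2015, and Gm16033 7.69 and -0.1825. Of the 19 genes, 11 have the paper's sign. The paper's median log2 CPM of these genes is -1.63 and that of the deposited counts 2.36.

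The p-values of Table 1 and Figure 4 are printed with positive exponents and so lie above 1, which a p-value cannot; Supplementary material SI8 lists the same genes with negative exponents.

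The text gives Kif14 as increased in SU offspring of both genotypes against controls. Here its mean difference was -0.176 CPM in SU 5-Htt+/+ and -0.256 CPM in SU 5-Htt+/- libraries (exact permutation test, p = 0.658 and p = 0.540), and in Figure 4, read by eye, the value is above 0 in SU 5-Htt+/+ and below 0 in SU 5-Htt+/-. The text gives Mapk15 as increased in both PS groups of 5-Htt+/+ offspring. Here the difference was 0.156 CPM in SA and -0.125 CPM in SU (exact permutation test, p = 0.189 and p = 0.230), while in 5-Htt+/- offspring its differences of -0.183 CPM in SA and 0.0798 CPM in SU have the directions that the text states. The text gives Otop2 as decreased in SU 5-Htt+/- offspring, where the difference here was 0.0216 CPM (exact permutation test, p = 0.795), and the other 3 differences of Otop2 have the stated directions. The text states that genes of Table 1 were altered in single comparisons with controls, which the paper adjusted within its nominal three-way genes. Here 0 of the 19 tested genes passed edgeR's test over all genes in these comparisons, so that the thresholds are unlike. Gm6916 had the smallest adjusted p, 0.134.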

Other observations

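The split of libraries by Snord116 reads and the spread set beside the ratios below were chosen only after the result was seen. Immediate early genes, which neurons induce on activity, were lower as a list in SA 5-Htt+/- libraries, with 18 of 22 lower, Egr1 at -0.42 and Fosb at -0.39 (adjusted p = 0.0068, and adjusted p = 0.665 with an estimated correlation), and in SU 5-Htt+/- libraries, with Dusp1 at -0.60 (adjusted p = 0.0237, and adjusted p = 0.696 with an estimated correlation). Aminoacyl-tRNA synthetase genes, a class that Table 2 reports for the paper's three-way genes, were lower in SA 5-Htt+/- libraries (24 of 35, with Aars at -0.20, Iars at -0.14 and Vars at -0.23 passing when adjusted over the list alone; adjusted p = 0.00956, and adjusted p = 0.219 with an estimated correlation). Proliferation genes were higher there (21 of 26, with Cenpe at 0.34; adjusted p = 0.00956, and adjusted p = 0.219 with an estimated correlation).

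In 5-Htt+/+ offspring, SA libraries had higher motile cilium genes (56 of 61, adjusted p = 1.22e-06, and 0.436 with an estimated correlation), choroid plexus markers (25 of 25, adjusted p = 4.16e-07, and 0.571), meninges markers (16 of 16, adjusted p = 0.00989, and 0.750) and thalamus markers (11 of 14, adjusted p = 0.0239, and 0.473), and lower striatum markers (9 of 10, adjusted p = 0.00711, and 0.436). SU libraries had higher dentate gyrus markers (11 of 12, adjusted p = 0.0182, and 0.672) and lower striatum markers (adjusted p = 0.0182, and 0.672), immediate early genes (adjusted p = 0.0397, and 0.862), erythrocyte genes and aminoacyl-tRNA synthetases (adjusted p = 0.034 for both, and 0.672). SU 5-Htt+/- libraries had higher choroid plexus markers (25 of 25, adjusted p = 5.99e-05, and 0.696) and lower meninges markers (adjusted p = 0.0447, and 0.837) and erythrocyte genes (adjusted p = 0.0237, and 0.696). Between genotypes, glucocorticoid genes (adjusted p = 0.0397, and 0.266) and erythrocyte genes (adjusted p = 0.0458, and 0.890) were higher in libraries labelled 5-Htt+/-. The lists of CA1, CA2 and CA3 pyramidal cells, GABAergic signalling, adult neurogenesis, cortex and subiculum, endothelial and mural cells, microglia and chemokines, oestrogen signalling, the serotonin system and synaptic plasticity gave no call with camera in any contrast. With fry, the serotonin system, a list that includes Slc6a4, differed between the genotypes (adjusted p = 2e-11, and 0.0894 with camera), and fry also called the glucocorticoid list in SA (8.08e-05) and SU (0.00117) and the oligodendrocyte list in SU (0.0128) 5-Htt+/- libraries and cilium movement genes in the three-way contrast (0.00489).

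SA differed from SU 5-Htt+/+ libraries in motile cilium genes (adjusted p = 0.000117, and 0.614 with an estimated correlation), cilium movement genes of Table 2 (0.000257, and 0.0852), choroid plexus markers (3.01e-10, and 0.614), immediate early genes (0.0366, and 0.681), meninges markers (0.00278, and 0.681) and erythrocyte genes (0.0205, and 0.614), all higher in SA. SA differed from SU 5-Htt+/- libraries in cilium movement (0.00651, and 0.166) and assembly genes of Table 2 (0.0181, and 0.166), choroid plexus markers (0.000879, and 0.882), astrocyte (0.0181, and 0.882) and dentate gyrus markers (0.0181, and 0.882) and aminoacyl-tRNA synthetases (0.023, and 0.565), all lower in SA. Cilium movement genes were also higher in SA than in control 5-Htt+/+ libraries (0.0239, and 0.436).

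The lower level of stress hormone genes in SA and SU 5-Htt+/- libraries was weighed against libraries that stand apart, GC content and length, and 1 control library. Chance was excluded for the list in SA (1 of 100 splits, real value 6.562, highest other 3.86). In SU few splits were as far from 0 (2 of 100, real 4.728, highest other 5.382), but chance is not excluded. An effect of 1 control library is argued against for SA alone. With any control library left out the median in SA kept at least 0.9595 of its value (bootstrap standard error 0.133). In SU, where this was not tested, the median moved from -0.123 to between -0.156 and -0.102. The 6 libraries of low first component (0.8582 of the median kept in SA, standard error 0.246, and 0.656 in SU, standard error 0.351) and GC content and gene length (0.917 kept in SA, standard error 0.227, 20 of 21 members with a value) cannot be told apart from no effect of either, because the spread of the ratios reaches past the bound set for it. Taken alone, both ratios in SA lie above the bound of 0.8 and would have argued against either explanation. The spread, added after they were seen, left both undecided. A biological cause stays open and was not tested: the paper found no significant effect on corticosterone, with basal means in 5-Htt+/- offspring that were not lower in SA or SU than in controls, and a difference of the 7 shared control libraries alone would give the same values. The oligodendrocyte list was as far from 0 in 7 of 100 splits for SA (real 7.604, highest other 15.42), so that chance may not be excluded. For SU it was so in 2 of 100 (real 11.07, highest other 12.51), which is few, but chance is not excluded. Lists were called as often in 30 splits for SA (real 6, highest other 11) and 21 for SU (real 6, highest other 10), so that chance cannot be excluded for the number of lists.

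Fold changes of SA and SU 5-Htt+/- libraries against their shared controls correlated at r = 0.72 across 20326 genes, which are not independent replicates, where unchanged groups simulated against the same controls gave 0.544. Chance could not be excluded by regrouping the libraries (real r 0.7622 in that test, reached by 6 of 100 splits, highest other 0.8079, median 0.5919). For the covariance few splits reached the real value (0.02296 in that test, 4 of 100 splits, highest other 0.03111), but chance is not excluded. The covariance was 0.0233 against a simulated 0.0105. With the controls split, so that no library was shared, r averaged 0.186 (-0.146 to 0.416 over 35 splits) with a covariance of 0.00811.

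Many annotated copies of the small nucleolar RNA Snord116 on chromosome 7 carried the same counts to within 1 read in most libraries where Gm22851 was read, and they differed in the libraries at 0. Gm22851, by which the libraries were split, had 0 reads in 18 libraries and at least 79 in the other 30, the 22 copies from 59771656 to 59874473 were at 0 in 7 to 18 libraries, and the adjacent copy Gm25210 in 3. Where Gm22851 was at 0, Gm25210 was above 0 in 15 of the 18 libraries, so that 0 reads at 1 copy do not show the RNA to be absent, and the split is that of single copies. Libraries at 0 for Gm22851 were 3 of 7 control, 2 of 8 SA and 5 of 9 SU among 5-Htt+/- and 3 of 8 control, 0 of 8 SA and 5 of 8 SU among 5-Htt+/+ (Fisher's exact test, p = 0.0972). The neighbouring copy Gm23446 had 5.1 ± 2.46 CPM (mean ± SD) in these and 5.2 ± 2.52 CPM in the other libraries. The first principal component held 41% of the variance of 12460 genes. Gm10801 had counts of up to 214, and the prolactin gene Prl of up to 1114.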
